# Decidualisation and placentation defects are a major cause of age-related reproductive decline

**DOI:** 10.1038/s41467-017-00308-x

**Published:** 2017-09-05

**Authors:** Laura Woods, Vicente Perez-Garcia, Jens Kieckbusch, Xiaoqiu Wang, Francesco DeMayo, Francesco Colucci, Myriam Hemberger

## Abstract

Mammalian reproductive performance declines rapidly with advanced maternal age. This effect is largely attributed to the exponential increase in chromosome segregation errors in the oocyte with age. Yet many pregnancy complications and birth defects that become more frequent in older mothers, in both humans and mice, occur in the absence of karyotypic abnormalities. Here, we report that abnormal embryonic development in aged female mice is associated with severe placentation defects, which result from major deficits in the decidualisation response of the uterine stroma. This problem is rooted in a blunted hormonal responsiveness of the ageing uterus. Importantly, a young uterine environment can restore normal placental as well as embryonic development. Our data highlight the pivotal, albeit under-appreciated, impact of maternal age on uterine adaptability to pregnancy as major contributor to the decline in reproductive success in older females.

## Abstract (web summary)

Advanced maternal age has been associated with lower reproductive success and higher risk of pregnancy complications. Here the authors show that maternal ageing-related embryonic abnormalities in mouse are caused by decidualisation and placentation defects that can be rescued by transferring the embryo from an old to a young uterus.

## Introduction

Maternal age is the single most important risk factor for reproductive success. The significance of this problem across the developed world is immense and continuously rising. Maternal age has increased steadily over the past decades; the average age of mothers surpassed 30 years for the first time in 2013 in the UK (source: ONS), with 20% of babies born to women ≥35 years of age. Very similar trends are observed in North America and elsewhere^1, 2^. The underlying cause of the increased risk to pregnancy outcome with age is commonly attributed to the exponential rise in chromosome mis-segregations in the oocyte, leading to karyotypic imbalances and aneuploidies in the offspring. Many of these karyotypic abnormalities result in spontaneous abortion in the first trimester and thus contribute to the high frequency of pregnancy loss during this time window. However, advanced maternal age also poses an increased risk of serious pregnancy complications that manifest in later pregnancy. These include miscarriage, late fetal and perinatal death, stillbirth, preterm and extreme preterm birth, low birth weight, placenta praevia and pre-eclampsia^3–10^. For example, the stillbirth rate doubles by the late 30 s and increases 3–4 fold by the mid-40s^6^. Rates of preterm birth are ~20% higher in women aged 35 years and over (source: Tommy’s; CIHI). Even beyond the gestational period, maternal age is a significant risk factor for various birth defects, in particular for congenital heart disease, and also for abnormalities including diaphragmic hernia, hypospadias and skull deformations^11–13^.

Importantly, most of these later complications occur in the absence of any chromosomal abnormality in the newborn, and as such their causative relationship to maternal age has remained largely unexplained. It is of note, however, that the majority of pregnancy complications associated with advanced maternal age, namely fetal growth restriction, low birth weight, pre-eclampsia and stillbirth, often share an underlying pathogenesis that is rooted in a failure of correct placentation^14^. Apart from the essential role of the placenta in supporting fetal growth, placental development is also tightly linked to the formation of particular organ systems, most notably the heart. This connection has been shown in a number of mouse models in which heart defects could be rescued solely by supplying the mutant embryo with a wild-type placenta^15^. Intriguingly, a recent study reported that the maternal age-associated risk of congenital heart disease resides with the mother and not the oocyte^13^. Thus, the incidence of ventricular septal defects is significantly greater in old mothers but reduced to normal levels when oocytes from old mothers are allowed to develop in a ‘young’ environment.

Based on these multi-faceted correlations, we speculated that defects in placental development may constitute a major contributor to the maternal age-associated increase in pregnancy complications, in particular those unrelated to karyotypic imbalances. To better understand the causes of maternal age-linked pregnancy complications and embryonic defects, we have used the mouse as a model to distinguish fetal (i.e. oocyte-derived) from maternal (uterine environment, systemic) effects on embryo development. Our data show that pregnancy in old female mice is associated with a dramatic increase in developmental variability, manifesting in a high frequency of developmental delays, growth retardations and serious embryonic abnormalities including cardiac, vascular and neural defects. Moreover, abnormal embryos are associated with severely mis-developed placentas. However, development of both embryo and placenta largely returns to normal when embryos from old mothers are transferred to young recipients. We pinpoint the causes of these oocyte-unrelated maternal age-associated problems to defects in the progression of decidualisation, which in turn interferes with the establishment of a functional feto-maternal exchange unit.

## Results

### Embryo and placenta defects in offspring to old females

C57BL/6 (B6) females of about 12 months of age are nearing the end of their reproductive lifespan but can still become pregnant^16^. However, it has been noted before that embryos developing in older (43–47 weeks old) C57BL/6 (B6) females are more prone to developmental abnormalities than those developing in young (6–12 week old) mothers, while the number of maturing oocytes is unaffected^17, 18^. Here, we systematically followed up on this finding by assessing a total of 40 pregnancies in B6 females ranging from 41 to 58 weeks of age. We focussed this analysis on day 11.5 (E11.5) of pregnancy, a stage in development just after mid-gestation when the consequences of failures in correct placentation become most obvious^19^. In line with previous reports, average litter size was globally similar between young and old females, albeit more variable in the aged group (Supplementary Fig. 1a). However, examination of gross morphological appearance revealed a dramatic increase in developmental variability in litters of old females compared to those of young mothers. While some embryos in litters of aged females appeared normal as far as size and developmental stage-specific hallmarks such as pigmentation of the eye were concerned, on average at least two-thirds of embryos in each litter exhibited varying degrees of developmental abnormalities (Fig. 1a and Supplementary Fig. 1b). By far the most common defect was fetal growth retardation, ranging from mild to very severe even within the same litter. Other frequent abnormalities encompassed cardiac edema, brain and neural tube closure defects, vascular defects such as a dilated dorsal aorta and/or major brain artery, as well as a significant increase in the number of resorption sites (Fig. 1a and Supplementary Fig. 1b).

**Fig. 1:**
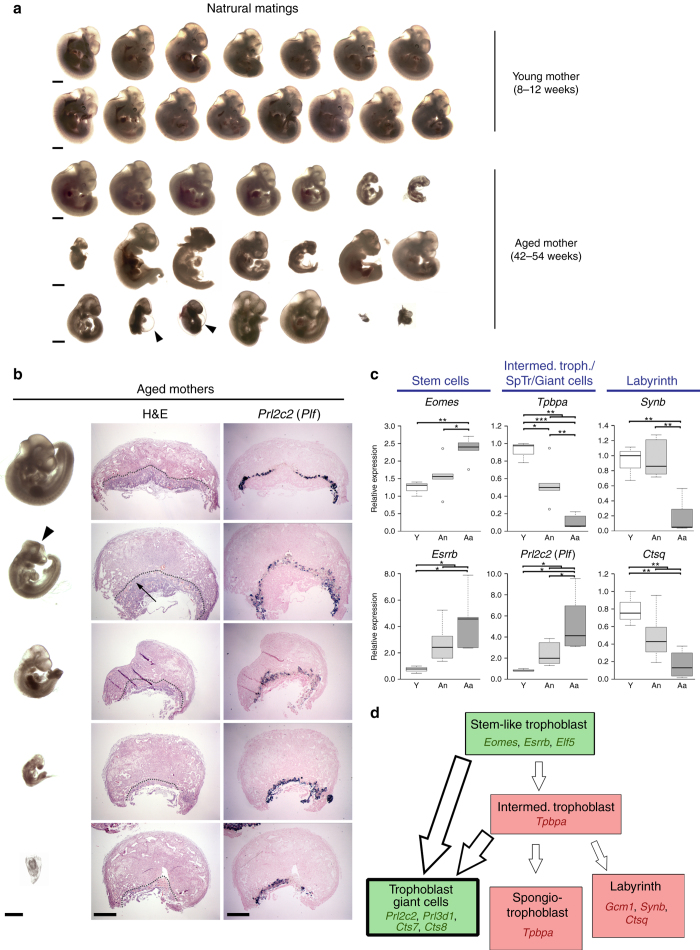
Advanced maternal age impacts on embryonic and placental development. **a** Gross morphological appearance of E11.5 embryos developed in young (8–12 weeks old) and aged (42–54 weeks old) C57BL/6 females. Each row depicts one entire litter. *Scale bars*: 1 mm. **b** Histological analysis by H&E staining and by *in situ* hybridisation for the trophoblast giant cell marker *Prl2c2* (*Plf*) of placentas associated with conceptuses developed in aged females. The *top row* depicts a normally developed embryo that is associated with a grossly normal placenta. The *four rows* below depict embryos with varying degrees of developmental retardation and morphological defects such as a failure of neural tube closure (*arrowhead*). The placentas associated with these embryos are also defective, insofar as the trophoblast portion is severely under-developed (the dotted line indicates the boundary between the fetal trophoblast compartment and the maternal decidua) or the main direction of placentation is off-centre (arrow). *Scale bars*: 1 mm. **c** RT-qPCR analysis of placentas developed in young control (“Y”, *n* = 3) and aged (“A”) females. Conceptuses developed in aged females were divided into those that appeared grossly normal (“An”; *n* = 6) or abnormal (“Aa”; *n* = 6). Markers used represent trophoblast stem cell genes *Eomes* and *Esrrb*, markers of the so-called intermediate trophoblast (as found in the ectoplacental cone) or spongiotrophoblast (SpTr) *Tpbpa* and trophoblast giant cells *Prl2c2*, and placental labyrinth expressed genes *Synb* and *Ctsq*. Data are displayed as mean ± S.E.M. *p < 0.05; **p < 0.01; ***p < 0.001 (ANOVA with Holm-Bonferroni’s post-hoc test). **d** Diagram of the main trophoblast differentiation defects frequently observed in aged females. *Green shading* indicates compartments that are relatively over-represented, whereas *red shading* depicts major differentiation routes that are missing or under-represented. Genes listed in the representative colour support these conclusions

Importantly, none of the litters of young females displayed such a prevalence of developmental defects. Equally, this effect was never observed in litters from young females mated with 52-week-old males (Supplementary Fig. 1b), demonstrating that the cause of the dramatic increase in developmental abnormalities resides solely within the aged mother.

Intriguingly, all these various problems in embryonic development are known to be associated with placentation defects. Therefore, we systematically analysed the placentas of aged females, alongside those of young controls, on the histological level by haematoxylin and eosin (H&E) staining, by in situ hybridisation against the trophoblast giant cell marker Proliferin (*Prl2c2*) and by expression analysis of well-established markers of the trophoblast lineage. For the latter, we grouped the placentas of litters from aged females into those associated with grossly normal embryos (“An”; *n* = 6) and those associated with overtly abnormal embryos (“Aa”; *n* = 6), and compared them to placentas from young female control litters (“Y”; *n* = 3). Overall, this analysis revealed profound defects in the placentas associated with abnormal embryos. Most frequently, the fetal trophoblast-derived portion of the placenta was drastically reduced in size (Fig. 1b). In milder cases, abnormalities in the extent and positional development of the placental labyrinth were obvious, i.e. the portion of the placenta where all nutrient and gas exchange takes place (Fig. 1b). Integrated histological and molecular data indicated a failure of appropriate differentiation of stem-like trophoblast progenitor cells, an overabundance of trophoblast giant cells at the expense of diploid (*Tpbpa* ^+^) precursor cells and a failure in development of the labyrinth layer, thus corroborating the morphological observations (Fig. 1c, d and Supplementary Fig. 1c). It is well established that such placental defects can cause embryonic phenotypes much like those observed in the litters of aged females^15, 20^. These findings were further validated by global transcriptomic analysis (RNA-sequencing (RNA-seq)) of the dissected trophoblast compartments (Supplementary Fig. 1d). We also performed an e-karyotyping analysis on the RNA-seq data using a piecewise constant fit algorithm which confirmed the absence of any gross chromosomal imbalances^21^. Interestingly, some of the differences in gene expression profiles were also observed in the “An” group, albeit to a much lesser degree, positioning the “An” samples at an intermediate stage in between the “Y” and “Aa” groups. This finding indicates that even placentas which appear grossly normal histologically, exhibit molecular changes that are likely predisposing the corresponding conceptus to developmental failures later on during pregnancy.

### Development in young females rescues most defects

Our observation of a direct correlation between abnormal embryos and placentas led us to hypothesise that the frequent developmental problems in aged females may originate in a failure to establish a functional placenta. Yet our global sequencing data, the relatively late time window of developmental failure and the recurring phenotypes indicated that these were highly unlikely to originate from karyotypic abnormalities in the oocyte. We thus considered the possibility that the cause for the perturbations in placental development may reside in the maternal aspects contributing to the placenta, notably the decidua.

To address this possibility, we collected preimplantation embryos at E2.5 from aged females and transferred them into pseudopregnant 8–10-week-old ‘young’ foster mothers (“A-> Y”). Transfers of embryos recovered from young females into young foster mothers (“Y- > Y”) were performed in parallel to account for technical variability. Intriguingly, providing the embryos from aged females with a young host environment in this way almost completely mitigated the developmental problems (Fig. 2a, b). The overall proportion of grossly normal embryos increased from 42% in aged females to 73% upon embryo transfer, which was only slightly below the 83% of the control Y-> Y transfers (Fig. 2b). Most strikingly, the vast majority of embryos in each litter was of similar size and developmental stage (Fig. 2a and Supplementary Fig. 2a), much in contrast to the enormous developmental variability within litters of aged females. Using crown-rump length as a proxy for developmental progression and variability, embryos from aged females allowed to develop in young foster mothers were in fact indistinguishable from young control transfer embryos (Fig. 2c).

**Fig. 2:**
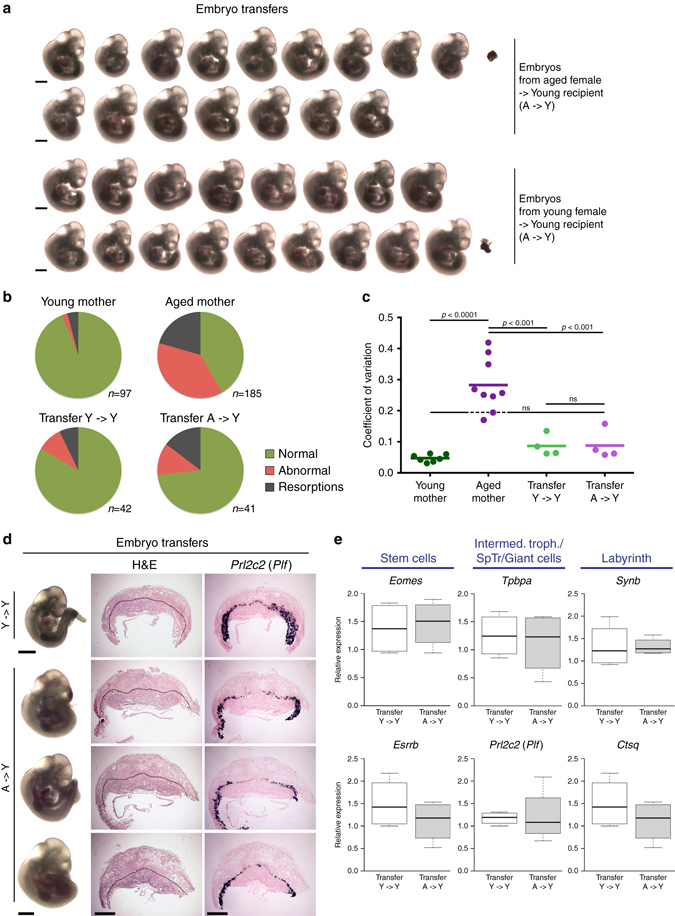
Developmental defects are mitigated by transfer of embryos from aged females into young foster mothers. **a** Litters obtained by embryo transfer from aged to young (A- > Y) recipient females, or from young to young (Y- > Y) females as controls. Note the homogeneity of developmental progression of embryos derived from aged females developing in young females, compared to the litters shown in Fig. 1a. *Scale bars*: 1 mm. **b** Pie charts of gross morphological appearance of embryos scored as normal or abnormal, and the number of resorption sites, in the different scenarios. **c** Crown-rump length measurements as indicator of developmental variability, displayed as coefficient of variation. Each data point represents the coefficient of variation of one entire litter. Please note that litters of embryos recovered from aged females that were allowed to develop in young foster mothers (Transfer A- > Y) are statistically indistinguishable from litters developed in young females (Y). Measurements were taken on E11.5 embryos. Statistical analysis was by ANOVA followed by Tukey’s multiple comparisons post-hoc test. *ns*=not significant. **d** Analysis of placental development by histology as in Fig. 1. Placentas appear normal for all embryos assessed. *Scale bars*: 1 mm. **e** RT-qPCR analysis of trophoblast markers in placentas of Y- > Y and A- > Y transfer conceptuses. Data are displayed as mean ± S.E.M., *n* = 3. No differences in expression levels are observed for any of the genes tested (Student’s *t* test), corroborating that placental development proceeds normally in A- > Y transfer conceptuses

Together with the return to a mostly normal development of the embryos proper, placental development was also rescued. Thus, histologically, placentas of A-> Y transfers were highly similar to those of Y-> Y transfers and indeed to young controls (Fig. 2d). The lack of obvious trophoblast differentiation defects was further confirmed on the level of marker gene expression (Fig. 2e and Supplementary Fig. 2b).

Taken together, our data demonstrated that the frequent developmental defects inherent to litters of older mothers were rescued by the environment of a young foster mother. Thus, the majority of these pregnancy complications was not due to defects in the “old” oocyte, but due to an unfavourable maternal environment that hampered normal developmental progression.

### Age-associated defects in decidualisation as major problem

The mammalian placenta constitutes the interface where fetal and maternal cell types meet and functionally interact to ensure normal development. The maternal component of the placenta is made up of cells of the uterine endometrium that undergo a tightly controlled process of decidualisation upon contact with the early embryo. Decidualisation involves proliferation and differentiation of the endometrial stroma into large epithelioid decidual cells, a process critical to the establishment of fetal-maternal communication and the progression of implantation. The decidualisation process has both a protective function to limit trophoblast invasion and a supportive role in placentation by producing growth factors and cytokines that help remodel the implantation site and the maternal vascular bed to promote embryo growth^22^. This process is aided by a unique leucocyte composition that forms a major fraction of the decidual compartment.

Given that we found the majority of developmental problems in aged females to be of maternal origin, we focussed on assessing the decidual portions of placentas of the E11.5 conceptuses developed in young and aged females. To this end, we chose deciduas associated with three male and three female young control conceptuses, as well as a total of 10 deciduas of conceptuses developed in females aged 43–47 weeks, for global transcriptome analyses by RNA-seq. 

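The deciduas, the maternal part of the placenta, were dissected at E11.5 and their messenger RNA was sequenced. Of 16 deciduas, 6 came from young (Y) females aged 9 or 10 weeks. The 10 deciduas from aged females lay beside a grossly normal embryo (An) in 5 cases and beside an abnormal embryo (Aa) in 5. Each of these groups of 5 held 3 deciduas from females of 43 weeks, 1 from a female of 45 weeks and 1 from a female of 47 weeks. The legend of Fig. 3d gives its replicates as coming from separate litters. They were treated as independent here, and the p-values measure the spread between deciduas. Whether an An and an Aa decidua can share a litter is not given in the sources used here.

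Total RNA was treated with DNase, polyadenylated RNA was selected, and strand-specific libraries were sequenced from one end. The authors trimmed the reads with Trim Galore 0.3.8, according to the submitters' processing notes, and mapped them with TopHat2 2.0.12 to the mouse genome GRCm38. The deposited values are read counts per gene for 25965 gene rows, whole numbers that are not normalised. The total count per decidua was between 9023433 and 23611282 in the Y group (median 15941356), between 11845976 and 19910341 in the An group (median 15274547) and between 10216108 and 22865111 in the Aa group (median 14878476).

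The totals fall on both sides of 17000000 counts. The deeper libraries were 3 Y deciduas and the 4 aged deciduas of 45 or 47 weeks, and the shallower ones were the other 3 Y deciduas and the 6 aged deciduas of 43 weeks. Young and aged deciduas were thus found in both classes, but the shallower Y libraries (9023433 to 10164506 counts) lie below the shallower aged ones (10216108 to 15274547 counts), and within the aged group depth goes with age. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 fit of the Y, An and Aa groups, over the 13710 genes that its expression filter kept. Aged deciduas were compared with young ones as the mean of An and Aa against Y. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05, the threshold of the study. The second test of the study, the intensity difference filter, was not run here. Log2 fold changes are given with their standard error (SE), and levels as CPM, counts scaled to the size of the library, with the SD.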

Interestingly, we found a cohort of 162 genes that were consistently and robustly deregulated between the young and aged groups, out of which 78 were more highly expressed and 84 down-regulated in aged females (Fig. 3a and Supplementary Data 1). These genes included key regulators of decidual differentiation, such as *Bmp2* ^23, 24^, *Gdf10* ^25^, prostaglandin D and E receptors (*Ptgdr*, *Ptger3*), as well as *Igf1* as one of the main growth factors involved in oestrogen-induced uterine growth^26, 27^. 

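In deciduas of aged females edgeR called 9 of 21 uNK cell genes and 19 of 40 cell cycle genes higher, and 12 of 16 genes of erythroid (red blood) cells lower, than in young deciduas. With an estimated correlation camera did not call the uNK cell and cell cycle lists (adjusted p = 0.381 and adjusted p = 0.419), and it did call the erythroid list (adjusted p = 0.0435). Among called genes with a mean log2 CPM of at least 3 and the same direction in every aged decidua, the largest rises were in *Gzma*, a granzyme of cytotoxic lymphocytes (log2 fold change 2.87 ± 0.34, SE), *Dio3*, which inactivates thyroid hormone (2.76 ± 0.33), *Aldh3a1*, an aldehyde dehydrogenase (2.73 ± 0.32), and *Vcan*, a matrix proteoglycan (2.69 ± 0.41). *Capn6*, *Ceacam15*, *Kcnk2*, *Col15a1*, *Col6a1* and *Tac2* followed with log2 fold changes between 2.20 and 2.52. The largest falls by the same rule were in the embryonic globins *Hbb-y* (−3.42 ± 0.34) and *Hba-x* (−3.32 ± 0.42), in *Slc4a1*, the anion exchanger of red blood cells (−2.67 ± 0.25), and in *Lum*, the collagen-binding proteoglycan lumican (−2.19 ± 0.35). *Itgb8*, *Cldn11*, *Lcn2*, *Igfbp5*, *Pamr1* and *C3* had log2 fold changes between −1.88 and −1.58. These 20 genes had the same direction in 10 of 10 aged deciduas, with adjusted p-values from edgeR between 7.07e-06 and 0.0115.

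In all, 1058 genes were up-regulated and 1042 down-regulated in aged deciduas among the 13710 tested by edgeR. The uNK cell genes that were higher include the receptors *Klrb1c* (3.19 ± 0.53) and *Ncr1* (2.09 ± 0.36), and none of the list was lower (10 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.000980 with its preset correlation). None of the cell cycle genes was lower (30 higher and none lower adjusted over the list alone, camera adjusted p = 4.88e-11 with the preset correlation), and *Anln* (1.54 ± 0.27) and *Top2a* (1.19 ± 0.24) are examples of the higher ones. None of the erythroid genes was higher (15 lower and none higher adjusted over the list alone, camera adjusted p = 2.89e-20 with the preset correlation). *Spnb1*, a spectrin of the red cell membrane, had a log2 fold change of −3.10 ± 0.31. The 3 embryonic globins were all lower, over the list alone too (camera adjusted p = 7.08e-07, and adjusted p = 0.0907 with an estimated correlation). Of 14 genes of MHC class I presentation 6 were lower and none was higher (7 and 1 adjusted over the list alone), such as *H2-K1* (−0.62 ± 0.13), at camera adjusted p = 0.0136 and adjusted p = 0.593 with an estimated correlation.

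Of 52 trophoblast genes, which mark fetal tissue, 12 were lower and 4 higher (19 and 4 adjusted over the list alone, camera adjusted p = 0.00107 and adjusted p = 0.593 with an estimated correlation). Their mean was 4.62 ± 0.85 log2 CPM (SD, n = 6) in Y, 4.35 ± 1.21 (n = 5) in An and 2.70 ± 0.55 (n = 5) in Aa deciduas. In the 3 young E11.5 deciduas of the time course described below it was 2.90 ± 0.88, near that of Aa deciduas. The median log2 fold change of these genes against Y was −0.025 in An and −1.94 in Aa deciduas. The globin, MHC class I, *Ceacam* and trophoblast genes belong to families with near-identical members, so the value of a single member is uncertain. With the mean of the trophoblast genes as a covariate edgeR called 930 genes, and with the mean of the erythroid genes it called none (1455 at an unadjusted p under 0.05, and no other tool was run with this covariate). With the erythroid mean *Capn6* stood at −0.41 in Aa against young deciduas, and *Hbb-y* at 0.10 and *Spnb1* at 0.07 in An against young deciduas. *Spnb1* is itself a member of the erythroid list. The erythroid mean differed between the groups (2.35 ± 0.36 log2 CPM, SD, in Y, 1.60 ± 0.27 in An and 0.215 ± 0.491 in Aa deciduas). In the 3 young E11.5 deciduas of the time course it was 1.52 ± 0.39, near that of An deciduas. As a covariate it overlaps with age and enlarges the errors, so lost calls do not show that changes were removed. Within the deeper libraries alone edgeR called 1926 genes, within the shallower ones alone 651, and with depth as a term 2381.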

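*Bmp2*, *Igf1* and *Ptgdr* were higher and *Gdf10* and *Ptger3* were lower in each of the 10 aged deciduas than in the mean of the young ones. *Bmp2* encodes a bone morphogenetic protein that decidualisation requires and lies on chromosome 2 of GRCm38 from 133552159 to 133562885. Its level was 36.9 ± 6.15 CPM (SD, n = 6) in Y, 118 ± 68.5 CPM (n = 5) in An and 188 ± 32.7 CPM (n = 5) in Aa deciduas. This is a log2 fold change between aged and young of 2.01 ± 0.23 (SE, adjusted p = 3.01e-05, edgeR). *Igf1*, on chromosome 10 from 87858265 to 87937042, rose from 16.4 ± 3.36 CPM in Y to 55.4 ± 20.4 in An and 67.5 ± 8.42 in Aa deciduas (1.91 ± 0.18, adjusted p = 7.34e-06, edgeR). *Gdf10*, a member of the same growth factor superfamily as *Bmp2*, on chromosome 14 from 33923587 to 33935280, fell from 10.9 ± 3.17 CPM to 2.25 ± 1.33 in An and 3.10 ± 1.47 in Aa deciduas (−2.08 ± 0.28, adjusted p = 0.000119, edgeR).

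The prostaglandin receptors moved in opposite directions. *Ptgdr*, the prostaglandin D2 receptor, on chromosome 14 from 44851235 to 44859375, was near the floor in Y deciduas at 0.215 ± 0.104 CPM and reached 3.77 ± 4.82 CPM in An and 7.39 ± 2.56 CPM in Aa deciduas (4.76 ± 0.66, adjusted p = 0.000124, edgeR). *Ptger3*, a prostaglandin E2 receptor, on chromosome 3 from 157566892 to 157644758, fell from 74.6 ± 11.5 CPM to 32.8 ± 11.9 in An and 27.8 ± 10.7 in Aa deciduas (−1.31 ± 0.19, adjusted p = 0.000162, edgeR). Of 17 genes of prostaglandin synthesis and signalling 4 were higher and 3 lower, the same as adjusted over the list alone (camera adjusted p = 0.764, and 0.858 with an estimated correlation). *Hpgd*, the enzyme that inactivates prostaglandins, was among the lower ones (−0.95 ± 0.21).

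Of 28 regulators of decidualisation 5 were higher and 1 lower (5 and 2 adjusted over the list alone, camera adjusted p = 0.347 and adjusted p = 0.797 with an estimated correlation). Besides *Bmp2* the higher ones were *Wnt6* (1.37 ± 0.43, 8 of 10 aged deciduas), *Fst* (0.67 ± 0.12), *Wnt4* (0.59 ± 0.12) and *Fkbp4* (0.52 ± 0.14), and *Pgr*, the progesterone receptor, was the lower one (−0.39 ± 0.13). The value of *Wnt6* was −1.28 with the erythroid mean as a covariate, and its call was lost in 10 and that of *Pgr* in 11 of the 21 fits that left out a decidua or a replicate number. *Fkbp4* was not called without Y replicate 2 (0.47). Of 15 genes of the IGF axis 4 were higher and 4 lower (5 and 4 adjusted over the list alone, camera adjusted p = 0.764 and adjusted p = 0.858 with an estimated correlation). *Igfbp5*, an IGF-binding protein, fell with a log2 fold change of −1.67 ± 0.15 and *Stc2*, an inhibitor of the IGF-releasing protease Pappa, with −0.97 ± 0.20.

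The study chose its named genes on these samples, so their direction is not independent evidence. Their calls ended when the erythroid mean entered as a covariate, where *Bmp2* stood at 1.59 ± 0.54, *Igf1* at 1.44 ± 0.39, *Gdf10* at −1.83 ± 0.66, *Ptgdr* at 3.48 ± 1.26 and *Ptger3* at −1.41 ± 0.43. These genes kept their direction, with larger errors than without the covariate, so the lost calls do not show that the changes were removed.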

Intriguingly, using the list of differentially regulated genes for gene ontology (GO) and pathway analysis revealed a significant enrichment of genes regulated by Bmp2, as well as of growth factor-regulated pathways (“signal”, “disulphide bond”) and of extracellular matrix composition (Supplementary Fig. 3a and Supplementary Data 2). Moreover, it was apparent that the extent of deregulation of this set of genes increased with age; thus, expression profiles in deciduas from 43-week-old females were relatively more similar to controls than those from 47-week-old mothers. 

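Genes of the BMP pathway and of the extracellular matrix changed in both directions in aged deciduas. Of 23 genes of the BMP pathway 7 were higher and 3 lower than in young deciduas (8 and 5 adjusted over the list alone, camera adjusted p = 0.0756 and adjusted p = 0.448 with an estimated correlation). Besides *Bmp2* itself, the intracellular inhibitor *Smad6* (1.01 ± 0.18, SE), the pseudoreceptor *Bambi* (1.09 ± 0.24) and the target gene *Id3* (0.80 ± 0.25) were higher. *Nog*, which encodes the BMP antagonist noggin, was lower (−2.05 ± 0.50, adjusted p = 0.0103, edgeR), as was *Bmp7* (−0.54 ± 0.15). The call of *Id3* was lost in 11 of the 21 fits that left out a decidua or a replicate number, and that of *Bmp7* without Y replicate 3 (−0.48) or Y replicate 4 (−0.49). The value of *Id3* was −0.01 with the mean of the erythroid genes as a covariate.

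Of 44 genes of collagens and other matrix proteins 11 were higher and 13 lower (13 and 15 adjusted over the list alone). The higher ones included *Col14a1* (3.73 ± 0.72, adjusted p = 0.00192, edgeR), *Pcolce*, an enhancer of procollagen processing (2.89 ± 0.54), *Vcan* and the collagens *Col15a1*, *Col6a1* and *Col6a2* (2.09 ± 0.52). Among the lower ones were *Lum*, the laminin chains *Lama1* (−1.53 ± 0.36) and *Lamb1* (−0.98 ± 0.17), fibronectin (*Fn1*, −0.70 ± 0.20) and the basement membrane collagens *Col4a1* (−0.57 ± 0.11) and *Col4a2* (−0.53 ± 0.10). The call of *Fn1* was lost in 5 of the 21 fits that left libraries out. With members on both sides, the matrix genes as a set did not move one way (camera adjusted p = 0.929, and 0.976 with an estimated correlation).

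Of 21 matrix proteases and their inhibitors 3 were higher and 7 lower (3 and 8 adjusted over the list alone, camera adjusted p = 0.0580 and adjusted p = 0.228 with an estimated correlation). *Adamts3*, a procollagen-cleaving protease, was higher (1.56 ± 0.22), and *Mmp11* (−1.16 ± 0.22), *Adamts4* (−0.88 ± 0.15) and *Serpine2* (−0.70 ± 0.11) were lower. With the mean of the erythroid genes as a covariate none of these calls was left, and *Vcan* stood at 1.60 ± 0.91 and *Col15a1* at 1.05 ± 0.91.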

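Within the aged group, the deciduas of 45 and 47 weeks differed from those of 43 weeks in 62 genes that were higher and 152 that were lower, of 14037 tested by edgeR with the embryo's appearance as a term. *Gas1*, a growth arrest gene, was higher at the older ages (log2 fold change 1.41 ± 0.20, SE, adjusted p = 0.0123, edgeR, 4 of 4 deciduas), as were *Cadm3* (1.32 ± 0.29), *Enpp7* (1.13 ± 0.18), *Serpina3n* (1.10 ± 0.22), *Itpkb*, *Cldn3*, *Ldhd*, *Thop1* and *Kctd17*. *Nexn*, an actin-binding protein, was lower (−1.27 ± 0.19), together with *Crabp2*, a retinoic acid-binding protein (−1.14 ± 0.19), *Uqcrb*, a subunit of respiratory complex III (−0.99 ± 0.11), *Spa17*, *Tmsb15a*, *Ear2* and *Pfdn1*. Of 52 trophoblast genes 5 were lower and none was higher at 45 and 47 weeks (11 and none adjusted over the list alone, camera adjusted p = 0.000162 and adjusted p = 0.627 with an estimated correlation). These were *Cts3*, *Psg28*, *Ceacam12*, *Ceacam13* and *Ceacam14*, members of families that may share reads.

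The genes named by the study did not pass the threshold, apart from *Gas1*. *Bmp2* had a log2 fold change between 45 or 47 and 43 weeks of 0.82 ± 0.21 (adjusted p = 0.0684, edgeR) and *Gdf10* of −1.22 ± 0.31 (adjusted p = 0.0700), both in the same direction in 4 of 4 deciduas. DESeq2 called these with adjusted p-values of 0.00369 and 0.00595. *Igf1* had 0.51 ± 0.17 (adjusted p = 0.133, edgeR) and *Ptgdr* 1.25 ± 0.56 (adjusted p = 0.270, edgeR).

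As a summary per decidua, the change away from the young mean was averaged over the 162 genes of the study, each counted in the study's direction. This deregulation score was 2.21 ± 0.29 (log2, SD, n = 4) at 45 and 47 weeks and 1.56 ± 0.92 (n = 6) at 43 weeks. The difference of 0.654 had p = 0.219 over 210 splits of the 10 deciduas, and p = 0.050 over 100 splits kept within An and Aa, a test chosen after the data were seen (exact permutation tests, two-sided). An deciduas of the older ages lay at 1.79 and 2.25 and those of 43 weeks between 0.262 and 1.09, and Aa deciduas at 2.37 and 2.44 and between 2.18 and 2.56. Over the genes called between E9.5 and E11.5 in place of the 162, the difference was 0.256 (exact permutation test, p = 0.0286 over 210 splits). When An and Aa of 1 replicate number were averaged, the older ages had the highest scores, but with 2 against 3 values the smallest p the exact test allows is 0.10.

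The older deciduas were all sequenced deeper and the 43-week deciduas all shallower, so a term for depth could not be fitted among them. *Lrrc17* had a log2 fold change of 5.43 ± 0.40 between the ages, but it split the young deciduas by depth in the same way, and its difference was −1.81 once the young difference was subtracted. That subtraction left 61 calls, and leaving out 1 decidua moved the count between 2 (without Aa replicate 4 or Aa replicate 5, where *Gas1* had adjusted p-values of 0.0786 and 0.0545 from edgeR) and 369 (without An replicate 5), with 30 without An replicate 3 or Aa replicate 2, 71 without An replicate 4, 109 without An replicate 1 and 108 without Aa replicate 1. DESeq2 called 922 genes. Of the genes named, *Cadm3* and *Itpkb* lost their call in 9 of the 10 fits that left out a decidua, and *Thop1*, *Nexn*, *Uqcrb* and *Ceacam12* in 2.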

We independently confirmed differential expression of selected candidates by reverse transcription followed by semi-quantitative PCR (RT-qPCR) analysis (RT-qPCR) (Fig. 3b and Supplementary Fig. 3b). This included genes such as Il15 receptor alpha (*Il15ra*) as well as *Il15* (Supplementary Fig. 3b), a key cytokine of uterine natural killer (uNK) cell maturation^28, 29^. For Bmp2 as one of the most prominent decidualisation genes, we also verified its deregulated levels of abundance on the protein level by Western blot (Fig. 3c).

**Fig. 3:**
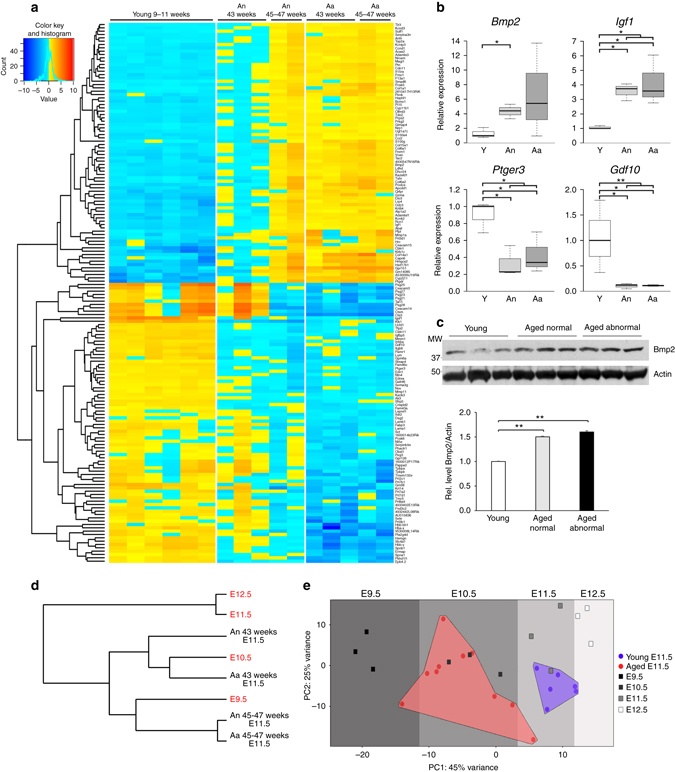
Decidual compartment is abnormal and exhibits hallmarks of developmental delay in conceptuses developed in aged females. **a** Heatmap of genes commonly de-regulated in the decidual portion of placentas developed in aged females compared to young controls. Please note that the extent of gene de-regulation increases with age of the female (43 vs. 45–47 weeks of age) and is also more pronounced in deciduas associated with abnormal embryos (Aa). Genes selected for display were significantly different between young (Y) and Aa deciduas. **b** Independent validation of differential gene expression for key decidualisation genes by RT-qPCR. Samples are as in Fig. 1c. Data are displayed as mean ± S.E.M. *p < 0.05; **p < 0.01 (*n* = 3; ANOVA with Holm-Bonferroni**’**s post-hoc test). **c** Confirmation of higher Bmp2 expression levels in deciduas developed in aged females by Western blot. Quantification of band intensities of three independent biological replicates is shown in the graph below. **p < 0.01 (ANOVA with Holm-Bonferroni**’**s post-hoc test). **d** Closest neighbour analysis of global transcriptomes generated by RNA-seq from E11.5 deciduas from aged females compared to those developed in young females of a developmental time course from E9.5-E12.5 (in *red font*). Each line represents transcriptomes of 2–9 independent biological replicates (see Supplementary Fig. 4 for all samples), with samples recovered from separate litters in every case. **e** Principal component analysis of the samples shown in **d**, showing that the E11.5 deciduas recovered from aged females exhibit an expression signature more closely resembling that of E9.5–10.5 young samples

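Deciduas beside abnormal embryos (Aa) differed from deciduas beside normal embryos (An) of aged females in 28 genes by edgeR, 17 higher and 11 lower, with red blood cell genes among the lower and secretory epithelial genes among the higher ones. Of 100 splits of these deciduas 9, the real one included, called at least as many, and the highest called 515. *Hbb-y* (log2 fold change −3.57 ± 0.47, SE), *Hba-x* (−3.56 ± 0.57) and *Hbb-bh1* (−3.14 ± 0.56), the embryonic globins, were lower in 5 of 5 Aa deciduas, as were *Slc4a1* (−2.32 ± 0.35), the pericyte gene *Rgs5* (−1.10 ± 0.21) and *Arrdc3* (−0.68 ± 0.12). *Sprr2f* (2.50 ± 0.33), *Pigr*, the receptor that carries antibodies across epithelia (2.29 ± 0.36), *Prap1* (2.04 ± 0.27), complement *C3* (1.73 ± 0.22) and *Lcn2*, lipocalin (1.47 ± 0.25), were higher, and so were *Abcb1b*, *Thpo*, *Cd24a* and *F3*. Of 11 oestrogen-induced epithelial genes 3 were higher (9 adjusted over the list alone), and of 16 erythroid genes 5 were lower (11 adjusted over the list alone). The mean of the whole oestrogen-induced list was 1.05 ± 0.19 log2 CPM (SD, n = 5) in Aa, 0.143 ± 0.308 (n = 5) in An and 0.993 ± 0.220 (n = 6) in Y deciduas. For this list Aa deciduas thus stood at the young level and An deciduas below it. Both lists held their call with an estimated correlation (camera adjusted p = 7.48e-24 and 4.18e-29, and adjusted p = 0.000283 and 0.00406 with an estimated correlation). Of 21 genes listed for epithelial cells in general 1, *Pigr*, was higher and none lower (4 and none adjusted over the list alone, camera adjusted p = 0.0406 and adjusted p = 0.393 with an estimated correlation).

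None of the genes that the study names for the aged deciduas was called between Aa and An. *Bmp2* had a log2 fold change of 0.67 ± 0.26 (adjusted p = 0.426, edgeR) with a higher value in 5 of 5 Aa deciduas than in the mean of An, *Igf1* 0.28 ± 0.20 (adjusted p = 0.798, edgeR) and *Gdf10* 0.47 ± 0.38 (adjusted p = 0.845, edgeR). Over the 162 genes of the study the deregulation score was 2.37 ± 0.14 (log2, SD, n = 5) in Aa and 1.27 ± 0.77 (n = 5) in An deciduas, a difference of 1.10 that was larger than the spread (exact permutation test, two-sided, p = 0.016 over 252 splits). Because the study displays genes picked for the difference between Y and Aa, the score is not independent evidence for Aa over An.

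Against young deciduas, Aa had 950 genes higher and 830 lower and An 437 higher and 492 lower. *Bmp2* rose in both (2.35 ± 0.26 in Aa with an adjusted p of 3.4e-05, and 1.68 ± 0.25 in An with an adjusted p of 0.000875, edgeR), and so did *Igf1* (2.05 ± 0.20 in Aa and 1.77 ± 0.20 in An). Trophoblast genes were lower in Aa deciduas (25 of 52 lower and 5 higher, 30 and 6 adjusted over the list alone, camera adjusted p = 3.70e-08 and adjusted p = 0.487 with an estimated correlation). The trophoblast protease *Cts3* was at 0 counts in 4 of 5 Aa deciduas and at 0.0411 CPM in the other, against 0.939 to 43.0 CPM in Y deciduas. Between Aa and An 28 trophoblast genes were lower adjusted over the list alone and none over all genes (camera adjusted p = 3.28e-23, and adjusted p = 0.114 with an estimated correlation).

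With the trophoblast mean as a covariate edgeR called none of the genes between Aa and An (560 at an unadjusted p under 0.05, not run with DESeq2) and 112 between Aa and young, and with the erythroid mean it called none between Aa and young (1033 at an unadjusted p under 0.05), where *Hbb-bh1* stood at 1.31. The count between Aa and An was 127 with DESeq2, 120 without An replicate 4, 72 without An replicate 5, 50 without Aa replicate 4 and 15 without Aa replicate 5. Of the genes named, *Thpo* lost its call in 12, *F3* in 11, *Cd24a* in 10, *Rgs5* in 8, *Arrdc3* in 6, *Abcb1b* in 5 and *Hbb-bh1* in 2 of the 16 fits that left out a decidua.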

The observed differences in expression showed that ageing females did not simply suffer from a complete failure in decidualisation. Instead, the expression pattern of a cohort of dynamically regulated genes resembled that of an earlier developmental stage. For example, *Bmp2* and *Igf1* are highly expressed at early stages but decline later on during the decidualisation process as cells become terminally differentiated^30–32^. Conversely, *Gdf10* is up-regulated from mid-gestation to E12.5. To address this point in detail, we generated additional transcriptomes of deciduas from conceptuses developed in young control B6 females over a developmental time course between E9.5 and E12.5, and integrated them with the E11.5 datasets of the young and aged groups. 

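In deciduas of young females *Bmp2* and *Igf1* were highest at E9.5 and fell towards E12.5, while *Gdf10* ran the other way. *Bmp2* was at 373 ± 94.4 CPM (SD, n = 3) at E9.5, 118 ± 42.9 at E10.5, 44.2 ± 18.9 at E11.5 and 22.0 ± 3.28 at E12.5. *Igf1* went from 62.1 ± 12.7 CPM at E9.5 to 36.8 ± 3.73, 10.1 ± 3.78 and 7.24 ± 1.14 on the following days. *Gdf10* was at 1.86 ± 0.298 CPM at E9.5, 5.50 ± 2.59 at E10.5, 12.8 ± 4.71 at E11.5 and 15.5 ± 2.95 at E12.5. For *Bmp2* the mean of the aged E11.5 deciduas lay between these days, at 153 ± 62.7 CPM (n = 10), with 9 of the 10 above all 3 E11.5 deciduas of the time course. The mean of *Igf1* in Aa deciduas was above its E9.5 mean.

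Against E11.5 the E9.5 deciduas had a log2 fold change of 3.06 ± 0.33 (SE, adjusted p = 1.35e-05, edgeR) for *Bmp2*, 2.64 ± 0.23 (adjusted p = 3.32e-06, edgeR) for *Igf1* and −2.75 ± 0.36 (adjusted p = 8.35e-05, edgeR) for *Gdf10*, each in 3 of 3 deciduas. At E10.5 *Igf1* was still higher (1.89 ± 0.23, adjusted p = 0.000490, edgeR). *Bmp2* was higher too (1.41 ± 0.31, adjusted p = 0.0145, edgeR), a call that was lost without E10.5 replicate 2, E10.5 replicate 3 or E11.5 replicate 1. *Gdf10* had −1.16 ± 0.33 (adjusted p = 0.0544, edgeR). Between E12.5 and E11.5 none of the 3 passed the threshold (*Bmp2* −1.03 ± 0.32, adjusted p = 0.163, edgeR).

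Genes called in aged E11.5 deciduas were often called in the young E9.5 deciduas in the same direction. Of 13285 genes tested in both comparisons 629 were higher in both and 595 lower in both, where independent lists of these sizes would share 115 and 118, and 5 were called in opposite directions, where 234 would be. The fold changes had a Pearson correlation of 0.711 and a Spearman correlation of 0.593 across genes, which are not independent replicates. The 2 comparisons share no library. With E10.5 the shared calls were 243 and 262, where independent lists would share 33.0 and 36.1, with 4 in opposite directions.

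**Figure D1:**
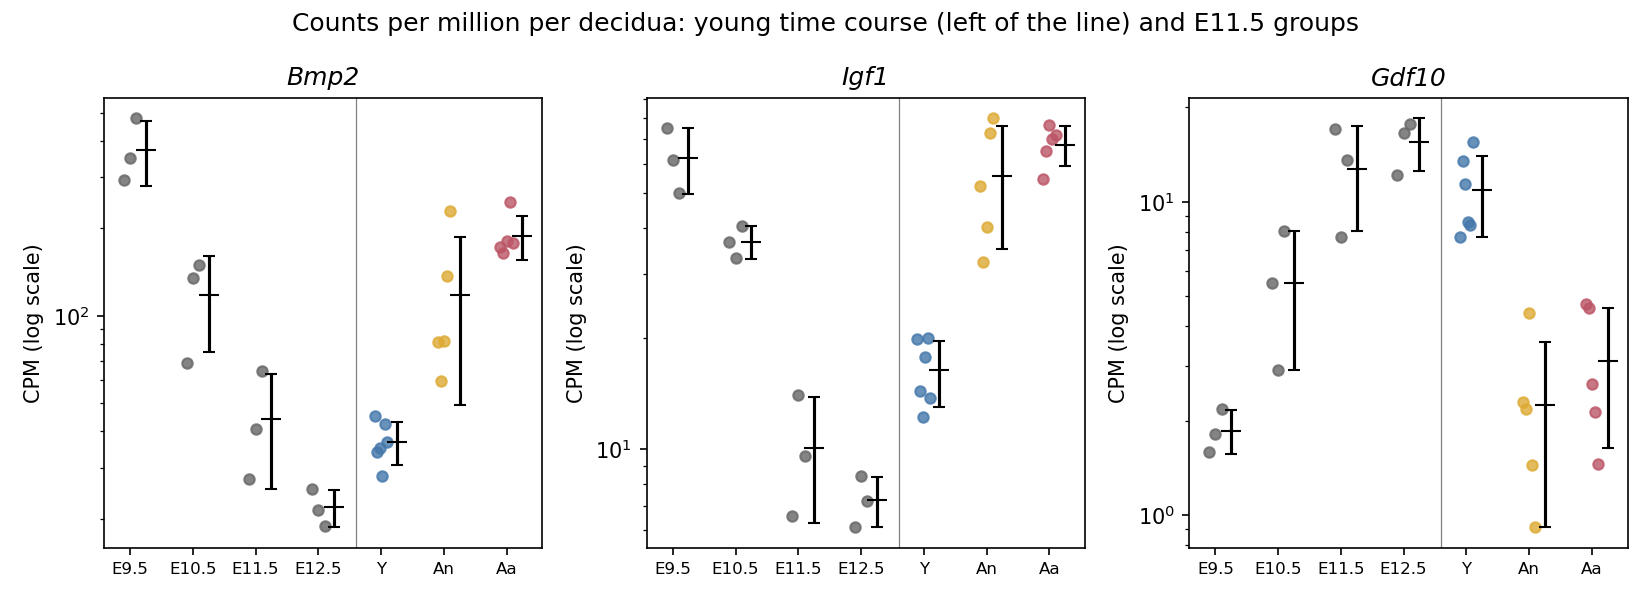
Levels of *Bmp2*, *Igf1* and *Gdf10* (CPM, log axis) in single deciduas, with the young time course from E9.5 to E12.5 (n = 3 per day) left of the vertical line and the E11.5 deciduas of the Y (n = 6), An (n = 5) and Aa (n = 5) groups right of it. Dots are deciduas, and the mean of *Bmp2* is 44.2 CPM at E11.5 of the time course, 36.9 CPM in Y and 188 CPM in Aa deciduas.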

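The time course held 12 deciduas of young females aged 10 weeks, 3 on each day from E9.5 to E12.5. According to the legend of Supplementary Fig. 4, the 3 deciduas of a day came from 3 litters. Libraries were made, sequenced and mapped in the same way as for the E11.5 comparison, and their counts stand in the same deposited table. The totals per decidua were 9956405, 10382280 and 27899851 counts at E9.5, 5288327, 7879470 and 32820970 at E10.5, 10339405, 12088655 and 41626087 at E11.5, and 9003242, 10258005 and 35285428 at E12.5. Replicate 3 of each day is thus the deeper library. The 4 days were tested in 1 fit with edgeR's quasi-likelihood test over 13372 genes, each day against E11.5. To place the E11.5 deciduas of young and aged females among these days, they were scaled together with the time course (TMM over 28 deciduas), with no further correction between the sets. The self-test on simulated counts gave the sensitivity at 3 deciduas per day: edgeR called 64.2% of genes changed 2-fold and 92.4% of those changed 4-fold between E9.5 and E11.5, and 52.2% and 93.9% between E10.5 and E11.5.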

Using these data for unbiased clustering and for principal component analysis confirmed that the majority of gene expression changes was determined by developmental stage (Fig. 3d, e and Supplementary Fig. 4). Thus, deciduas from aged mothers resembled an earlier developmental stage and consistently clustered more closely with the E9.5–10.5 control samples (Fig. 3d). Specifically, deciduas from 45- to 47-week-old mothers clustered closest to E9.5 control deciduas, whereas the samples from 43-week-old females clustered with the E10.5 controls. This association was evident also in those cases where the embryo still appeared grossly normal, indicating that even in these conceptuses decidualisation is altered and likely predisposes the embryo to later-onset developmental defects, resulting in the known decrease in live offspring^18, 33^. 

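The young deciduas changed widely between E9.5 and E11.5, and genes of cell division fell. E9.5 deciduas had 1483 genes higher and 1565 lower than E11.5 deciduas, and E10.5 deciduas 423 higher and 477 lower (edgeR). Among called genes with a mean log2 CPM of at least 3 and the same direction in every decidua of the day, *Hmgcs2*, the rate-limiting enzyme of ketone body synthesis, had the largest rise at both days (log2 fold change 8.28 ± 0.59, SE, at E9.5 and 6.07 ± 0.61 at E10.5). At E9.5 *Hsd3b6*, *Capn6*, *Tshr*, *Pfpl*, *Mmp1a*, *Frem1* and the collagens *Col6a1* (4.29 ± 0.28), *Col6a2* (4.09 ± 0.29) and *Col15a1* (4.05 ± 0.30) followed. The largest falls at E9.5 by the same rule were in *Inmt* (−5.81 ± 0.39), *Nov* (−5.34 ± 0.46), *Cldn11* (−4.71 ± 0.34), *Itgb8*, *Psg27*, *Lum* (−4.41 ± 0.42), *Wfdc1*, *Hpgd* (−4.25 ± 0.37), *Pamr1* and *Tfpi2*, with the call of *Psg27* lost in 6 of the 12 fits that left out a decidua.

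Of 40 cell cycle genes 38 were higher at E9.5 than at E11.5 and 1 was lower, the same as adjusted over the list alone, a change that held with an estimated correlation (camera adjusted p = 4.37e-40, and 0.0207 with an estimated correlation). *Kif2c* (3.16 ± 0.34) and *Ccna2* (2.85 ± 0.19) are examples. Of 14 MHC class I genes 9 were lower at E9.5 and 1 higher, the same as adjusted over the list alone, such as *H2-K1* (−1.45 ± 0.15), with camera adjusted p = 8.00e-06 and adjusted p = 0.280 with an estimated correlation. Between E12.5 and E11.5 edgeR called none of the 13372 genes (2335 at an unadjusted p under 0.05), while DESeq2 called 362. The E10.5 count was 412 without E10.5 replicate 2, 465 without E10.5 replicate 3 and 493 without E11.5 replicate 1. The E12.5 count was 24 without E11.5 replicate 1 and 519 without E11.5 replicate 3, and 501 without replicate 3 of every day. Replicate 3, the deeper library of each day, went with replicate 3 of the other days. With the replicate number as a block edgeR called 713 genes at E12.5 and 1607 at E10.5. The absence of calls at E12.5 thus depends on how these deeper libraries are treated.

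The first principal component over the 500 most variable genes of the 28 deciduas held 45.4% of the variance and followed the day of the time course, with −19.4 ± 1.38 (SD, n = 3) at E9.5, −3.35 ± 3.86 at E10.5, 7.70 ± 2.14 at E11.5 and 13.3 ± 0.944 at E12.5. Y deciduas lay at 9.17 ± 2.39 (n = 6), An at −2.19 ± 7.62 (n = 5) and Aa at −7.77 ± 2.47 (n = 5). The difference between aged and Y deciduas was −14.2 (exact permutation test, two-sided, p = 0.00037 over 8008 splits). The second component held 24.7%.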

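Each E11.5 decidua was set beside the 4 day means of the time course, over the 3772 genes that differed between days. All 6 Y deciduas were nearest to E11.5. Of the 10 aged deciduas 9 were nearest to E10.5 and 1, An replicate 5 from a female of 47 weeks, was nearest to E9.5. Of 1459 genes called higher at E9.5 than at E11.5, 629 were called higher in aged deciduas, and of 1558 called lower, 595 were called lower. *Hmgcs2*, which fell with gestation, was at 11.3 ± 8.79 CPM (SD, n = 10) in aged deciduas against 0.667 ± 0.496 CPM (n = 6) in Y and 6.90 ± 3.24 CPM (n = 3) at E10.5. *Nov*, a matricellular protein, and *Inmt* rose with gestation and stood lower in aged than in Y deciduas. *Nov* was at 19.0 ± 9.09 CPM in aged, 50.2 ± 15.6 CPM in Y and 11.7 ± 5.89 CPM in E10.5 deciduas, and *Inmt* at 6.72 ± 5.23, 20.6 ± 8.31 and 3.75 ± 0.759 CPM. The aged deciduas also lay farther from the path through the day means than the Y deciduas, with a mean distance of 37.1 against 31.6 log2 units (exact permutation test, two-sided, p = 0.037 over 8008 splits). This lay in the shallower libraries, all of them from females of 43 weeks where aged, at 40.1 against 31.7 (n = 6 and 3, exact p = 0.036), while the deeper ones, from females of 45 and 47 weeks, stood at 32.6 against 31.4 (n = 4 and 3, exact p = 0.63). Without the deciduas of aged replicate number 1, 2 or 3 the difference of 5.51 was 5.31, 3.72 or 5.27 and not past the threshold (exact permutation tests, p = 0.064, 0.089 and 0.069).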

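Deciduas of 45- and 47-week-old females lay at an estimated stage of 10.25 ± 0.36 days (SD, n = 4), and those of 43-week-old females at 10.66 ± 0.32 days (n = 6). The difference of −0.407 days had p = 0.062 over 210 splits of the 10 deciduas, and p = 0.030 over 100 splits kept within An and Aa, a test chosen after the data were seen (exact permutation tests, two-sided). It was −0.559 days among An and −0.255 days among Aa deciduas, and −0.224 days without the deciduas of replicate number 5 (exact permutation test, p = 0.50). Of the 4 older deciduas 3 were nearest to E10.5 and 1 to E9.5, and all 6 deciduas of 43 weeks were nearest to E10.5. The estimates were 10.73 and 10.14 days in An and Aa replicate 4 (45 weeks) and 9.87 and 10.27 days in An and Aa replicate 5 (47 weeks). Genes called between the ages often matched the difference between E9.5 and E11.5: of 13310 genes tested in both, 36 were higher in both and 66 lower in both, where independent lists would share 6.64 and 17.7, and 2 were called in opposite directions.

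The older deciduas were all sequenced deeper than those of 43 weeks. Among Y deciduas the deeper libraries lay −0.080 days from the shallower ones (exact permutation test, p = 0.60 over 20 splits, where 0.10 is the smallest p).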

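In An deciduas, beside grossly normal embryos, *Bmp2*, *Igf1* and the uNK cell gene *Gzma* (log2 fold change against young 2.40 ± 0.37, SE, adjusted p = 0.000896, edgeR) were higher, as they were at E9.5 of the time course. Among called genes with a mean log2 CPM of at least 3 and the same direction in every An decidua, the other leading rises were *Aldh3a1* (2.73 ± 0.34), *Dio3* (2.50 ± 0.35), *Vcan*, *Capn6*, *Krt84*, *Kcnk2*, *Ceacam15*, *Tac2* and *Frem1*. The leading falls by this rule were *Lcn2* (−2.50 ± 0.25), *C3* (−2.44 ± 0.22), *Inmt* (−2.18 ± 0.52), *Prap1* (−1.99 ± 0.27), *Lum*, *Itgb8*, *Cldn11*, *Inhba*, a subunit of activin (−1.75 ± 0.25), *Igfbp5* and *Coch*. Of 11 oestrogen-induced epithelial genes 7 were lower and 1 higher, the same as adjusted over the list alone, and this call held with an estimated correlation (camera adjusted p = 2.34e-12, and 0.00837 with an estimated correlation). Of 21 genes listed for epithelial cells in general 4 were lower and 1 higher in the same deciduas (6 and 1 adjusted over the list alone, camera adjusted p = 0.00887 and adjusted p = 0.505 with an estimated correlation). The lower ones were *Pigr* (−2.24 ± 0.36), *Tacstd2* (−1.56 ± 0.34), *Elf3* (−0.92 ± 0.26) and *Prom1* (−0.61 ± 0.13) and the higher one *Klf5* (0.76 ± 0.17), and the mean of the list was 3.71 ± 0.36 log2 CPM (SD, n = 5) in An and 4.06 ± 0.18 (n = 6) in Y deciduas. Of 21 matrix proteases and inhibitors 6 were lower and 1 was higher (7 and 1 adjusted over the list alone, camera adjusted p = 0.00887 and adjusted p = 0.0818 with an estimated correlation).

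The estimated stage of An deciduas was 10.63 ± 0.43 days (SD, n = 5), which differed from that of Y deciduas by −0.777 days (exact permutation test, two-sided, p = 0.0022, the smallest that 462 splits allow). The difference between Aa and An deciduas of −0.280 days was within the spread (exact permutation test, p = 0.19 over 252 splits). Of 52 trophoblast genes 1 was called in An deciduas, *Prl3d1*, which was higher (1.98 ± 0.53), and none adjusted over the list alone (camera adjusted p = 0.873, and 0.984 with an estimated correlation).

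Of 16 erythroid genes 3 were lower and none was higher in An deciduas (8 and none adjusted over the list alone, camera adjusted p = 6.16e-07 and adjusted p = 0.492 with an estimated correlation). The 3 young E11.5 deciduas of the time course did not stand above An deciduas. Their embryonic globin mean was 5.06 ± 0.72 log2 CPM (SD), against 6.15 ± 0.59 in An and 7.29 ± 0.62 in Y deciduas. The mean of the erythroid genes was 1.52 ± 0.39 in these 3, 1.60 ± 0.27 in An and 2.35 ± 0.36 in Y deciduas. With their mean as a covariate edgeR called 101 genes in place of 929, none of the 5 named of the general epithelial list among them, *Bmp2* stood at 1.43 ± 0.39 (adjusted p = 0.0944, edgeR), and with the 3 E11.5 deciduas of the time course added to the young group the count was 1455. It was 557 without Y replicate 2, 591 without Y replicate 3 and 536 without An replicate 5. The call of *Capn6* was lost in 10, those of *Ceacam15* and *Elf3* in 7 and that of *Prl3d1* in 6 of the 16 fits that left out a decidua.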

Overall, these expression patterns showed that on the global level, decidualisation is delayed in ageing females by ∼1–2 days at E11.5.

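Put on the path through the day means of the young time course, the aged E11.5 deciduas stood about a day behind the young ones. Their estimated stage was 10.49 ± 0.38 days (SD, n = 10), against 11.41 ± 0.37 days (n = 6) in Y deciduas. The difference was −0.917 days (exact permutation test, two-sided, p = 0.00025 over 8008 splits). In the deeper libraries, with 4 aged and 3 Y deciduas, it was −1.12 days (exact p = 0.029, the smallest allowed), and in the shallower ones, with 6 and 3, it was −0.794 days (exact p = 0.012, the smallest allowed). When each time-course decidua was left out of its day mean and then placed on the path, the estimates were 9.61 ± 0.10 days (n = 3) at E9.5, 10.42 ± 0.25 at E10.5, 11.49 ± 0.38 at E11.5 and 12.30 ± 0.03 at E12.5. The genes of the path had been chosen with every time-course decidua included, so these values may understate the error at a known day. Aa deciduas, at 10.35 ± 0.29 days (n = 5), differed from Y by −1.06 days (exact permutation test, p = 0.0022, the smallest that 462 splits allow).

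*Lum*, *Itgb8*, *Cldn11* and *Pamr1* were called lower both in aged against young deciduas and at E9.5 against E11.5 (edgeR), and *Capn6*, *Col6a1* and *Col15a1* were called higher in both comparisons.

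The paper reads *Bmp2* and *Igf1*, which decline with decidualisation, and *Gdf10*, which rises, as showing the pattern of an earlier stage in aged deciduas. It then states that aged deciduas cluster with the E9.5 and E10.5 controls, those of the older females nearest E9.5, and that this also holds for deciduas beside normal embryos. From these patterns it concludes that decidualisation is delayed in ageing females.

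**Figure D2:**
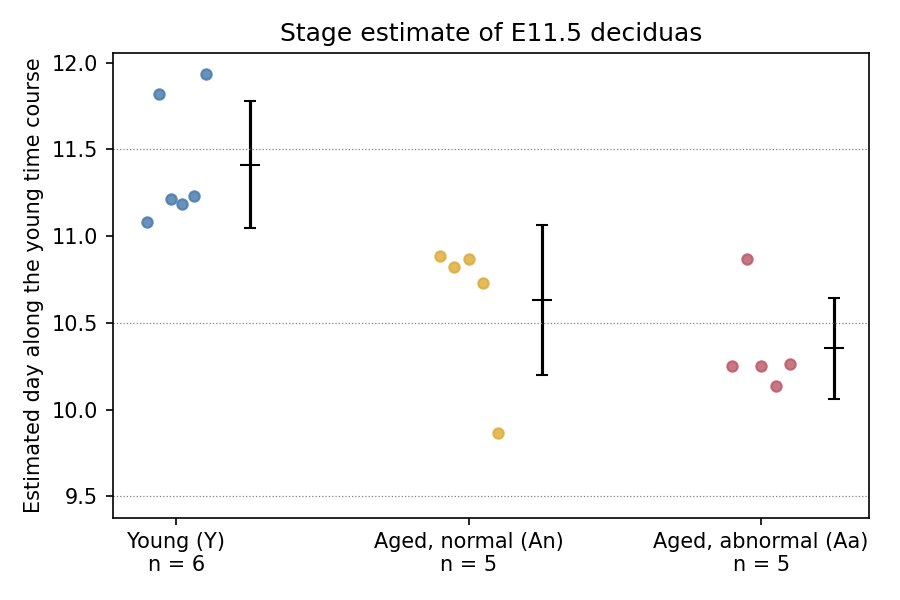
Estimated stage (days) of the E11.5 deciduas of the Y (n = 6), An (n = 5) and Aa (n = 5) groups on the path through the day means of the young time course. Dots are deciduas, bars the mean ± SD, and dotted lines mark the days of the time course. The means are 11.41 days in Y, 10.63 in An and 10.35 in Aa deciduas.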

### Uterine immune cell composition is affected by maternal age

To determine the possible causes of these decidualisation defects, we first focussed on the leucocyte cell population of the pregnant uterus. An ageing environment is known to impact on NK cell maturation and function^34^. Moreover, we found a deregulated expression of the cytokine *Il15* and its receptor in aged mice, which has prominent roles in promoting NK cell survival^28^. uNK cells constitute a specialised subset of the NK cell lineage only found in the uterus where they are the most abundant immune cell type. 

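*Il15*, the cytokine that NK cells depend on, and its receptor chain *Il15ra* were higher in aged E11.5 deciduas. *Il15ra*, on chromosome 2 of GRCm38 from 11705287 to 11733986, was at 3.87 ± 0.618 CPM (SD, n = 6) in Y, 9.83 ± 6.38 (n = 5) in An and 14.2 ± 3.37 CPM (n = 5) in Aa deciduas, with a log2 fold change between aged and young of 1.62 ± 0.27 (SE, adjusted p = 0.000548, edgeR) and 10 of 10 aged deciduas higher. *Il15*, on chromosome 8 from 82331637 to 82403222, was at 1.85 ± 0.614 CPM in Y, 3.84 ± 2.09 in An and 4.69 ± 1.48 CPM in Aa deciduas (1.20 ± 0.30, adjusted p = 0.0103, edgeR, 9 of 10 higher). In the young time course both were highest at E9.5, with *Il15ra* at 28.1 ± 4.46 CPM (SD, n = 3) and *Il15* at 10.7 ± 1.74 CPM, and at E11.5 *Il15ra* was at 2.80 ± 1.55 CPM and *Il15* at 1.87 ± 0.155 CPM. Apart from *Gzma*, *Klrb1c* and *Ncr1*, the uNK cell genes called in aged deciduas were *Il12rb2* (1.65 ± 0.47), *Klrb1a* (1.29 ± 0.41), *Nkg7* (0.91 ± 0.30), *Itga1* (0.54 ± 0.11), *Gzmb* (0.44 ± 0.11) and *Eomes* (0.26 ± 0.07), all higher. *Gzma* was at 6.75 ± 1.61 CPM in Y, 35.6 ± 13.4 in An and 68.0 ± 45.2 CPM in Aa deciduas, and at 97.2 ± 37.6 CPM (n = 3) at E9.5 of the time course.

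The call of *Il15* was lost with the trophoblast mean as a covariate (0.63 ± 0.28, adjusted p = 0.181, edgeR) and within the shallower libraries alone, and that of *Il12rb2* in 4, of *Klrb1a* in 15 and of *Nkg7* in 16 of the 21 fits that left out a decidua or a replicate number. *Eomes* was not called without Y replicate 2 (0.24). With the erythroid mean *Il15ra* stood at 1.36 ± 0.61 and *Il15* at 0.73 ± 0.69, and neither was called.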

Compared to peripheral NK cells, uNK cells exhibit reduced lytic capacity, yet they are key regulators of reproductive success. They facilitate the remodelling of maternal blood vessels and secrete angiogenic factors and cytokines, thereby influencing placentation as well as fetal growth rates^35–37^. uNK cells peak in numbers around mid-gestation when they constitute about 20% of all leucocytes in the decidua^37^. Other immune cell types at the feto-maternal interface include macrophages and dendritic cells (DCs), albeit their functions in regulating pregnancy progression are less well explored^38^.

In order to determine whether maternal age has an impact on composition and/or maturation of immune cell populations at the feto-maternal interface, we devised a detailed flow cytometry strategy to delineate macrophage, DC and uNK cell populations (Fig. 4a). Overall, we observed a slight reduction in the total number of leucocytes in the aged deciduas (Fig. 4b). This decrease was mainly driven by a reduction in macrophage and DC numbers (Fig. 4c) and correlated with lower expression levels of *Csf1* (Fig. 4d), a key regulatory cytokine of macrophages and DCs in the uterus^38^. By contrast, we did not detect differences in the abundance of uNK cells, neither for the tissue resident CD49a^+^ subset nor the conventional NK cell subset (Fig. 4e, f and Supplementary Fig. 5). Furthermore, both NK cell subsets displayed a normal maturation phenotype in aged mice as assessed by staining for CD11b (Fig. 4f). This is in contrast to peripheral NK cells in the spleens of aged females where a marked reduction in NK cell numbers is observed, particularly in the more mature CD11b^+^ subset (Fig. 4g), as previously reported^39^. 

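*Csf1*, the growth factor of macrophages, was lower in aged E11.5 deciduas. It lies on chromosome 3 of GRCm38 from 107741048 to 107760469. Over the 9 young E11.5 deciduas, the 6 of the Y group and the 3 of the time course, its level was 17.0 ± 7.44 CPM (SD), and over the 10 aged ones 8.98 ± 4.16 CPM. This was −0.92 on the log2 scale (exact permutation test, two-sided, p = 0.0069 over 92378 splits). The fit of Y, An and Aa deciduas gave a log2 fold change of −1.09 ± 0.23 (SE, adjusted p = 0.00336, edgeR), with 10 of 10 aged deciduas below the Y mean. In the young time course *Csf1* was at 8.40 ± 1.30 CPM (n = 3) at E9.5, 15.2 ± 5.23 at E10.5, 14.3 ± 9.11 at E11.5 and 35.9 ± 41.1 at E12.5. The E11.5 deciduas of the time course (8.01 to 24.8 CPM) overlapped with the aged ones (4.62 to 16.7 CPM). The level was 6.46 ± 1.63 CPM (n = 5) in An and 11.5 ± 4.53 CPM (n = 5) in Aa deciduas. Against Y it was called in An (−1.51 ± 0.28, adjusted p = 0.00324, edgeR) and not in Aa (−0.66 ± 0.27, adjusted p = 0.116, edgeR), and the difference between Aa and An did not pass the threshold either (0.85 ± 0.29, adjusted p = 0.322, edgeR).

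Of 16 macrophage genes 2 were higher and 1 lower, the same as adjusted over the list alone (camera adjusted p = 0.741, and 0.909 with an estimated correlation). These were complement *C1qb* (0.74 ± 0.15), the mannose receptor *Mrc1* (0.72 ± 0.18) and the lysosomal protein *Cd68* (−0.57 ± 0.14). None of 11 genes of dendritic cells and MHC class II passed the test, over all genes or over the list alone (camera adjusted p = 0.832, and 0.914 with an estimated correlation).

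Between the deeper libraries the difference in *Csf1* was −0.88 (exact permutation test, p = 0.14 over 35 splits) and between the shallower ones −1.23 (exact p = 0.048 over 84 splits). With the erythroid mean as a covariate it was −0.30 ± 0.53 and not called.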

Taken together, these results show that ageing leads to an overall reduction in leucocyte numbers at the maternal-fetal interface. However, uNK cell abundance or maturation is not affected, suggesting that the pregnant uterus is protected from the systemic NK cell decline during ageing.

**Fig. 4:**
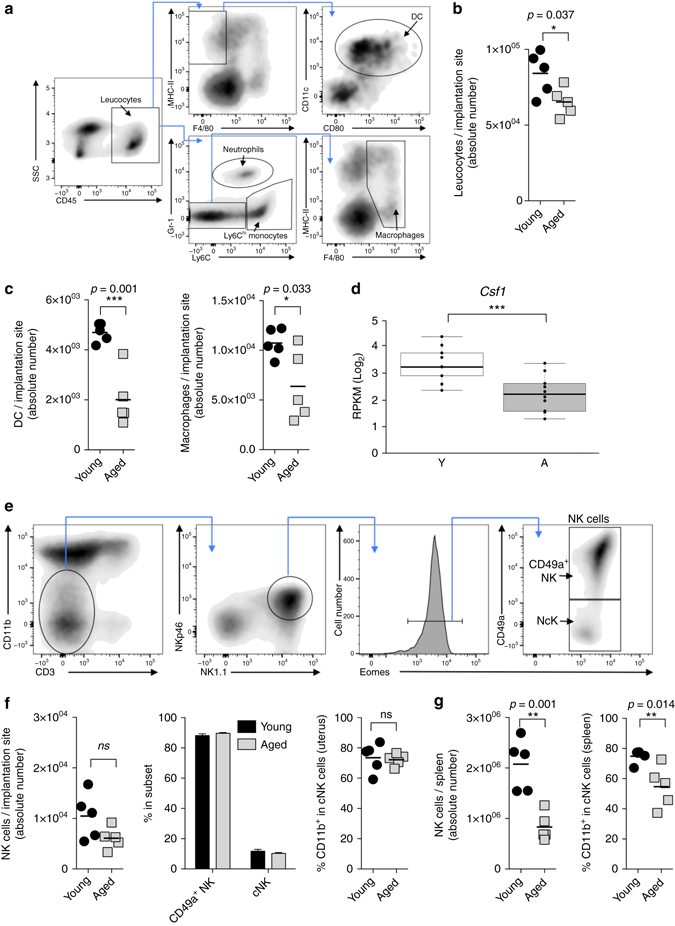
Altered leucocyte composition at the maternal-fetal interface at mid-gestation. **a** Flow cytometry analysis of decidual leucocytes: gating strategy showing delineation of uterine cells into macrophages and dendritic cells (DCs, pre-gated on live singlets). **b** Absolute number of leucocytes recovered per implantation site. **c** Enumeration of macrophages and DCs at the maternal-fetal interface. **d** Expression levels of *Csf1*, a key cytokine of DC cell maturation, as determined by RNA-seq, displayed as normalised read counts of 9 (young = Y) and 10 (aged = A) independent replicates. Data are displayed as mean ± S.E.M. ***p < 0.001 (two-tailed *t* test). **e** Gating strategy used to identify uNK cells and delineation into tissue-resident CD49a^+^ and conventional CD49a^−^ cells (pre-gated on live singlets). **f** Enumeration of NK cells per implantation site and relative abundance of tissue-resident and conventional uNK cells, as well as frequency of more mature CD11b^+^ uNK cells. **g** Enumeration and maturation phenotype of peripheral splenic NK cells in pregnant females. Each data point in **b**, **c**, **f** and **g** represents an entire litter of one pregnant mouse, values in **f** are means ± S.E.M

### Aged uterine stromal cells are refractory to decidualisation

To corroborate the view of a more prominent defect in stromal vs. uNK cells, we interrogated our transcriptomics data against a recently identified gene expression signature of uNK and decidual stromal cells^40^. Indeed we found that the stromal cell genes separated the young from the aged samples more clearly than the uNK cell genes (Supplementary Fig. 6a). 

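Among genes listed here as markers of each cell type, the stromal genes called in aged E11.5 deciduas went both ways and the uNK cell genes called over all genes were all higher. Of 19 stromal genes 5 were higher and 4 lower (6 and 4 adjusted over the list alone, camera adjusted p = 0.876 and adjusted p = 0.976 with an estimated correlation). The higher ones were the collagens *Col1a1* (log2 fold change 1.31 ± 0.35, SE) and *Col1a2* (0.69 ± 0.17), fibrillin (*Fbn1*, 0.93 ± 0.14), *Cd34* (0.43 ± 0.13) and the PDGF receptor *Pdgfra* (0.42 ± 0.08). The lower ones were the small proteoglycans *Lum* and *Dcn* (−0.72 ± 0.20) and the metalloproteases *Mmp11* and *Mmp2* (−0.23 ± 0.08). Among the 21 fits that left out a decidua or a replicate number the call was lost in 5 for *Cd34*, in 17 for *Mmp2* and, without Y replicate 2, for *Dcn* (−0.68). *Lum* was at 159 ± 44.7 CPM (SD, n = 6) in Y, 40.5 ± 21.1 (n = 5) in An and 30.6 ± 25.0 CPM (n = 5) in Aa deciduas. The median log2 fold change was −0.01 over the stromal genes and 0.23 over the uNK cell genes. Of 16 genes of decidual cells 3 were higher and 1 lower, the same as adjusted over the list alone (camera adjusted p = 0.159, and 0.419 with an estimated correlation), with *Igfbp4* (0.48 ± 0.10) and *Wnt4* among the higher and the small heat shock protein *Cryab* the lower one (−0.40 ± 0.13, a call lost in 10 of the same 21 fits).

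Of the 9 stromal genes called in aged deciduas 7 were also called at E9.5 against E11.5 of the young time course, all in the same direction, with *Col1a1* at 2.57 ± 0.29, *Fbn1* at 1.48 ± 0.15, *Dcn* at −2.45 ± 0.18 and *Mmp11* at −2.77 ± 0.49 among them. The other 2, *Pdgfra* (0.44 ± 0.17) and *Mmp2* (−0.35 ± 0.20), were not called there, though *Pdgfra* was without E9.5 replicate 3 (0.55) or E11.5 replicate 2 (0.64). The lists used here are not the published signature that the study used. None of these stromal calls was left with the erythroid mean as a covariate, and *Col1a1* then stood at −0.22 in Aa against young deciduas. As the erythroid mean differs with age itself, the lost calls do not show that the stromal changes were removed.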

Our next approaches were aimed at refining this analysis so as to trace any differences in uterine responses back to the very early steps of pregnancy and independent of embryo-induced influences. For this purpose, we mated young and aged females with vasectomised males and dissected equivalent pieces of the uterine horns at E3.5 for transcriptomic analysis. 

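Uterine tissue at E3.5 of pseudopregnancy, with no embryo present, was sequenced from 3 young and 3 aged females. The young females were aged 8, 20 and 20 weeks and the aged ones 47, 49 and 49 weeks. The legend of Fig. 5 speaks of 2 samples per uterus, while the deposited table holds 1 column of counts per animal, which was used as 1 replicate. Libraries were prepared and mapped as for the deciduas. The totals were 19303174, 19462108 and 17551852 counts in the young and 17991253, 16877269 and 16139664 counts in the aged uteri. Mitochondrial genes took 9.46%, 8.99% and 10.5% of the counts in the young and 11.5%, 7.80% and 18.4% in the aged uteri. The 6 uteri were fitted alone with edgeR's quasi-likelihood test over 14662 genes, and with DESeq2 as the alternative. With 3 animals per group an exact permutation test cannot go below p = 0.10. On simulated counts with the spread of these uteri, edgeR called none of the genes changed 1.5-fold or 2-fold and 42.4% of those changed 4-fold, and DESeq2 called 1.49%, 28.4% and 74.2% of them, together with 55 genes that were not changed. The aged uteri differ among themselves, and values are given per animal where this matters.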

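At E3.5 the median log2 fold change between aged and young uteri was 2.33 over the oestrogen-induced epithelial genes, 1.01 over the epithelial genes and −1.89 over the uNK cell genes, with no member of these lists called by edgeR over all genes. With an estimated correlation camera did not call any of the 3 lists (adjusted p = 0.505 for each). Of all genes, the 1 that edgeR called was *Unc5cl*, an epithelial death-domain protein, at 74.8, 80.3 and 79.2 CPM in aged and 2.22, 4.62 and 3.19 CPM in young uteri (log2 fold change 4.54 ± 0.30, SE, adjusted p = 0.0427, edgeR). No gene was called lower. At an unadjusted p under 0.05 edgeR had 1576 genes higher and 1584 lower of 14662, and DESeq2 called 1787 genes.

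Of 14 oestrogen-induced epithelial genes 11 were higher and 1 lower adjusted over the list alone, and none over all genes (12 higher and none lower of 18 by DESeq2). With the preset correlation camera gave this list an adjusted p of 2.03e-06. *Lcn2*, an oestrogen-induced lipocalin, had 5.88, 35.3 and 3.19 CPM in young and 18.0, 1364 and 1365 CPM in aged uteri (5.95 ± 1.76, adjusted p = 0.154, edgeR). Of 22 epithelial genes 17 were higher adjusted over the list alone, at an adjusted p of 1.81e-12 from camera with the preset correlation, such as *Elf3* (2.97 ± 0.62, adjusted p = 0.115, edgeR) and *Krt7* (2.52 ± 0.56, adjusted p = 0.118, edgeR). Of 23 uNK cell genes 7 were lower adjusted over the list alone, at an adjusted p of 3.07e-10 from camera with the preset correlation, such as *Gzma* (−2.58 ± 0.64, adjusted p = 0.129, edgeR).

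The aged uterus of 47 weeks, replicate 1, lay nearer to the young uteri than the other 2. On average over the oestrogen-induced list it was 0.42 above the young mean (log2), where the others were 2.71 and 2.75 above, and over the epithelial list 0.80, 1.55 and 1.49 above. Without this animal edgeR called 4192 genes, and without any 1 of the other 5 it called none (1677 to 2840 at an unadjusted p under 0.05). With the spread taken from all 34 libraries, edgeR called 3376 genes. That spread comes mostly from deciduas, though the aged uteri differ more among themselves. The p-values of this fit thus do not measure the spread between uteri. With the mean of the epithelial genes as a covariate edgeR called none (881 at an unadjusted p under 0.05). This mean was 6.04 to 6.49 log2 CPM in young and 7.03 to 7.78 in aged uteri. As a covariate it overlaps with age, so lost calls do not show that changes were removed.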

Although there was some variability between the aged females, it was evident that critical initiators of decidualisation were already de-regulated at this early stage (Fig. 5a and Supplementary Data 3). 

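*Bmp2*, *Hand2*, *Hoxa10*, *Hoxa11*, *Ptch1*, *Areg* and *Foxa2* were lower in 3 of 3 aged E3.5 uteri than in the young mean, and *Hbegf* and *Cdh1* were higher in 3 of 3. *Wnt4* was higher in 2 of 3. None of the 10 passed edgeR's threshold, which is set on p-values adjusted over 14662 genes. The legend of Fig. 5b gives t tests per gene, an unlike threshold. *Hand2*, a progesterone-dependent transcription factor of the stroma, was at 129, 131 and 130 CPM in young and 71.8, 16.8 and 16.3 CPM in aged uteri (log2 fold change −1.89 ± 0.61, SE, adjusted p = 0.168, edgeR). *Hoxa10* was at 242, 249 and 228 CPM in young and 142, 41.3 and 14.3 CPM in aged uteri (−1.86 ± 0.76, adjusted p = 0.226, edgeR), and *Hoxa11* had −1.75 ± 0.75 (adjusted p = 0.241, edgeR). *Areg*, an EGF-like ligand of the epithelium, was at 14.6, 8.05 and 18.4 CPM in young and 2.22, 0 and 0 CPM in aged uteri (−4.16 ± 1.39, adjusted p = 0.175, edgeR), a fold that depends on how counts of 0 are treated. *Foxa2*, the regulator of uterine glands, was at 22.7, 18.1 and 26.8 against 9.00, 8.35 and 5.29 CPM (−1.57 ± 0.28, adjusted p = 0.115, edgeR). *Bmp2* had 7.62, 5.81 and 7.24 against 4.79, 2.65 and 1.44 CPM (−1.21 ± 0.45, adjusted p = 0.199, edgeR) and *Ptch1* −1.07 ± 0.63 (adjusted p = 0.360, edgeR).

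Of the higher genes, *Cdh1*, the epithelial cadherin, was at 603, 510 and 506 CPM in young and 848, 1046 and 1127 CPM in aged uteri (0.90 ± 0.20, adjusted p = 0.118, edgeR). *Hbegf* had 1.75 ± 0.51 (adjusted p = 0.148, edgeR) and *Wnt4* 2.37 ± 0.87 (adjusted p = 0.196, edgeR), with 3.45, 47.1 and 32.1 CPM in the aged uteri against 3.14 to 7.23 CPM in the young ones.

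DESeq2 called *Foxa2* (adjusted p = 5.3e-05), *Cdh1* (0.00078), *Hbegf* (0.015), *Hand2* (0.021) and *Wnt4* (0.033), and not *Bmp2* (0.079), *Hoxa10* (0.065), *Hoxa11* (0.085), *Areg* (0.23) or *Ptch1* (0.28). With the spread taken from all 34 libraries, edgeR called 8 of the 10, the exceptions being *Ptch1* (adjusted p = 0.097) and *Foxa2* (adjusted p = 0.088). As that spread comes mostly from deciduas, these p-values are uncertain for uteri. Without aged uterus replicate 1 edgeR called all 10, in the directions given here. With the mean of the epithelial genes as a covariate 8 of the 10 had the opposite sign, such as *Hand2* (0.45 ± 0.68), *Hoxa10* (0.64 ± 1.07), *Bmp2* (0.50 ± 0.74) and *Wnt4* (−3.40 ± 1.45), and *Foxa2* (−0.69 ± 0.60) and *Cdh1* (0.45 ± 0.49) kept theirs, none of them called. As this covariate overlaps with age, the changed signs do not show that the differences follow the epithelial share. The study picked these genes on these samples, so their count is not independent evidence.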

Notably, inspection of candidate genes revealed that *Bmp2*, *Hand2*, *Hoxa10*, *Hoxa11*, *Ptch1*, *Areg* and *Foxa2* were down-regulated in E3.5 uteri of aged females even in the absence of the stimulus by an implanting blastocyst, while *Wnt4*, *Hbegf* and E-Cadherin (*Cdh1*) were up-regulated (Fig. 5b)^23, 41–46^. 

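Supplementary Data 4 lists genes that the study found changed in aged E3.5 uteri and in uteri of knockout mice. Of its 42 genes, 37 are given as higher and 5 as lower in aged uteri. In the counts 41 of the 42 had that direction, edgeR called none of them (39 at an unadjusted p under 0.05), and DESeq2 called 39. As the study drew these genes from the same samples, this is not independent evidence. The knockout data were not analysed here. Of 19 genes induced by progesterone, the hormone whose receptor is 1 of the knockouts, none was called by edgeR over all genes or over the list alone, with a median log2 fold change of −1.34 (camera adjusted p = 2.18e-05, and adjusted p = 0.537 with an estimated correlation), and DESeq2 called 2 lower and none higher. None of 29 regulators of decidualisation passed over all genes or over the list alone with edgeR, and DESeq2 called 4 higher and 3 lower. Their median was −0.69 (camera adjusted p = 0.0171, and adjusted p = 0.634 with an estimated correlation).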

Comparing our data to the molecular signatures of knockouts for *Bmp2*, progesterone receptor (*Pgr*), *Egfr* and *Wnt4*, all of which exhibit profound decidualisation defects, showed significant overlaps between de-regulated gene sets (Fig. 5c, Supplementary Fig. 6b and Supplementary Data 4). 

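Matrix and stromal genes had negative medians in aged E3.5 uteri, and members of both passed when tested as a list. Of 48 genes of collagens and other matrix proteins 27 were lower and 2 higher adjusted over the list alone, and none passed over all genes with edgeR, while DESeq2 called 27 lower and 1 higher. Their median log2 fold change was −0.97 (camera adjusted p = 1.20e-11, and adjusted p = 0.505 with an estimated correlation). *Fbn1*, fibrillin (−1.63 ± 0.42, SE, adjusted p = 0.132, edgeR), *Pcolce* (−1.58 ± 0.46, adjusted p = 0.148, edgeR), *Col15a1* (−2.01 ± 0.69, adjusted p = 0.180, edgeR) and *Vcan* (−1.81 ± 0.64, adjusted p = 0.188, edgeR) are examples. Of 20 stromal genes 10 were lower and none higher adjusted over the list alone, and by DESeq2, with a median of −1.46 (camera adjusted p = 4.24e-09, and adjusted p = 0.505 with an estimated correlation). The PDGF receptor *Pdgfra* had −1.92 ± 0.58 (adjusted p = 0.158, edgeR). Of 27 genes of the BMP pathway 2 were lower and none higher adjusted over the list alone, with a median of −0.09 (camera adjusted p = 0.147, and adjusted p = 0.589 with an estimated correlation). Epithelial genes had a positive median in the same uteri.

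The paper reads the low *Bmp2*, *Hand2*, *Hoxa10*, *Hoxa11*, *Ptch1*, *Areg* and *Foxa2* and the high *Wnt4*, *Hbegf* and *Cdh1* as initiators of decidualisation that are deregulated before any embryo arrives. It sets the changed genes beside those of knockout mice with failing decidualisation and beside functional annotation terms.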

Global functional annotation analyses indicated that dysregulated genes were enriched for factors in glycoprotein and secreted protein repertoire, extracellular matrix composition, membrane components and Bmp2-regulated factors (Fig. 5d and Supplementary Data 2). It is noteworthy, however, that the abundance of growth factors with critical roles in the decidualisation response, chiefly *Lif* and *Egf*, remained unchanged as did their receptors *Lifr* and *Egfr* ^47, 48^.

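*Lif*, *Egf*, *Lifr* and *Egfr* did not pass the test between young and aged E3.5 uteri. *Lif*, the cytokine that opens the uterus to implantation, was at 14.8, 12.6 and 8.36 CPM in young and 9.23, 6.22 and 11.3 CPM in aged uteri (log2 fold change −0.42 ± 0.32, SE, adjusted p = 0.462, edgeR, and 0.53 with DESeq2). *Egf* had −0.61 ± 0.84 (adjusted p = 0.691, edgeR, and 0.77 with DESeq2) and *Egfr* −0.55 ± 0.40 (adjusted p = 0.447, edgeR, and 0.46 with DESeq2). *Lifr*, the receptor of *Lif*, had a positive value in 3 of 3 aged uteri (1.14 ± 0.46, adjusted p = 0.224, edgeR, and 0.0997 with DESeq2), and it was called with the spread taken from all 34 libraries (adjusted p = 0.012, edgeR). That spread comes mostly from deciduas, so this call is uncertain for uteri. With 3 animals per group and the spread of the uteri alone, a 2-fold difference was not detectable by edgeR, so equal levels are not shown by these values. Without aged uterus replicate 1, *Egfr* was called lower by edgeR and the other three were not called, and with the mean of the epithelial genes as a covariate *Egfr* was positive (1.35 ± 0.37) and not called. That covariate overlaps with age in these uteri.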

**Fig. 5:**
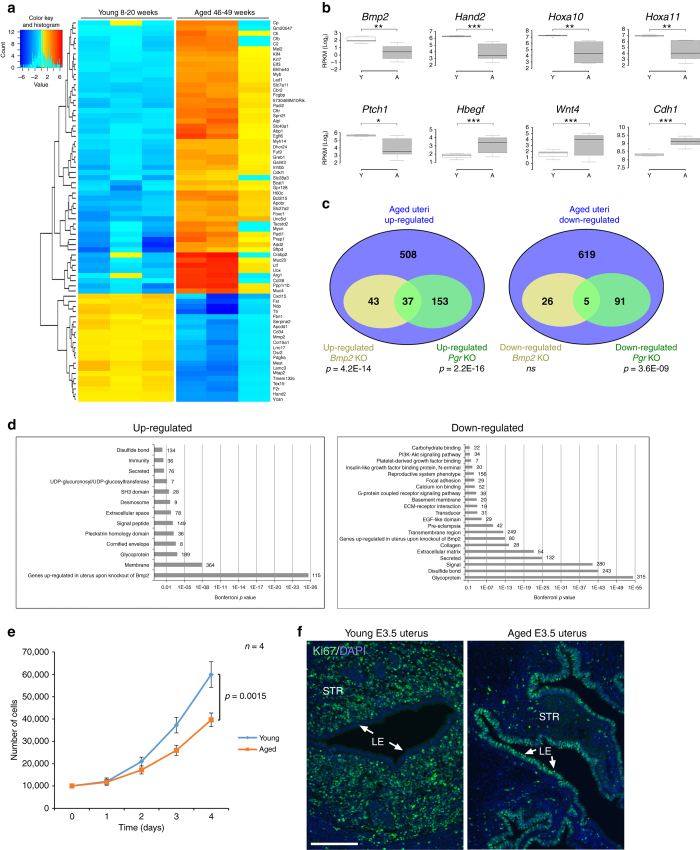
Decidualisation defects are evident in the pre-receptive uterus. **a** Heatmap of differentially expressed genes in E3.5 uteri of young and aged females that were mated with vasectomised males. Two independent samples per uterus dissected from corresponding regions were assessed per animal, resulting in six sequencing samples from a total of three animals in each age group. **b** Examples of key regulatory genes in decidualisation that exhibit significantly divergent expression between uteri of young and aged females. Values are normalised for total read counts and displayed as mean ± S.E.M. (*n* = 3). *p < 0.05; **p < 0.01; ***p < 0.001 (two-tailed *t* test). **c** Venn diagrams of genes commonly up-regulated or down-regulated in uteri of aged E3.5 females and in knockouts for *Bmp2* and *Pgr*. **d** Gene ontology and enrichment analyses of genes differentially up-regulated or down-regulated between E3.5 uteri of young and aged females. **e** Proliferation assay of isolated uterine stromal cells on 4 consecutive days after plating. Cells from aged females exhibit significant proliferation defects (mean ± S.E.M., *n* = 4). Two-way ANOVA with Holm-Sidak**’**s multiple comparisons test. **f** Ki67 staining of E3.5 uteri of young and aged females. *Arrows* point to luminal epithelium. STR = stromal cell compartment, LE = luminal epithelium. *Scale bar*: 200 µm

As Bmp2 has been previously shown to affect proliferation during decidualisation^23^, we tested the proliferative capacity of isolated E3.5 uterine stromal cells in vitro and found that those from aged females exhibited dramatically decreased levels of cell proliferation (Fig. 5e). These data were further confirmed on the histological level by Ki67 staining of E3.5 uteri. Here, too, the uterine stroma of aged mice exhibited a low proliferative activity compared to young controls (Fig. 5f). However, high levels of Ki67-positive staining was retained in the luminal epithelium, indicating that the epithelial-to-stromal cell switch in proliferative activity in response to progesterone had not taken place yet in the majority of aged samples^49^.

### Blunted hormone responsiveness hampers decidualisation

Gene expression programmes associated with the earliest steps of decidualisation are governed by the pregnancy hormones oestrogen (E2) and progesterone (P4)^50^. The de-regulation of critical drivers of decidualisation, such *Bmp2* and *Hoxa10*, as well as the observed delay in the switch from epithelial to stromal cell proliferation were strong indicators that uteri of aged mice exhibit problems in their hormonal responsiveness. Assessing the cohort of genes de-regulated in deciduas of conceptuses developed in aged females indeed revealed that over 50% of them are associated with an oestrogen receptor-α (Esr1) and/or Pgr binding site^51–53^, a far greater number than expected by chance (Fig. 6a). Although global expression levels of Pgr, specifically the Pgr-A isoform that is dominant for uterine function^54^, were not consistently changed in stromal cells of aged females (Supplementary Fig. 6c, d), we noted striking differences in tissue-specific distribution. Intriguingly, expression of both Pgr and Esr1 receptors, as well as the phosphorylated active form pEsr1, was more variable in aged uteri. This was particularly evident in the luminal epithelium where a highly mosaic staining pattern was observed (Fig. 6b and Supplementary Fig. 6e). At E6.5, strongest Pgr staining had progressed to the secondary decidual zone in young females. In aged samples, by contrast, highest levels were still confined to the primary decidual zone in close proximity to the conceptus, further corroborating a slower decidualisation response in older females (Fig. 6c).

**Fig. 6:**
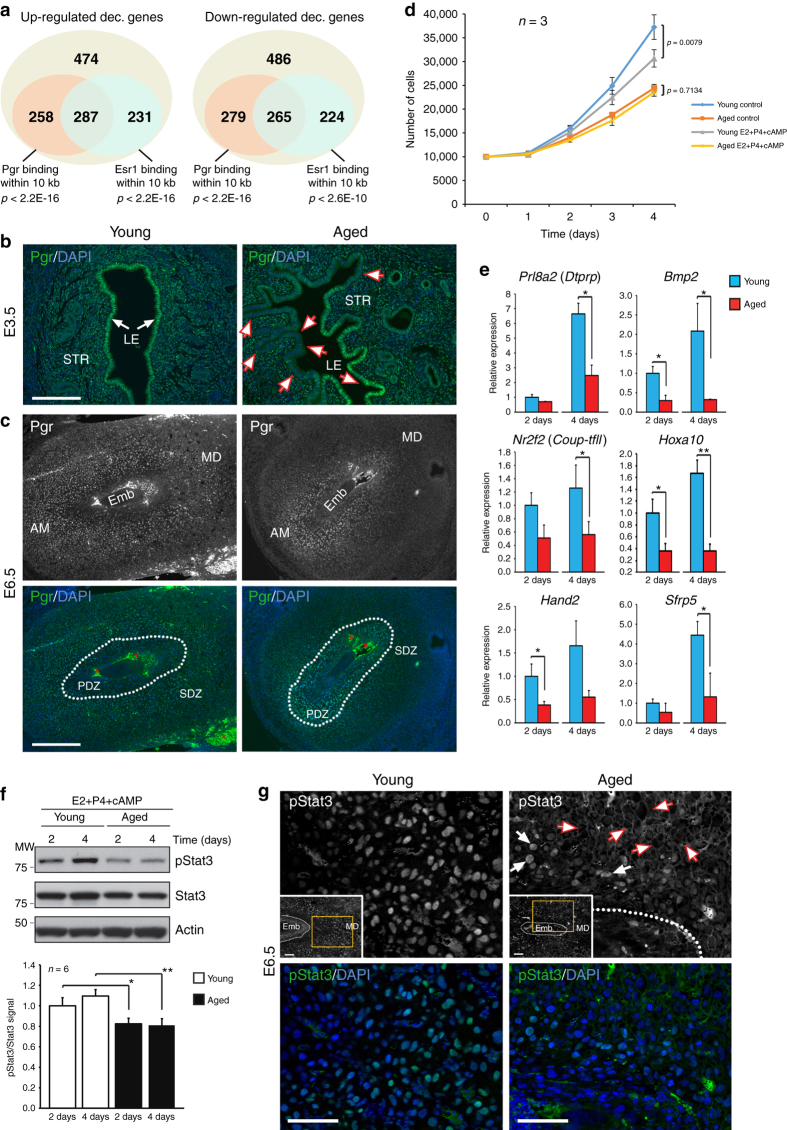
Blunted hormone responsiveness in uterine stromal cells of aged females. **a** Venn diagram of de-regulated genes in deciduas of aged females and their proximity to oestrogen receptor-α (Esr1) and progesterone receptor (Pgr) binding elements. **b** E3.5 uteri stained for Pgr. White arrows point to the homogenous staining of Pgr in luminal epithelium (LE) of young uteri. *Red-lined arrows* highlight the mosaic staining of Pgr in LE of aged uteri with large patches exhibiting drastically reduced Pgr levels. *Scale bar*: 200 µm. **c** E6.5 implantation sites developed in young and aged females stained for Pgr. *Dotted lines* demarcate the boundary between the primary (PDZ) and secondary (SDZ) decidualisation zones. In young females, decidualisation has progressed such that Pgr staining is strongest in the SDZ, whereas in aged females staining still highest in the PDZ. *Red asterisks* demarcate autofluorescence from blood cells. *Scale bar*: 500 µm. **d** Proliferation curve of decidual stromal cells isolated from young and aged females either unstimulated or after exposure to the decidualisation-inducing cocktail estrogen (E2), progesterone (P4) and cAMP (mean ± S.E.M., *n* = 3). Two-way ANOVA with Holm-Sidak’s multiple comparisons test. **e** RT-qPCR analyses of decidualisation markers in uterine (decidual) stromal cells stimulated for 2 and 4 days (mean ± S.E.M., *n* = 3). *p < 0.05; **p < 0.01 (pairwise one-tailed *t*-test). **f** Western blot for phosphorylated Stat3 (pStat3) in stimulated uterine stromal cells of young and aged females. Graph shows the pStat3/Stat3 ratio normalised to 2 day young cells (mean ± S.E.M., *n* = 6). *p < 0.05; **p < 0.01 (ANOVA with Holm-Bonferroni**’**s post-hoc test). **g** pStat3 staining of E6.5 implantation sites. Insets show overview photographs of the implantation sites (Emb = embryo, MD = mesometrial decidua), the *yellow rectangles* demarcate the magnified areas depicted. In young females, pStat3 staining is confined to the nuclei of decidualised stromal cells, indicative of its functionally activated state including as co-activator of Pgr-responsive genes. In aged females, only very few decidual cells exhibit nuclear pStat3 staining (*white arrows*), whereas in the majority of decidual cells (*red-outlined arrows*) staining is distinctly excluded from the nucleus. *Scale bars*: 100 µm

Since implantation *per* se was not impaired in aged females but decidualisation of the stromal compartment appeared delayed, we focussed on studying the progression of decidualisation in response to the hormonal stimulus more closely in isolated uterine stromal cells *in vitro*. When exposed to the well-established cocktail of E2, P4 and cAMP to trigger decidualisation, stromal cells from young females slowed down in proliferation as they started to differentiate (Fig. 6d). By contrast, stromal cells from aged females—which already exhibited much reduced proliferation rates under unstimulated conditions—did not change upon exposure to the hormone cocktail, thus underpinning a significant defect in the response to the hormonal stimulus (Fig. 6d). To further elucidate the hypo-responsiveness of aged cells to the decidualisation trigger, we collected cells after 2 and 4 days of exposure to the hormone cocktail, and assessed a panel of decidualisation markers. Uterine stromal cells from aged mice exhibited significantly lower gene expression levels of *Prl8a2* (*Dtprp*), *Bmp2*, *Hand2*, *Hoxa10*, *Nr2f2* (*Coup-tfII*), *Igfbp5* and *Sfrp5* compared to young stromal cells (Fig. 6e and Supplementary Fig. 7a). These data indicate that the aged cells exhibit an intrinsic defect in the temporal progression of decidual differentiation.

To pinpoint possible causes of the reduced decidualisation response, we analysed the signal transducer and activator of transcription-3 (Stat3). Activated Stat3 (pStat3) synergises with Pgr by physically interacting with the Pgr-A isoform; as such, Stat3 is required for the onset of decidualisation and appropriate activation of Pgr target genes^55–57^. We therefore assessed the levels of pStat3 in stromal cells from young and aged mice, and consistently found reduced levels of pStat3 in the hormone-stimulated cells of aged females (Fig. 6f and Supplementary Fig. 7b). More significantly even, the subcellular distribution of pStat3 was dramatically altered in stromal cells of aged E3.5 uteri and E6.5 implantation sites. While activated Stat3 signalling was evident by prominent nuclear pStat3 staining in the young samples, pStat3 was excluded from the vast majority of stromal cell nuclei in aged females (Fig. 6g and Supplementary Fig. 7c). Since Stat3 phosphorylation is induced by Lif signalling through Lifr via the Jak/Stat pathway, we tested whether addition of exogenous Lif to stromal cell cultures could ameliorate the decidualisation defect; however, the presence of Lif did not accelerate the progression of decidualisation of aged stromal cells, thus further supporting the cell-intrinsic nature of the defect (Supplementary Fig. 7d). Thus, our data demonstrate that maternal age impacts on the hormonal responsiveness of uterine stromal cells by interfering with the availability of activated Stat3 as coactivator of the Pgr response, which interferes with appropriate target gene activation.

## Discussion

The negative impact of maternal age on reproductive outcome is most commonly associated with the exponential increase in non-disjunctions and other meiotic defects in the oocyte. What has remained much less appreciated is the increase in reproductive problems that have no karyotypic basis. In humans these manifest as various pregnancy complications such as pre-eclampsia, stillbirth or fetal growth restriction, as well as a range of developmental defects to the newborn. Similarly in mice, it has been noted that the number of live offspring declines in older females in the absence of any appreciable depletion in oocyte stores and despite unchanged numbers of early implantation sites^18, 33^. Thus, embryo loss must occur post-implantation, as evidenced by a higher frequency of resorptions sites and developmental delays at mid-gestation. It has also been noted that placental development is perturbed by female ageing^17^. Here, we systematically follow up on this observation and find that the extent of developmental variability increases dramatically in females aged 40 weeks and older. More significantly, we find that abnormal embryos are associated with abnormal placentas in every case assessed, suggesting that the malfunctional placenta may indeed be the primary cause of embryonic demise. Taking this thought further, it is even tempting to speculate that the increased risk of congenital heart defects that resides with the older mother may in fact be caused by failures in correct placentation^13^.

Strikingly, the entire range of placental and embryonic abnormalities can be rescued when fertilised embryos recovered from aged females are allowed to develop in young foster mothers. Our data further demonstrate that the critical age-associated problems reside in the uterine response to pregnancy that in turn interferes with normal development of the placenta. In line with this, early studies showed that the reverse transfer of embryos from young donors into old recipients hampers developmental progression, even though these experiments are technically challenging^58^. Indeed, changes to the uterus as a likely cause of the fewer offspring to aged females have been hinted at before^18^, perhaps associated with an increase in collagen fibres^59^. Concordant with these early observations, our transcriptome analyses revealed extracellular matrix components as a significantly de-regulated pathway in aged deciduas. Yet there is no evidence from mouse models that these factors alone cause the rather dramatic abrogation of developmental progression observed in aged females. What then are the age-related changes to the decidualising uterus that interfere with placental development?

To address this question, we systematically dissected the impact of age on the two major cellular components of the decidua, i.e. uterine-specific leucocytes and decidual stromal cells. As far as immune cell types are concerned, there is indeed evidence that an ageing micro-environment compromises maturation and function of peripheral NK cells^34^. Consistent with these findings, we observe reduced NK cell numbers in the spleens of aged females. Yet in the mid-gestation decidua, the uNK cell population remains largely unchanged both in terms of total cell number and maturation state between implantation sites developed in young and aged females. By contrast, we observed a drastic reduction in the number of DCs, which is associated with reduced expression levels of *Csf1* as a critical cytokine directing their recruitment and maturation^38^. DCs direct the immune response at the implantation site in the presence of the semi-allogeneic fetus^60^. Moreover, the depletion of DCs just before implantation has been shown to disrupt embryo implantation and decidualisation. Indeed it is associated with impaired proliferation and differentiation of endometrial stromal cells^61, 62^. Thus, the reduction of DCs and their trophic function in the decidualised uterus of aged mice may well be an important contributory factor to the perturbations of placental development.

Collectively, however, our data point to a more profound defect in the stromal cell compartment. The majority of genes that are de-regulated in aged deciduas form part of the transcriptional programmes directed by the Pgr and Esr1 receptors^51, 53^. Consistent with this, we noted a striking heterogeneity in expression of both receptors already at E3.5 in the uterine epithelium of aged females. It is tempting to speculate that this pattern may indeed explain the spread in phenotypes that is characteristic of pregnancy in aged female mice. Conceptuses that appear normal at mid-gestation may have implanted at sites of high Pgr and Esr1 expression, whereas severely growth-retarded implantations may have occurred at Pgr/Esr1-depleted sites. The developmental kinetics of global expression profiles further showed that decidualisation was delayed by 1–2 days at E11.5. We demonstrate that this delay can be traced back to the very early stages of hormonal priming of the uterus and that it is independent of embryo-induced effects. Stromal cells of aged females exhibit significantly reduced proliferation rates and are blunted in their molecular response to the decidualisation stimulus. These findings corroborate and extend previous reports that deciduomata from old mice are smaller than those from young^63^. They also show that the impairment is independent of hormone levels *per* se, as cells *in vitro* were exposed to identical culture conditions.

Integrating our data with other models of decidualisation failure, we find significant overlaps with master regulators of decidualisation, notably factors in the Pgr pathway including Bmp2, Nr2f2 and Ptch1. In line with this, Pgr-mediated effects such as the down-regulation of *Ltf*, *Muc1* and *Cdh1* are less efficient or delayed with age, as evident from our transcriptional profiles (Supplementary Data 3), even though this does not impact on implantation rates^18, 33, 47^. Yet other factors, such as the steroid receptor co-activators *Ncoa1* and *Ncoa2*, that help to relay the Pgr signal in the nucleus, as well as Lif availability remain seemingly unchanged, at least on the transcriptional level^64^. 

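*Ltf*, *Muc1* and *Cdh1*, which progesterone represses in the epithelium, were each higher in 3 of 3 aged E3.5 uteri than in the young mean. *Ltf*, lactotransferrin, a classical oestrogen-induced gene, was at 25.6, 73.2 and 30.7 CPM in young and 193, 6553 and 7020 CPM in aged uteri (log2 fold change 6.73 ± 1.42, SE, adjusted p = 0.115, edgeR). *Muc1*, an epithelial mucin, was at 155, 156 and 139 CPM in young and 192, 1385 and 1782 CPM in aged uteri (2.90 ± 0.76, adjusted p = 0.134, edgeR). DESeq2 called both (adjusted p = 2.8e-09 for *Ltf* and 0.00096 for *Muc1*), as did edgeR without aged uterus replicate 1, and with the mean of the epithelial genes as a covariate both were negative and not called (−1.95 ± 1.46 and −1.83 ± 1.24). That covariate overlaps with age in these uteri, so the negative values do not show that the rises follow the epithelial share. The mucin *Muc4* (5.47 ± 1.14) and the keratinocyte envelope gene *Sprr2f* (4.35 ± 0.83) had positive log2 fold changes as well (both at an adjusted p of 0.115, edgeR), and *Sprr2f* may share reads with its paralogs. *Ihh*, which progesterone induces in the epithelium, was at 58.7, 88.8 and 54.9 CPM in young uteri and at 88.8 CPM in the aged uterus of 47 weeks, 10.4 and 0.907 CPM in the other two (−1.01 ± 1.26). *Pgr* itself had 0.14 ± 0.20 (adjusted p = 0.699, edgeR), and *Esr1*, the oestrogen receptor, 0.41 ± 0.18 (adjusted p = 0.249, edgeR).

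**Figure D3:**
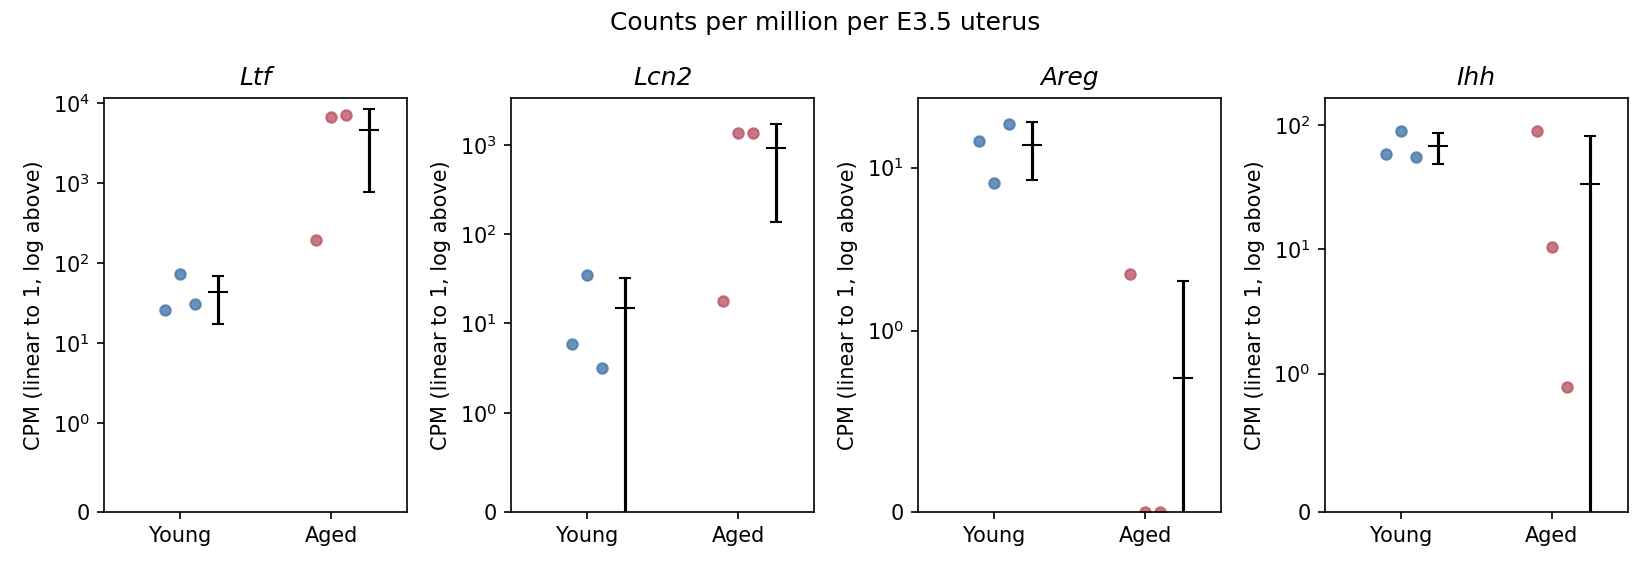
Levels of *Ltf*, *Lcn2*, *Areg* and *Ihh* (CPM, axis linear up to 1 and logarithmic above) in each of the 3 young and 3 aged E3.5 uteri. Dots are animals, and *Ltf* reaches 6553 and 7020 CPM in 2 aged uteri and 193 CPM in the other.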

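The steroid receptor co-activators *Ncoa1* and *Ncoa2* had log2 fold changes near 0 between aged and young E3.5 uteri. *Ncoa1* had −0.16 ± 0.30 (SE, adjusted p = 0.776, edgeR, and 0.83 with DESeq2) and was lower in 2 of 3 aged uteri. *Ncoa2* had 0.00 ± 0.29 (adjusted p = 1, edgeR, and 0.99 with DESeq2). *Nr2f2*, a progesterone-induced nuclear receptor of the stroma, had −0.30 ± 0.32 (adjusted p = 0.599, edgeR), and *Stat3*, which carries the Lif signal, −0.03 ± 0.32 (adjusted p = 0.966, edgeR). Without aged uterus replicate 1, edgeR called *Nr2f2* lower and the others not.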

Importantly, however, we demonstrate that the overall abundance and specifically the nuclear availability of activated Stat3 is profoundly reduced in stromal cells of aged females. Given that pStat3 binds to and synergises with Pgr to achieve adequate levels of target gene activation, it is most likely that this reduction in transcriptional activator availability underlies the inability to elicit an appropriate decidualisation response. Indeed, selective deletion of Stat3 from stromal cells has been reported to result in a significant reduction in embryonic survival, increased resorption rates and placental dys-morphology^65^. Interestingly, Stat signalling was also predicted as a key transcriptional regulatory pathway affected by age in the non-pregnant myometrium, thus lending further support to our findings^66^.

Overall, our study highlights the importance of the ageing uterine environment as a prevalent cause of reproductive decline in older females. Although this concept has been noted to some extent before^58, 67^, the underlying molecular changes had remained elusive. In general, the considerable impact of maternal age on reproductive success unrelated to oocyte fitness has not been widely appreciated. Even though it remains to be established to what extent these findings in the mouse translate to the situation in humans, our data prompt an in-depth investigation into the impact of maternal age on the capacity of the reproductive tract to support normal pregnancy unrelated to oocyte health.

## Methods

### Mice

C57BL/6Babr mice were used throughout this study. Virgin females were caged in groups up to 5 until they had reached the desired age as indicated. All animal experiments were conducted in full compliance with UK Home Office regulations and with approval of the local animal welfare committee (AWERB) at The Babraham Institute, and with the relevant project and personal licences in place. “Young” females were generally 8–12 weeks old. Timed matings were set up with standard C57BL/6Babr stud males of 8–16 weeks of age, counting the morning of the vaginal plug as E0.5. “Aged” males were 1 year old. Pregnant females were dissected at the gestational age indicated, and processed for histology, RNA isolation or stromal cell isolation as described.

### Histology

Placentas of E11.5 conceptuses, E3.5 uteri and E6.5 whole implantation sites were fixed overnight in 4% paraformaldehyde and processed for routine paraffin histology. Sections of 7 µm were cut on a Leica paraffin microtome. For H&E) staining, sections were deparaffinised and incubated in Mayer’s haematoxylin (Sigma #51275) for 10 min, followed by a brief wash in tap water. Differentiation of staining was carried out in 70% acid alcohol (70% ethanol, 1% hydrochloric acid) for 10 s, followed by incubation in cold tap water for 10 min. Eosin (alcoholic eosin, Sigma #HT110116) staining was performed for 30 s, followed by dehydration of sections and mounting with Eukitt quick-hardening mounting medium (Sigma #03989).

For immunostainings, antigen retrieval was performed by boiling in 1 mM EDTA, pH 7.2, 0.05% Tween-20 or in 10 mM Na citrate buffer, pH 6.0, followed by blocking in PBS, 0.5% BSA and 0.1% Tween-20. Antibodies used were Ki67 (Abcam ab15580, 1:200 dilution), Pgr (Dako A0098, 1:1000), pStat3 (Cell Signaling 9138S, 1:200), Esr1 (Santa Cruz sc-543, 1:200) and pEsr1 (Santa Cruz sc-101675, 1:200). Secondary antibodies used were either the appropriate AlexaFluor or horseradish peroxidase-conjugated antibodies used at 1:500 and 1:100, respectively. uNK cell staining was performed with horseradish peroxidase-conjugated *Dolichus biflorus* agglutinin (Sigma #L1287) at 1:100 dilution following boiling in 0.01 M Na citrate buffer, pH 6.0. Counter-staining was performed with 4′,6-diamidino-2-phenylindole for immunofluorescence and hematoxylin for immunohistochemistry.

For RNA in situ hybridisations, linearised plasmids containing cDNA inserts from the *Plf* cDNA were used to generate digoxigenin (DIG)-labelled riboprobes using the DIG RNA-labelling protocol according to the manufacturer’s instructions (Roche #11277073910). In situ hybridisations were carried out at 52 °C overnight using standard procedures. Signals were detected with anti-DIG-alkaline phosphatase-conjugated antibody (Roche), and staining was performed overnight using NBT and BCIP reagents (Promega #S3771). Sections were counterstained with nuclear fast red (Sigma #N3020).

### RT-qPCR expression analysis

For RT-qPCR analysis, total RNA was extracted with TRI reagent (Sigma T9424). Total RNA of 0.5–1 µg was reverse transcribed with random hexamer primers (Thermo Scientific SO142) using RevertAid H-Minus reverse transcriptase (Thermo Scientific EP0451) according to the manufacturer’s instructions. qPCR was performed using SYBR Green Jump Start Taq Ready mix (Sigma S4438) on a Bio-Rad CFX96 or CFX384 thermocycler using gene-specific intron-flanking primers (Supplementary Table 1). Gene expression was analysed on triplicate samples and the Ct values were normalised to *Sdha* housekeeping gene. Where appropriate, Student’s *t* tests or analysis of variance (ANOVA) were performed to calculate statistical significance of expression differences (*p* < 0.05). mRNA expression is expressed as the mean relative to the control sample; error bars indicate standard error of the mean (S.E.M.). Box plots were generated using http://shiny.chemgrid.org/boxplotr/.

### RNA-seq

For RNA-seq from deciduas, total RNA was prepared using Allprep DNA/RNA Mini kit (Qiagen 80204) followed by Dnase treatment using the TURBO DNA-free kit (Life Technologies AM1907). mRNA was isolated from total DNA-free RNA (350 ng) using the Dynabeads mRNA purification kit (Life Technologies 61006). Indexed, strand-specific libraries were prepared using the ScriptSeq v2 RNA-Seq Library Preparation Kit (Epicentre SSV21106) according to manufacturers’ instructions. Libraries were quantified/assessed using both the KAPA Library Quantification Kit (KAPA Biosystems KK4824) and Bioanalyzer 2100 system (Agilent). Indexed libraries were pooled and sequenced with a 100 bp single-end protocol on an Illumina HiSeq2500 sequencer. Raw fastq data were mapped to the *Mus musculus* GRCm38 genome assembly using TopHat v2.0.12.

### Bioinformatic analysis

Data were quantitated at a protein-coding mRNA level using the RNA-seq quantitation pipeline in SeqMonk software (http://www.bioinformatics.babraham.ac.uk), and normalised according to total read count (reads per kilobase of transcript per million mapped reads, RPKM), and 75% distribution. Differential expression was calculated using DESeq2 and intensity difference in SeqMonk, with a *p* value threshold of 0.05 and adjusted for multiple testing correction using the Benjamini-Hochberg method. Stringently differentially expressed genes were defined as meeting both DESeq2 and intensity difference criteria, whereas less stringent genes met one or both criteria.

Heatmaps were generated using Heatmap.2 in R. Principal component analysis was performed using DESeq2 rlog-normalised RNA-seq data on read counts using the top 500 most variable genes, before plotting the principal component analysis using prcomp in R. GO and gene set enrichment analyses using the MSigDB database (http://software.broadinstitute.org/gsea/msigdb) were performed on genes found to be significantly differentially up-regulated or down-regulated, separately, against a background list of genes consisting of those with more than 20 reads aligned. GO terms with a Bonferroni *p* value of <0.05 were found using DAVID^68^, Gorilla^69^ and GREAT GO resources. Venn diagrams were plotted using BioVenn http://www.cmbi.ru.nl/cdd/biovenn/.

For the analysis of gene proximity to Pgr and Esr1 binding elements, we first determined the cohort of differentially expressed genes between young and aged deciduas using DESeq2 and intensity difference in SeqMonk. Proximity of these genes to Pgr and Esr1 binding sites^51–53^ was determined using published data, available in NCBI GEO dataset accession numbers GSE34927 and GSE36455 in bed format, using a 10 kb cut-off. Differentially expressed genes were split into up-regulated and down-regulated genes, which were analysed separately. Statistical significance of the overlap was calculated by Fisher’s exact test in R.

Microarrays of uterine RNA samples from conditional ablation of *Bmp2*, *Wnt4*, *Egfr2* and their respective control groups were performed by Genomic and RNA profiling Core of Baylor College of Medicine as described previously^45^. Two-tailed *t* test and fold changes were used to define differentially expressed probes. To obtain a non-redundant list of significantly altered genes, multiple probe sets for a given gene (when present) were averaged. Genes with an absolute fold change of ≥1.4 and a *p* value of ≤0.01 were considered for further analysis. RNA-seq data from E3.5 uteri were split into up-regulated and down-regulated genes, and compared with the microarray datasets. The significance of the pairwise overlap between the datasets was determined by Fisher’s exact test, against a background of all genes detected in both RNA-seq and microarray datasets.

### Stromal cell isolation and culture

Fresh stromal cell isolation as previously described^70^ with a few modifications. In brief, uteri from E3.5 mice were slit longitudinally and disaggregated with 2.5% pancreatin (Sigma P3293) and 0.5% trypsin (type III) (Sigma T4799) in Hank’s basic salt solution (HBSS)-calcium/magnesium free for 1.5 h on ice. After vortexing, the medium was removed and the remaining tissue washed twice in HBSS (discarding luminal epithelial cells) and incubated 30 min at 37 °C in HBSS containing 0.007% collagenase (ThermoFisher Scientific 17104-019), 0.02% DNase I (Roche 10104159001), 0.008% protease (Sigma P8811) with vortexing every 5 min. Dissociated tissues were then triturated, filtered through a 70 μm cell strainer (BD Biosciences) and spun at 1000 × *g* for 5 min at 4 °C. Cell pellets were resuspended in phenol-red free Dulbecco’s modified Eagle’s medium: Nutrient Mixture F-12 (DMEM/F-12) (ThermoFisher Scientific 21041-025) plus 10% foetal bovine serum, 1 mM sodium pyruvate (ThermoFisher Scientific 11360-039), 1X antimycotic/antibiotic (ThermoFisher Scientific #15240-062) and 50 µM 2-mercaptoethanol (ThermoFisher Scientific #31350-010).

Decidualisation of cultured uterine stromal cells was induced by incubating the cells with complete DMEM/F-12 medium plus 10 nM β-estradiol (Sigma #E2758), 1 µM medroxyprogesterone 17-acetate (Sigma #M1629) and 10 µM 8-bromoadenosine 3′,5′-cyclic monophosphate (Sigma #B5386) (E2 + P4 + cAMP). The culture medium was changed every 2 or 3 days with continuous supplementation with these treatments.

### Proliferation assay

For analysis of cell proliferation rates, 10,000 uterine stromal cells from young and aged mice were plated in either complete DMEM/F12 medium or complete medium containing the decidualisation-inducing cocktail (E2 + P4 + cAMP) and collected every 24 h over 4 days. After trypsinisation the number of viable cells was counted using the Muse Count & Viability Assay Kit (Merck Millipore MCH100102) and run on the Muse cell analyser (Merck Millipore), according to manufacturer’s instructions. Statistical analysis was performed using ANOVA followed by Holm-Sidak’s post-hoc test.

### Western blot

Total cell extracts from deciduas were prepared in radioimmunoprecipitation assay buffer (20 mM Tris-HCl, pH 8.0, 137 mM NaCl, 1 mM MgCl_2_, 1 mM CaCl_2_, 10% glycerol, 1% NP-40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulphate), or in the case of uterine stromal cells, cells were lysed in a detergent buffer (10 mM Tris-HCl, pH 7.4, 150 mM NaCl, 10 mM KCl, 0.5% Nonidet P-40) containing a protease inhibitor cocktail (Sigma P2714), and incubated at 4°C for 1 h, followed by centrifugation (9300 × *g*, 10 min). Western blotting was performed following a standard protocol. Blots were probed with the following antibodies: anti-pStat3 (Tyr705) (Cell Signaling #9138S), anti-Stat3 (Cell Signaling #12640S), anti-Pgr (Dako #A0098), anti-beta-actin (Abcam ab6276), anti-Bmp2 (Peprotech #500-P195). Horseradish peroxidase-conjugated secondary antibodies were from Bio-Rad. Detection was carried out with enhanced chemiluminescence reaction (GE Healthcare RPN2209) using standard X-ray films. Band intensities were quantified using ImageJ software. All primary scans of Western blots are provided in Supplementary Fig. 8.

### Leucocyte analysis

Preparation of single cell suspensions and FACS analysis were performed as per established protocols. Briefly, mesometrial poles of E10.5 implantation sites were dissected, pooled and minced and tissue homogenates digested with Liberase TM (Sigma 05401119001). Cells were typed with fluorochrome-conjugated antibodies for CD45 (30-F11), NK1.1 (PK138), CD11b (M1/70), CD49a (HMα1), CD49b (DX5), I-A/I-E (M5/114.15.2), Gr-1 (RB6-8C5), F4/80 (BM8), CD11c (N418), CD3ε (145-2C11), NKp46 (29A1.4) and Eomes (Dan11mag) purchased from BD PharMingen, BioLegend or eBioscience. For intracellular and intranuclear antigens, Fix & Perm and Foxp3 staining buffer set (both eBioscience) were used, respectively. Cells were acquired on an LSRFortessa.

### Data availability

All primary data are available from the authors upon request. Genome-wide sequencing data are deposited in the GEO database under accession number GSE98901; they are also available directly from the authors.

## Electronic supplementary material

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Information

# Supplementary material for: Decidualisation and placentation defects are a major cause of age-related reproductive decline
**Source:** Nat Commun. 2017 Sep 5;8:352. doi: 10.1038/s41467-017-00308-x
**Supplement:** Supplementary file 5 — Supplementary Information

Title: Supplementary Information

Description: Supplementary Figures, Supplementary Table, and Supplementary References

Title: Supplementary Data 1

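The sheet for both tests of Supplementary Data 1 holds the 162 genes that DESeq2 and the intensity difference filter of the study called between young and aged E11.5 deciduas. Of these, 78 are given as higher and 84 as lower in aged deciduas. In the counts analysed here all 162 had the same direction in aged deciduas, and edgeR called 142 of them (DESeq2 137). Aa deciduas had that direction in 162 and a call in 160 against young ones, and An deciduas in 156 with 98 calls. In the young time course, 153 of the 158 genes tested had it at E9.5 against E11.5 with 119 calls and none opposite, and 125 at E10.5 with 86 calls and 2 opposite, while at E12.5 45 had it. The study chose these genes on the same aged and young deciduas, so the first counts are not independent evidence, and the time course uses other deciduas. The sheet for either test was used here with the first 1997 of its 2505 rows, and no overlap was computed on it.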

Description: List of differentially expressed genes in E11.5 deciduas of young and aged females.

Title: Supplementary Data 2

Description: Detailed gene ontology term analysis results.

Title: Supplementary Data 3

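Supplementary Data 3 compares E3.5 uteri of aged and young females in the same layout. Its sheet for both tests names 74 different genes, 52 given as higher and 22 as lower in aged uteri. In the counts analysed here 73 of the 74 had the same direction, edgeR called 1, *Unc5cl*, and 73 were at an unadjusted p under 0.05. DESeq2 called 73 in the same direction and 1 in the opposite one. The sheet for either test names 1689 different genes, of which 1623 were tested by edgeR. There 1620 had the same direction, 1574 of them at an unadjusted p under 0.05, and DESeq2 called 1624 of 1689. The study chose these genes on the same 6 uteri, so the counts are not independent evidence. At E11.5, of 61 genes of the sheet for both tests that were tested in deciduas, 21 had the same direction in aged deciduas, 3 were called in that direction and 21 in the opposite one.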

Description: List of differentially expressed genes in E3.5 uteri of young and aged females.

Title: Supplementary Data 4

Description: Genes commonly de-regulated in Bmp2 and Pgr knockouts and uteri of aged females.

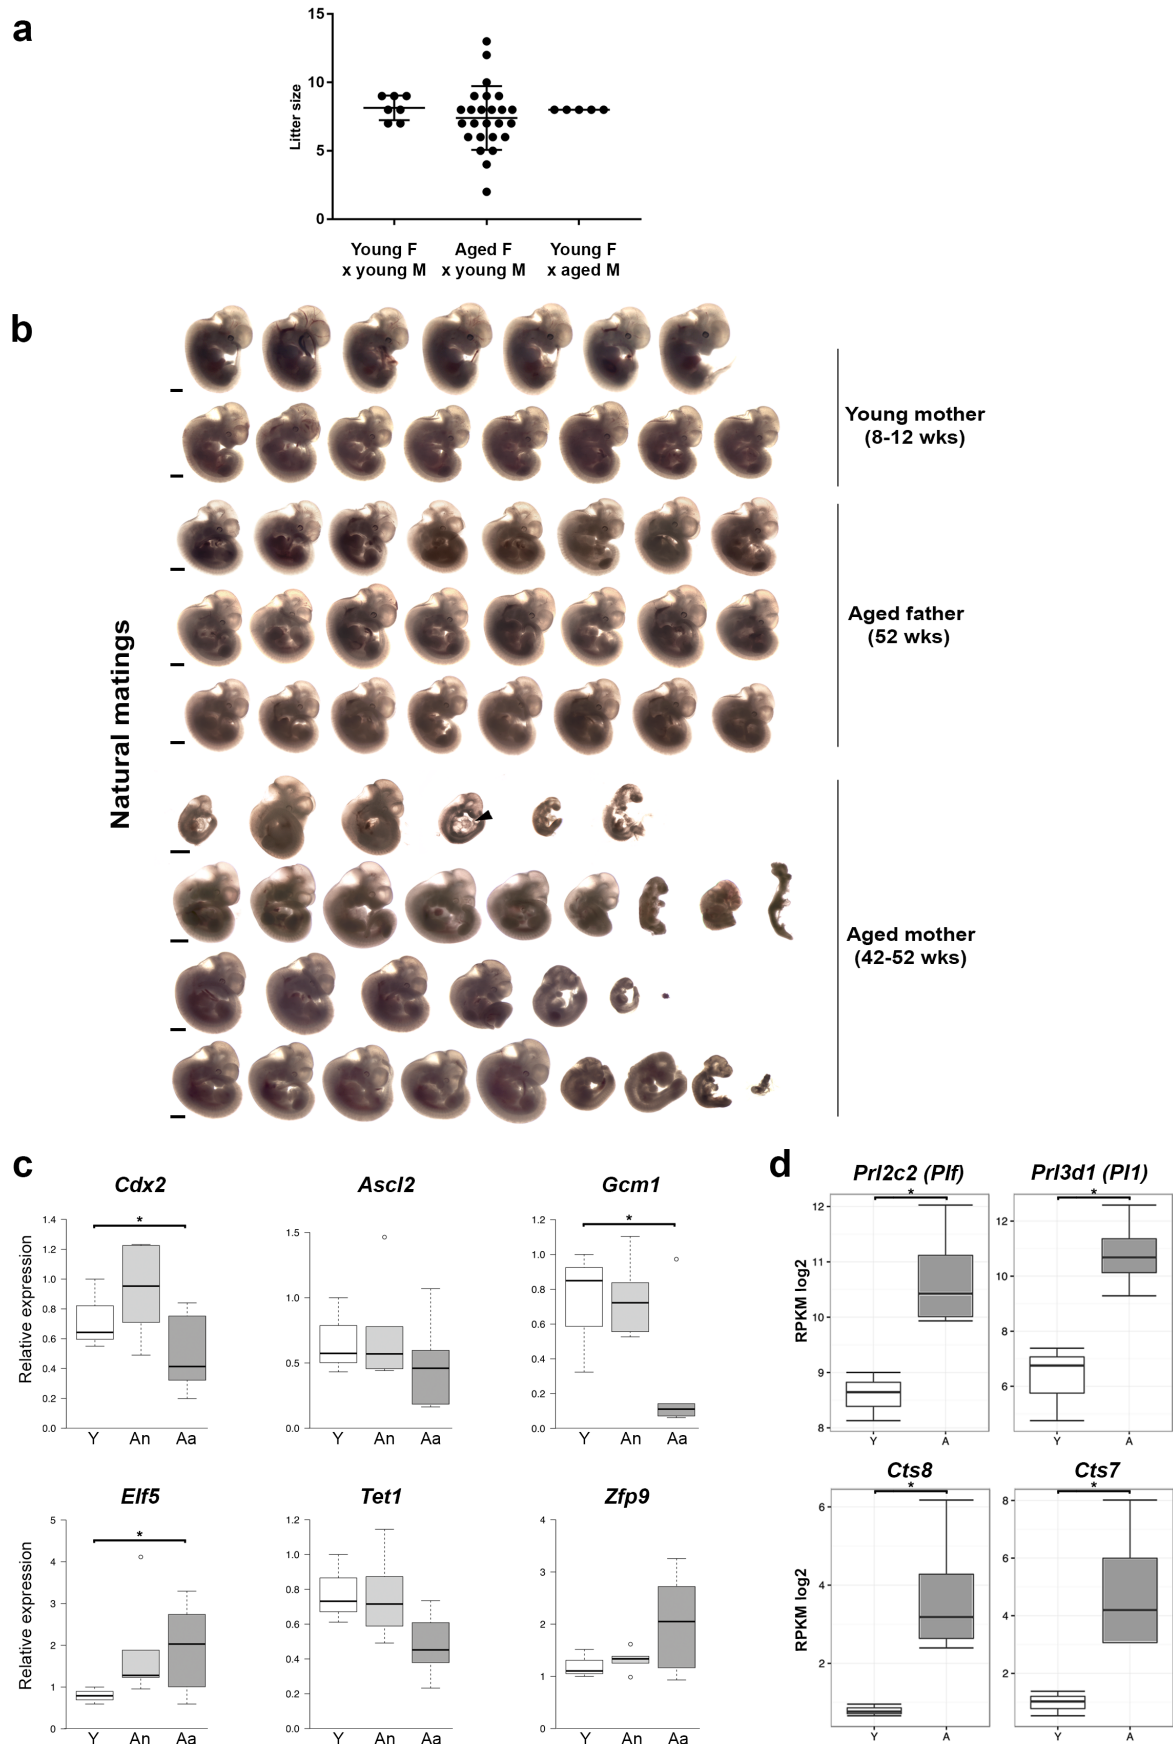

Supplementary Figure 1. Impact of maternal and paternal age on development. (a) Graph depicting the average litter size from different combinations of natural matings.

Each data point represents one litter. Scale bars: 1 mm. **(b)** Morphological analysis of E.115 embryos obtained from young (8-12 weeks old) females compared to embryos developed under the influence of aged (52 weeks old) C57BL/6 males or aged (42-52 weeks old) C57BL/6 females. Each row depicts one entire litter. Arrowhead indicates an example of an embryo with a pronounced pericardial edema. **(c)** Additional RT-qPCR analysis of placentas developed in young control ("Y", n = 3) and aged ("A") females divided into grossly normal ("An"; n = 6) or abnormal ("Aa"; n = 6). Markers analyzed encompass the trophoblast stem cell genes *Cdx2*, *Elf5* and *Tet1*, spongiotrophoblast and trophoblast giant cell marker *Ascl2* and *Zfp9*, and placental labyrinth expressed gene *Gcm1*. Data are represented as mean $\pm$ S.E.M. * = $p < 0.05$ (ANOVA with Holm-Bonferroni's post-hoc test). **(d)** Additional verification of up-regulated trophoblast giant cell marker gene expression in placentas of aged females determined by RNA-seq. Normalised read counts expressed as mean $\pm$ S.E.M. * = $p < 0.05$ (two-tailed *t*-test).

a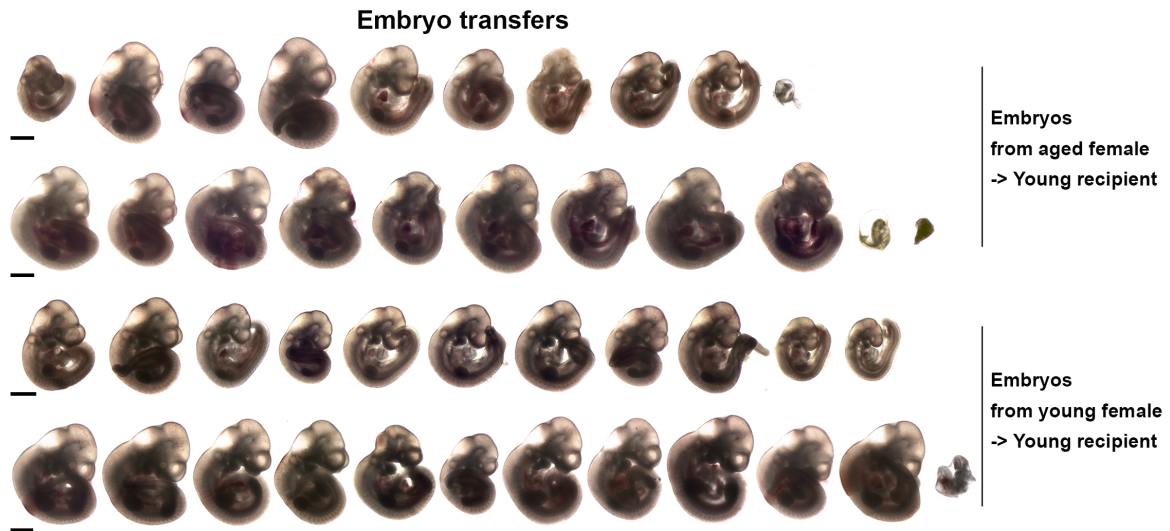**b**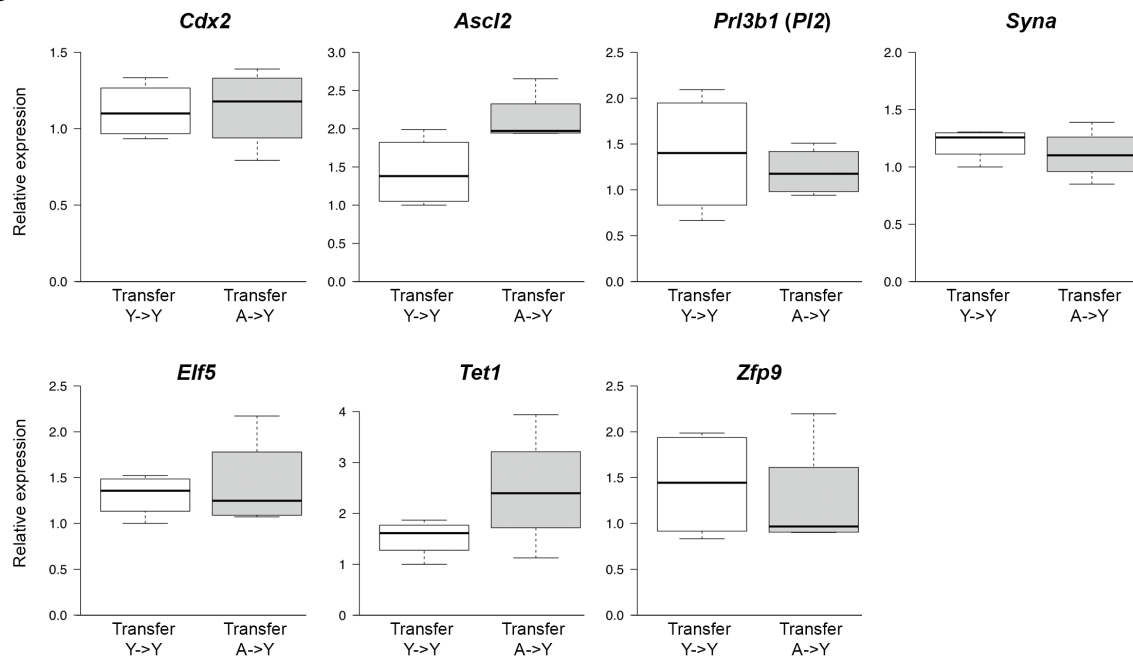

Supplementary Figure 2. Embryo transfer into young recipients rescues developmental defects. (a) Additional litters obtained from embryo transfers from aged to young (A->Y) recipient females, or from young to young (Y->Y) females as controls. Note the homogeneity of developmental progression of embryos derived from aged females developing in young females, compared to the litters shown in Fig. 1a and Suppl. Fig. 1b. Scale bars: 1mm. **(b)** RT-qPCR analysis of trophoblast markers in placentas of Y->Y and A->Y transfer conceptuses. No differences in expression levels are observed for any of the

genes tested (*t*-test), corroborating that placental development proceeds normally in A->Y transfer conceptuses. Data are mean $\pm$ S.E.M.

a

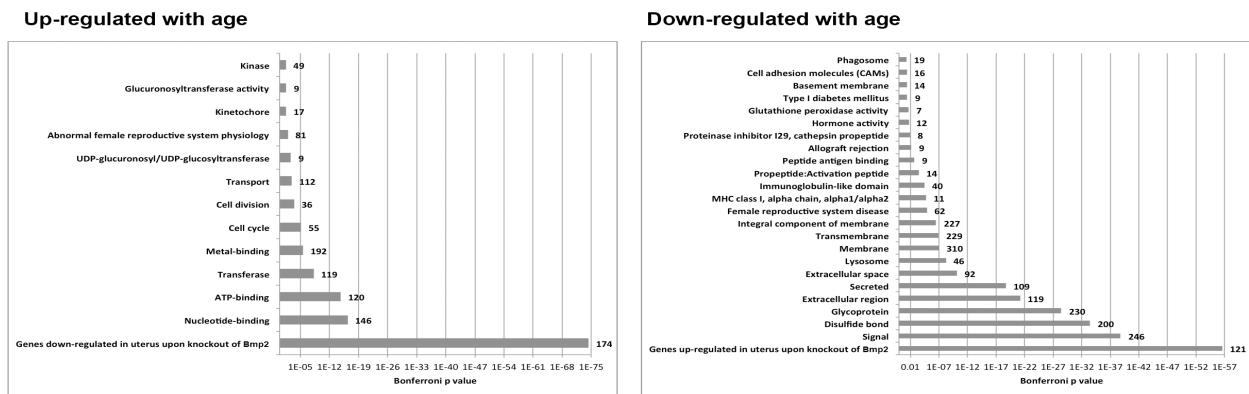

b

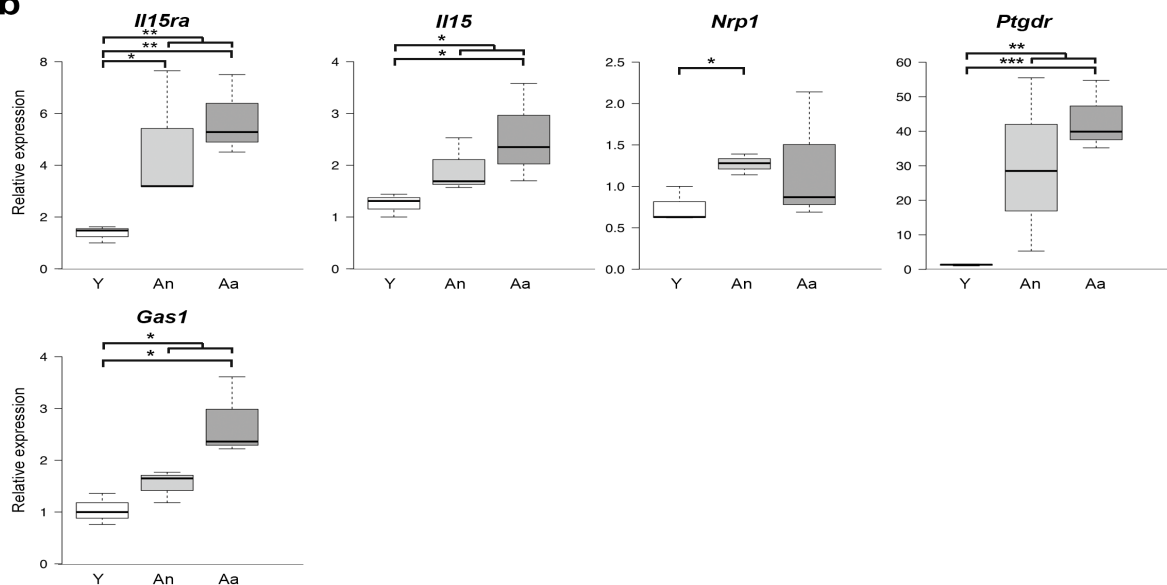

Supplementary Figure 3. Transcriptomic changes in E11.5 deciduas from young and aged females. (a) Gene ontology and gene set enrichment analysis, using the MSigDB database, performed separately on up- and down-regulated genes between E11.5 deciduas of conceptuses developed in aged and young females, as shown in Fig. 3a. **(b)** Additional validation of genes that were found up-regulated in the RNA-seq data: *Il15ra*, *Il15*, *Nrp1*, *Ptgd* and *Gas1* were confirmed to be more highly expressed in deciduas of conceptuses developed in aged females (An, Aa) compared to those developed in young females (Y). Samples are as in Fig. 1c, data are mean $\pm$ S.E.M. * = $p < 0.05$; ** = $p < 0.01$; *** = $p < 0.001$ (ANOVA with Holm-Bonferroni's post-hoc test).

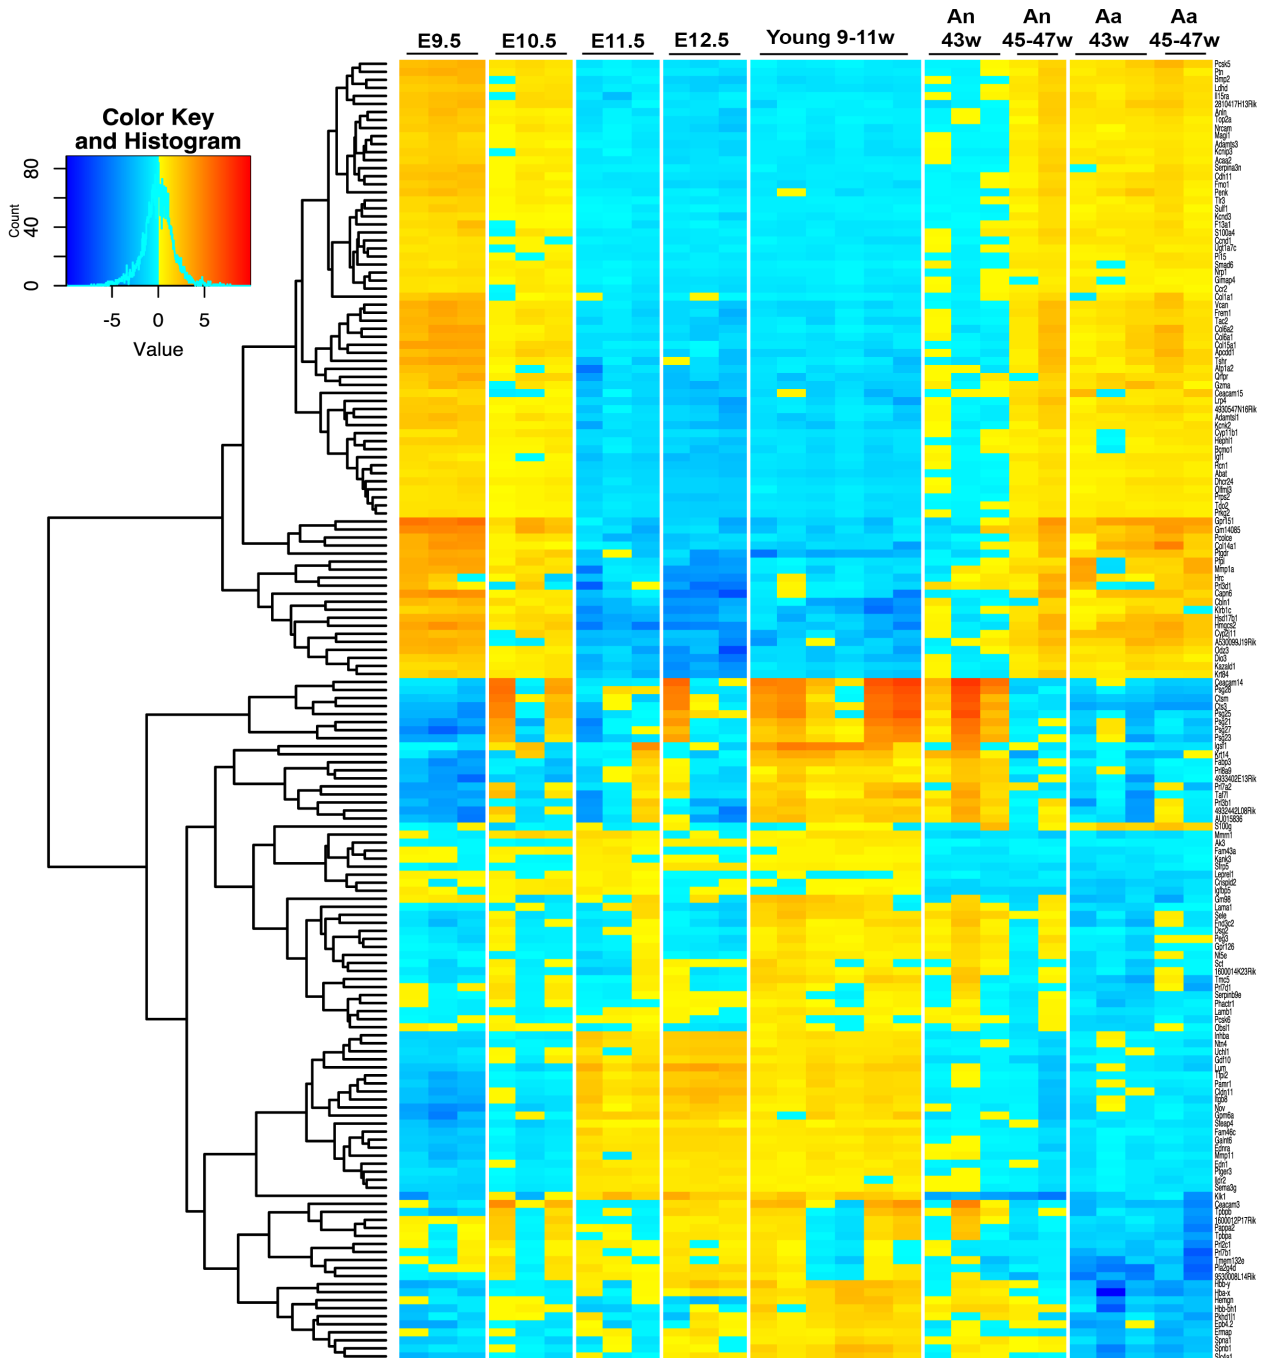

Supplementary Figure 4. Heatmap of differentially expressed genes integrated into developmental time course.

Heatmap showing differentially expressed genes from E9.5, E10.5, E11.5, E12.5 deciduas of pregnancies developed in young control B6 females that were integrated with the samples collected at E11.5 as shown in Fig. 3. Three independent deciduas from 3 litters each were dissected and sequenced for every developmental time point. Note that the gene expression profiles of E.11.5 aged deciduas resemble that of earlier developmental time points (E.9.5-E10.5) of samples from young females.

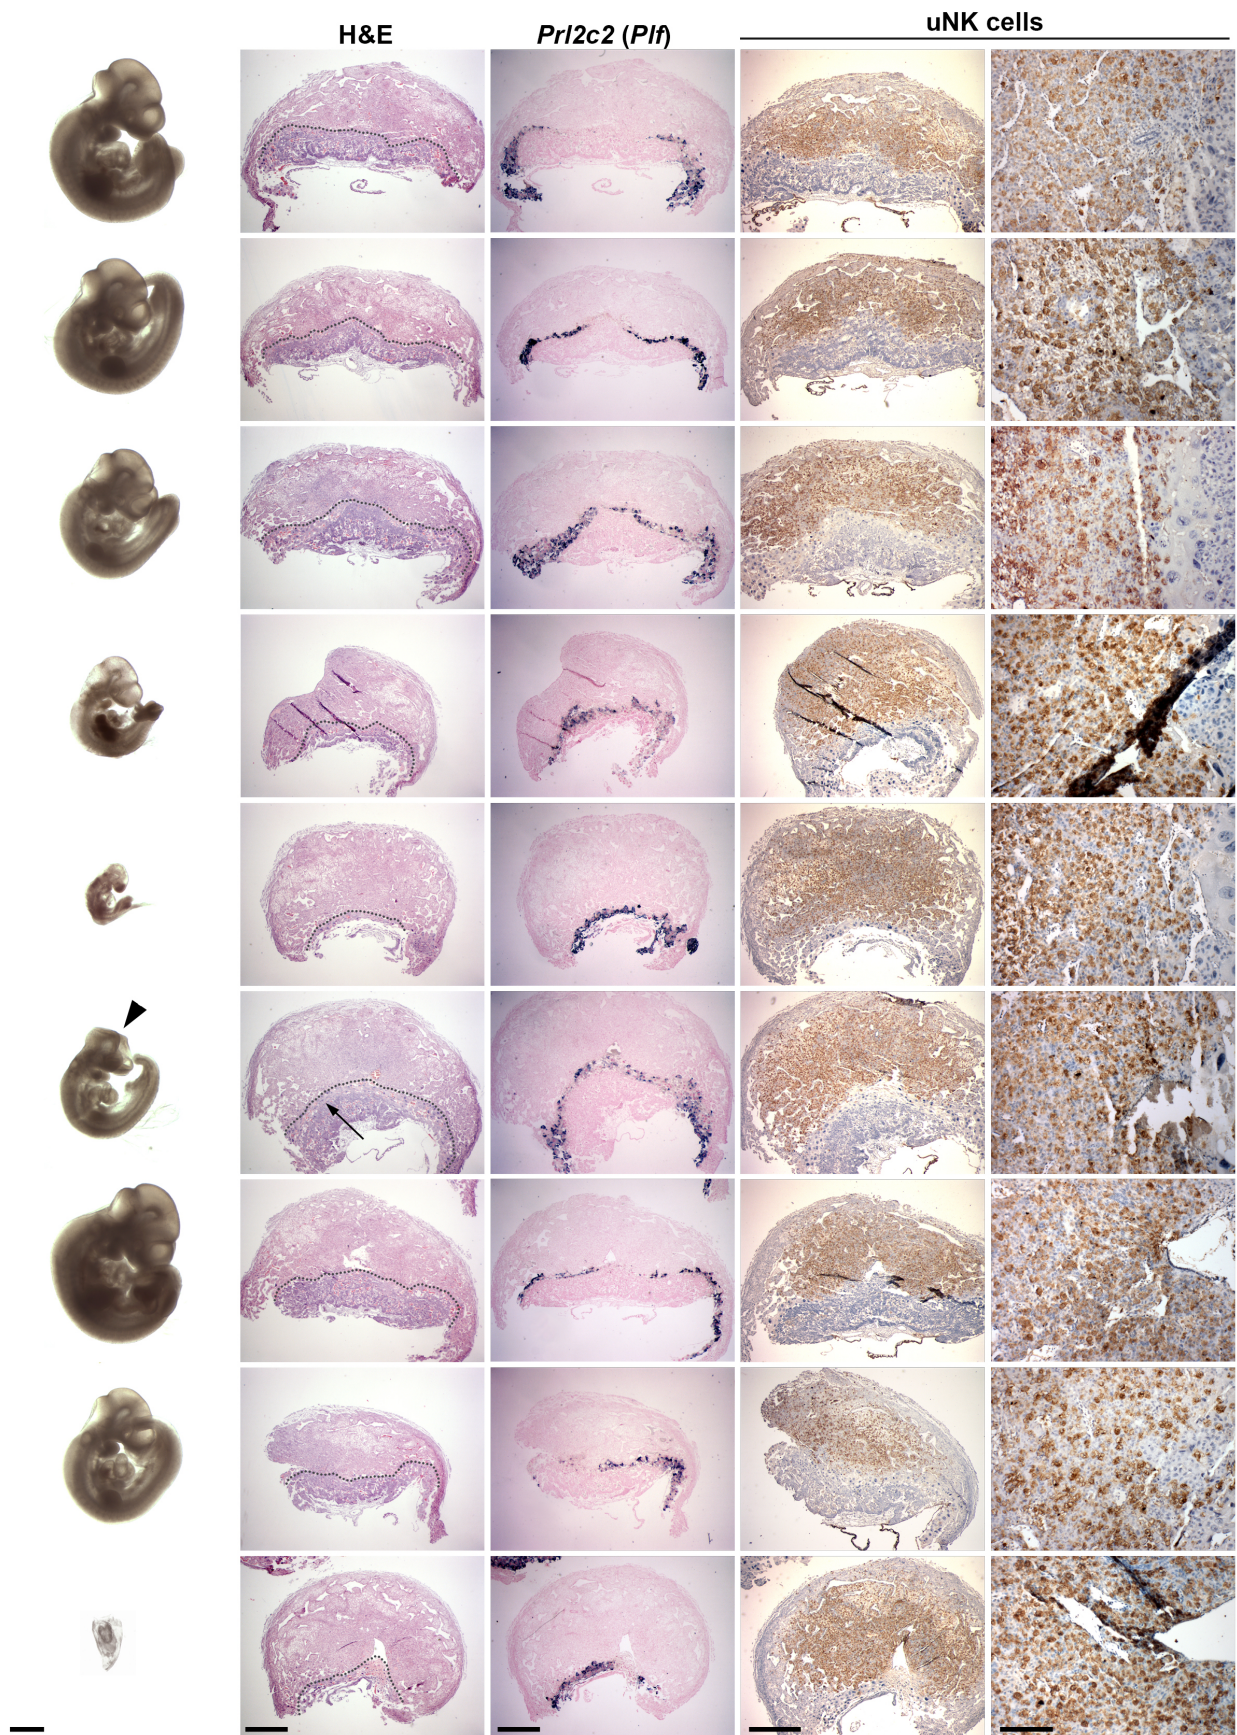

Supplementary Figure 5. Comparative embryo and placenta development of a litter developed in an aged (54-wk old) female. Morphology of E11.5 embryos and their corresponding placentas, assessed histologically by H&E staining, *in situ* hybridisation for the trophoblast giant cell marker *Prl2c2 (Plf)* and by staining for uNK cells using the *Dolichus biflores* agglutinin. As in Fig. 1, growth-retarded and/or abnormal embryos are associated with defective placentas, insofar as the trophoblast portion is severely under-developed (the dotted line indicates the boundary between the fetal trophoblast compartment and the maternal decidua) or the main direction of placentation is off-centre (arrow). Scale bars: 1st-4th column: 1 mm; 5th column: 200 µm.

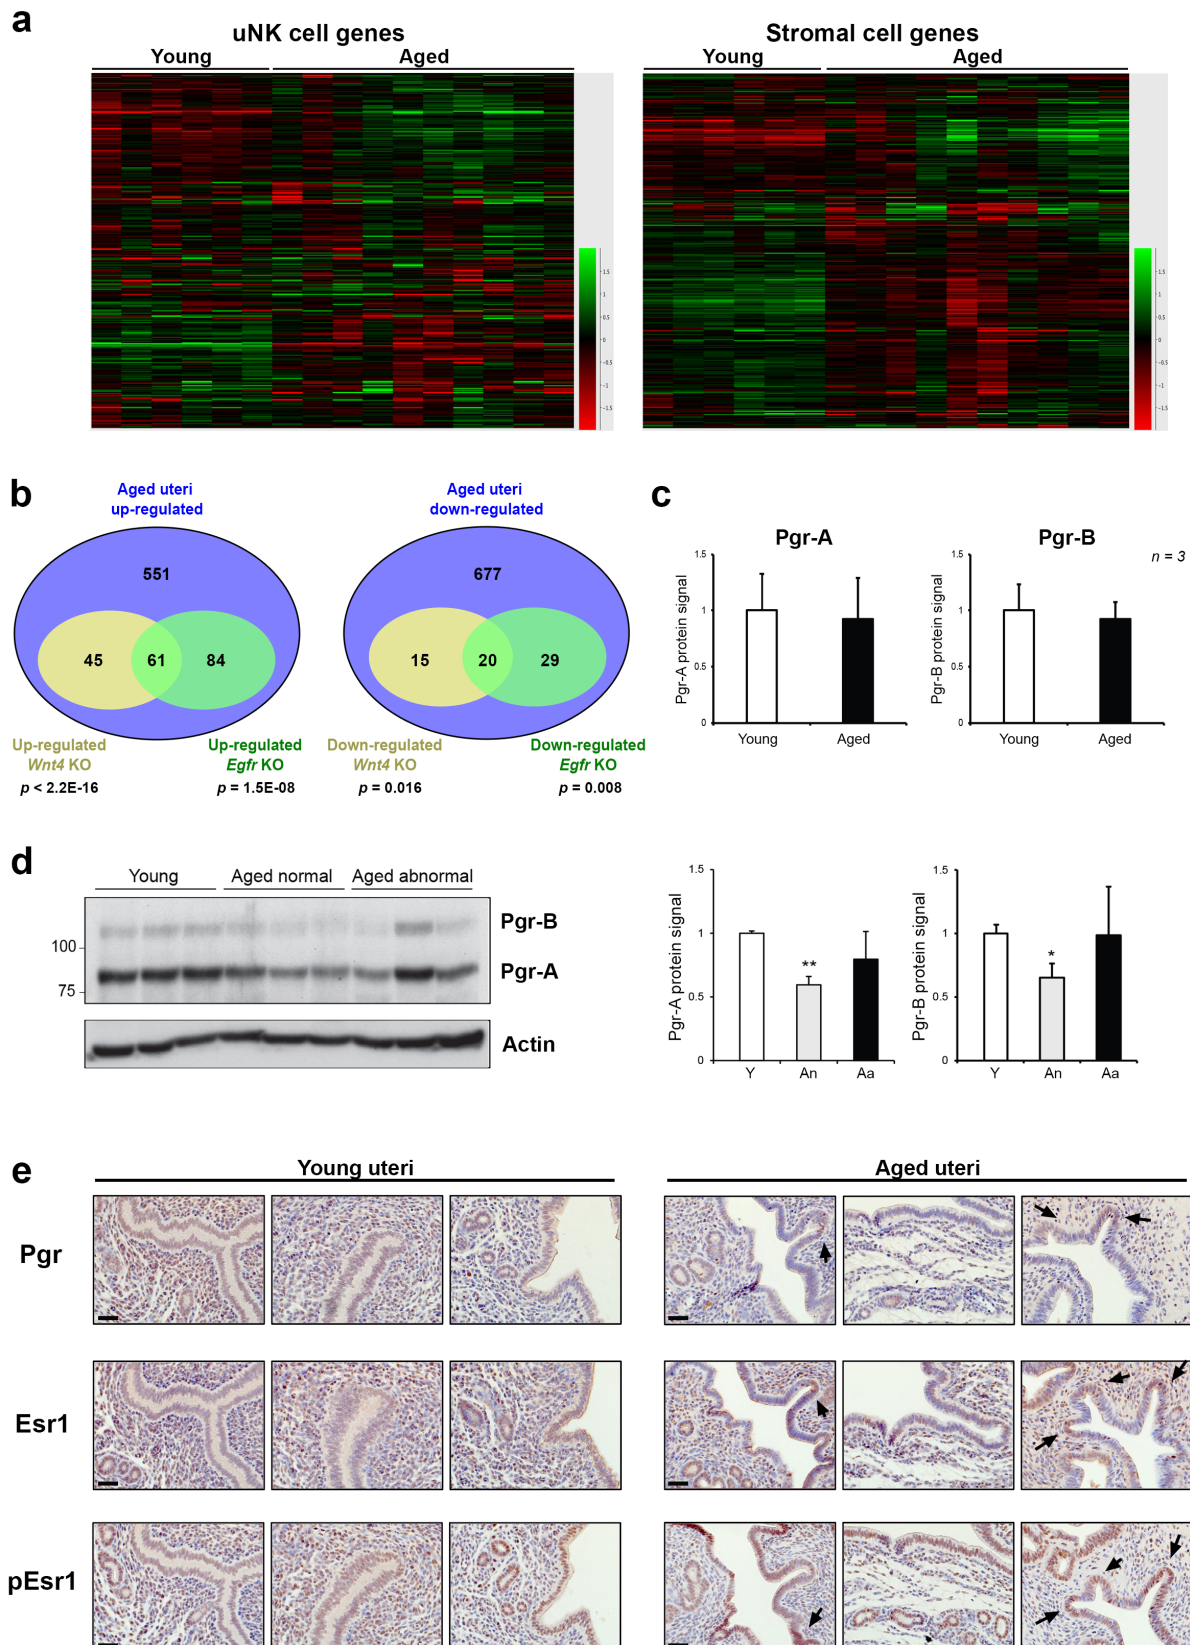

Supplementary Figure 6. Altered stromal cell response in aged females I. (a) Heatmap depicting the expression profiles of genes identified as characteristic of uNK or decidual stromal cells¹ in deciduas from young or aged females. The stromal cell signature

distinguishes young from aged samples more clearly than the uNK cell signature, indicating that stromal cells are more severely affected in aged deciduas **(b)** Venn diagrams of genes commonly up- and down-regulated during decidualisation in knockouts for *Egfr*, *Wnt4* and aged E3.5 uteri. **(c)** Progesterone receptor (Pgr) isoform -A and -B expression levels in uterine stromal cells from young and aged females, determined by Western blot. Uterine stromal cells were isolated from E3.5 young and aged mice, grown *in vitro* for 2 days and analysed. Graphs show Pgr protein signal intensity normalised against Actin and relative to young mice (mean $\pm$ S.E.M., n = 3). **(d)** Western blot for Pgr on E11.5 deciduas from young and aged females, the latter grouped into those that were attached to a grossly normal embryo ("Aged normal", "An") and those associated with an overtly abnormal embryo ("Aged abnormal", "Aa"). Graphs show Pgr protein levels normalised to actin and relative to young mice (mean $\pm$ S.E.M., n = 3). * = $p < 0.05$; ** = $p < 0.01$ (ANOVA with Holm-Bonferroni's post-hoc test). **(e)** Histological examination of representative E3.5 uteri from young and aged mice (both mated with vasectomised males) and stained for Pgr, Esr1 and pEsr1. Arrows show mosaic staining pattern observed in the luminal epithelium of aged mice. Scale bars: 100 μ m.

a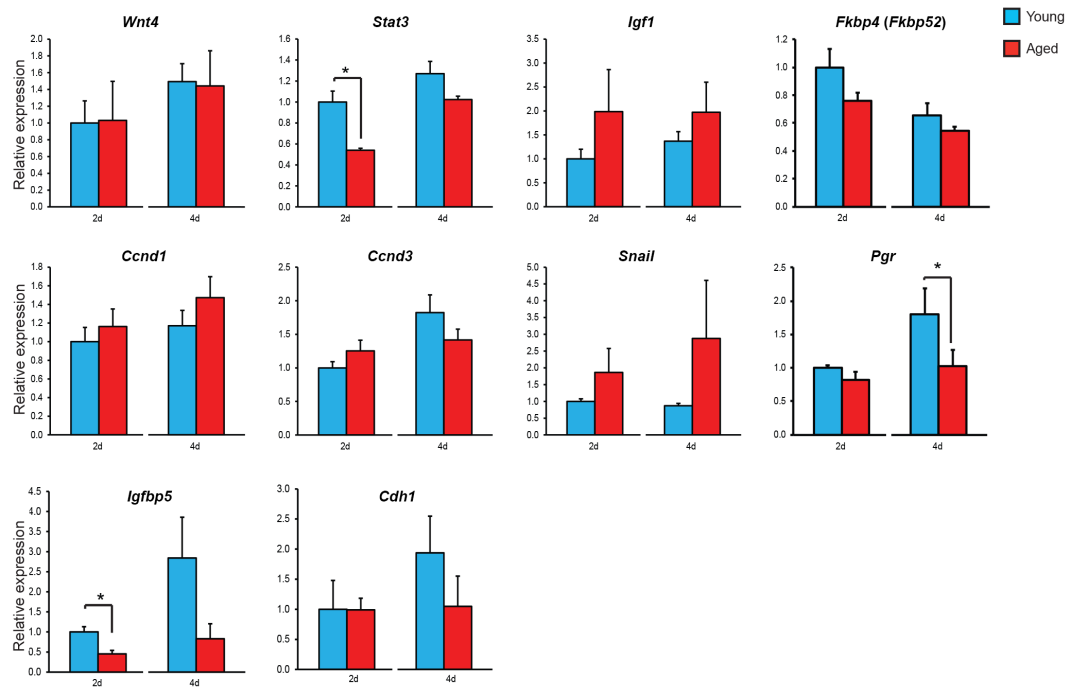**b**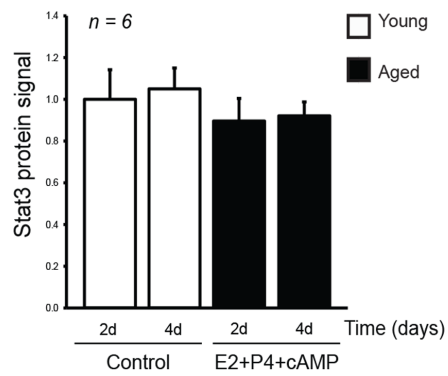**c**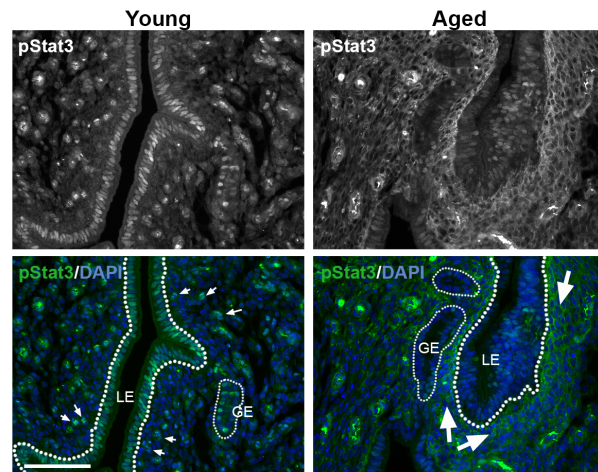**d**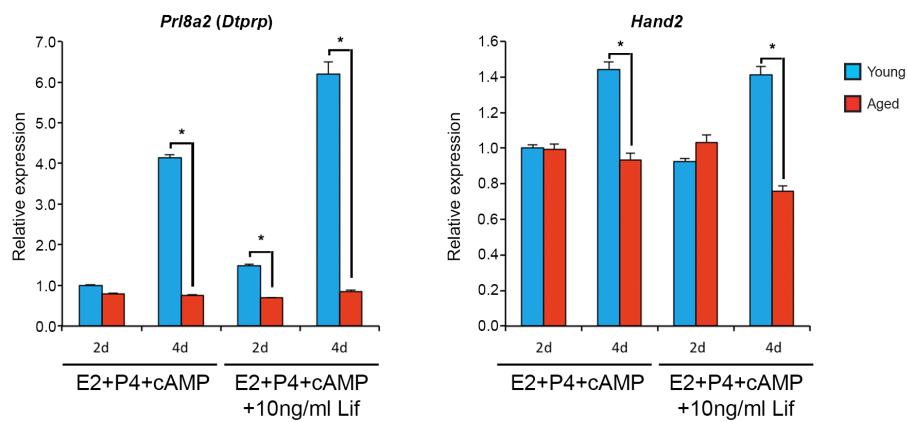

Supplementary Figure 7. Altered stromal cell response in aged females II. **(a)** Additional RT-qPCR analyses of genes with key roles in decidualisation in stimulated decidual stromal cells. $\ast = p < 0.05$ ($n = 3$, pairwise one-tailed t -test) **(b)** Western blot quantification of Stat3 protein signal in stimulated decidual stromal cells of young and aged females. Graph shows Stat3 protein levels normalised to Actin and shown relative to levels in 2d young mice ($n = 6$). **(c)** Immunofluorescence staining for pStat3 on E3.5 uteri of young and aged females. The dotted lines demarcate the boundary between luminal (LE) or glandular (GE) epithelium and the stromal cell compartment. Small arrowheads in the young sample highlight nuclear pStat3 staining in stromal cells. Large arrowheads in the aged sample point to the striking exclusion of pStat3 from nuclei of stromal cells. Nuclear pStat3 is also markedly reduced in GE and LE cells of aged uteri. Scale bar: 100 μm . **(d)** *In vitro* decidualisation of endometrial stromal cells as in Fig. 6e in standard conditions (E2+P4+cAMP) and in the presence of added Lif as activator of Stat signalling. $\ast = p < 0.05$ ($n = 3$; ANOVA with Holm-Bonferroni's post-hoc test). All data are mean $\pm$ S.E.M.

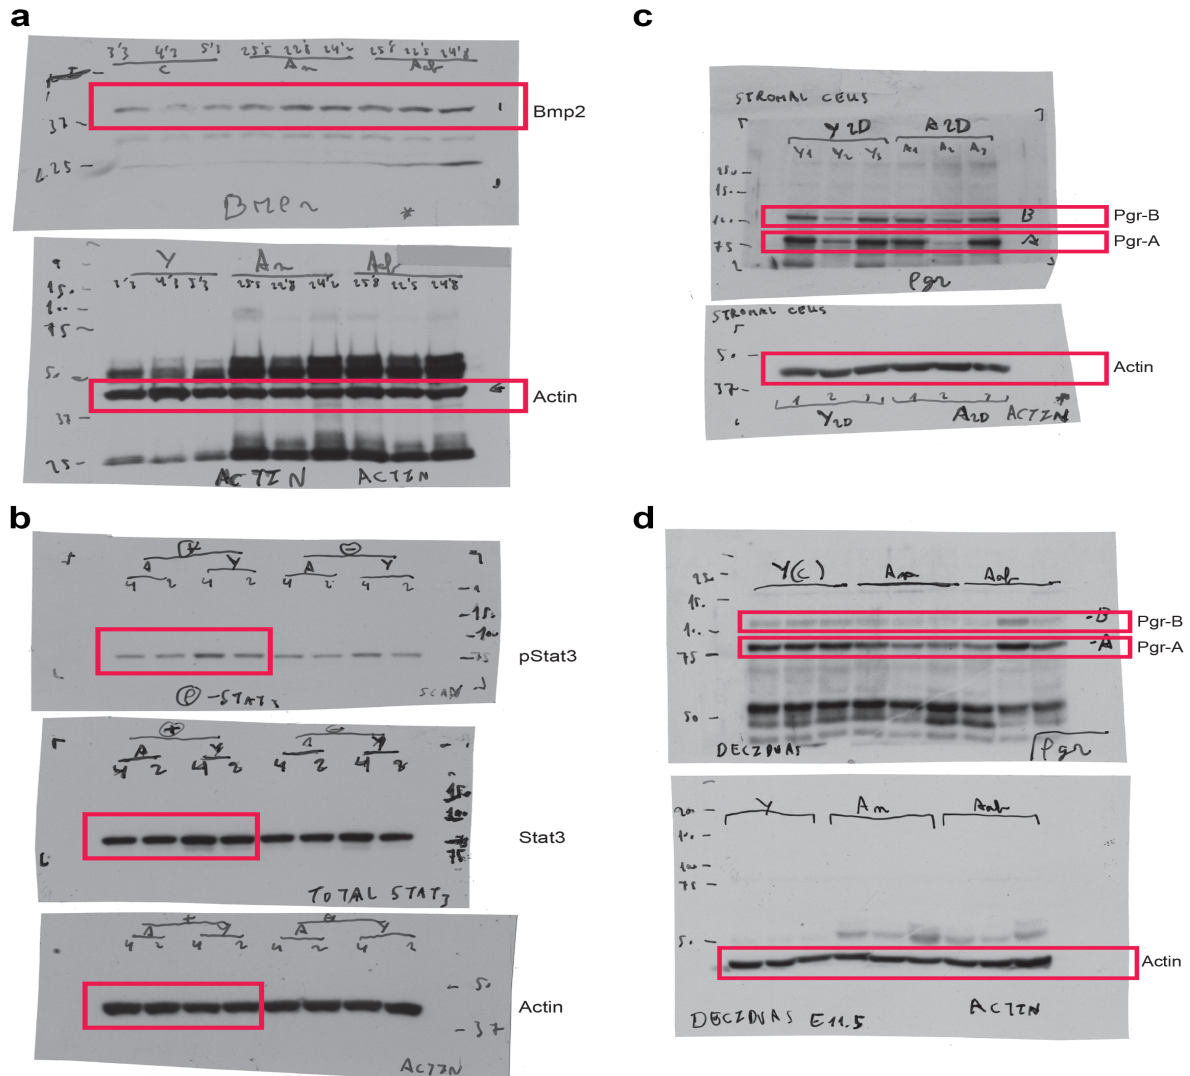

Supplementary Figure 8. Primary scans of Western blots. (a) Primary scans of Western blots as in Figure 3c. (b) Primary scans of Western blots as in Figure 6f and Supplementary Figure 7b. (c) Primary scans of Western blots as in Supplementary Figure 6c. (d) Primary scans of Western blots as in Supplementary Figure 6d.

Supplementary Table 1. qPCR primer sequences.

Gene	Sequence	
<i>Ascl2</i>	F	AGCCCGATGGAGCAGGAG
	R	CCGAGCAGAGGTCAGTCAGC
<i>Bmp2</i>	F	CCTGAAGCAGAGACCCACCC
	R	CTGGAAGTTCCTCCACGGCT
<i>Ccnd1</i>	F	CAGACCTTTGTGGCCCTCTGT
	R	GTTGTGCGGTAGCAGGAGAGG
<i>Ccnd3</i>	F	GCTCCAACCTTCTCAGTTGC
	R	AGCTAAGCAGCAAGCAAAGC
<i>Cdh1</i>	F	GAACGGTGGTCAAAGAGCCC
	R	CGAGTCACTTCCGGTCGGG
<i>Cdx2</i>	F	AGTGAGCTGGCTGCCACACT
	R	GCTGCTGCTGCTTCTTCTTGA
<i>Ctsq</i>	F	AATTGGCTATGGTTATGTGGGA
	R	TCACACAGTAGGGTATTGGG
<i>Elf5</i>	F	ATTCGCTCGCAAGGTTACTCC
	R	GGATGCCACAGTTCTCTTCAGG
<i>Eomes</i>	F	TCGCTGTGACGGCCTACCAA
	R	AGGGGAATCCGTGGGAGATGGA
<i>Esrrb</i>	F	AGTACAAGCGACGGCTGG
	R	CCTAGTAGATTCGAGACGATCTTAGTCA
<i>Fkbp4</i><br>(<i>Fkbp52</i>)	F	GTCTGGACCGCAAGGACAAA
	R	ATGTGGCACACTTCCCCAC
<i>Gas1</i>	F	CGAATCGGTCAAAGAGAACA
	R	GCTCGTCGTCATATTCTTCG
<i>Gcm1</i>	F	ACCCCTGAAGCTTATTCCCT
	R	TCGCCTTTGGACTGGAAA
<i>Gdf10</i>	F	ACAACCGAAGAGGTGCTCCA
	R	GAAGGCGGCTGTGAGGATCA
<i>Hand2</i>	F	CCAGCTACATCGCCTACCTC
	R	CTTGTCGTTGCTGCTCACTG

<i>Hoxa10</i>	F	CTGTCTCCAGCCCCCTTCAGAAA
	R	AGTTGGCTGCATTTTCGCCTT
<i>Igf1</i>	F	CGATGGGGAAAATCAGCAGCC
	R	GCAGAGCGCCAGGTAGAAGA
<i>Igfbp5</i>	F	GCCCAACTGTGACCGCAAAG
	R	CACCAGCAGATGCCACGTTT
<i>Il15</i>	F	TCCACCTTGACACATGGCCC
	R	GCTTCCAGCTGCCATCCATC
<i>Il15ra</i>	F	TCCTCTTGGTTGGTGCAGGG
	R	GGTTTCCACCTCAACACGGC
<i>Nr2f2</i><br>(<i>Coup-tfII</i>)	F	GCCAGTACTGCCGCCTCAA
	R	CAAACCTGCCCCGTGGGTAGGC
<i>Nrp1</i>	F	CCAAGCTCCGGAACCCTACC
	R	AAGGGCCCTGAAGACACCAC
<i>Pgr</i>	F	GGTGGGCCTTCCTAACGAG
	R	GACCACATCAGGCTCAATGCT
<i>PrI3b1</i><br>(<i>PI2</i>)	F	GCACTCGGGGAACAGCAGCC
	R	ACTGCCAGCAACAGGAGTGCC
<i>PrI2c2</i><br>(<i>PIf</i>)	F	AACGCAGTCCGGAACGGGG
	R	TGTCTAGGCAGCTGATCATGCCA
<i>PrI8a2</i><br>(<i>Dtprp</i>)	F	CAAACCCACCAGCTCATGGAC
	R	AGGAGTGATCCATGCACCCATAA
<i>Ptgdr</i>	F	CACCATGTGTTCCCTGCCTT
	R	GAAACGCAAGGCTTGGAGGT
<i>Ptger3</i>	F	TGAACCAGATCTTGGATCCCTGG
	R	GGTTGTTTCATCATCTGGCAGAACTT
<i>Sdha</i>	F	TGGTGAGAACAAGAAGGCATCA
	R	CGCCTACAACCACAGCATCA
<i>Sfrp5</i>	F	TTCCCCCTGGACAACGACCT
	R	CGCTGTGCTCCATCTCACACT
<i>Snail</i>	F	TGCACGACCTGTGGAAAGGC
	R	AAGCACGGTTGCAGTGGGAG
<i>Stat3</i>	F	CTTGTCTACCTCTACCCCGACAT

	R	GATCCATGTCAAACGTGAGCG
<i>Syna</i>	F	CCTCACCTCCCAGGCCCTC
	R	GGCAGGGAGTTTGCCACGA
<i>Synb</i>	F	TCCGGAAAGGGACCTGCCCA
	R	CAGCAGTAGTGCGGGGTGCC
<i>Tet1</i>	F	GAGCCTGTTCTCGATGTGG
	R	CAAACCCACCTGAGGCTGTT
<i>Tpbpa</i>	F	ACTGGAGTGCCCAGCACAGC
	R	GCAGTTCAGCATCCAAGTGGC
<i>Wnt4</i>	F	CTCCTCGTCTTCGCCGTGTT
	R	GAGATGCTGCCACCGATGA
<i>Zfp9</i>	F	ACCAGGAAACACACCAAGA
	R	CGGTGAGGGCTGACTTCTG

Supplementary References

1. Nelson, A. C., Mould, A. W., Bikoff, E. K. & Robertson, E. J. Single-cell RNA-seq reveals cell type-specific transcriptional signatures at the maternal-foetal interface during pregnancy. *Nat. Commun.* **7**, 11414 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

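Messenger RNA was measured by strand-specific, single-end RNA-seq in 34 mouse libraries. These were 6 young (Y), 5 aged normal (An) and 5 aged abnormal (Aa) deciduas of E11.5, 12 young deciduas of a time course from E9.5 to E12.5 (3 on each day), and uterine tissue of E3.5 from 3 young and 3 aged females. Conditions, replicate numbers and ages were taken from the sample labels and the study, and every library was mapped to a condition.

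The values deposited by the authors are raw read counts per gene, whole numbers that are not normalised, for 25965 gene rows. According to the study and the submitters' processing notes, the authors trimmed the reads with Trim Galore 0.3.8, mapped them with TopHat2 2.0.12 to GRCm38, counted them per gene in SeqMonk and tested them with DESeq2 and with an intensity difference filter. Of these rows, 124 share a symbol with another row (58 symbols), and they were kept apart. Genes of families with similar sequences, such as the Psg, Prl, Ceacam, cathepsin and Sprr2 genes, may share reads, so their values are uncertain. The intensity difference filter was not run here, and the values used here are the counts of the authors with no step undone.

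Total counts per library had a median of 15941356 in Y, 15274547 in An and 14878476 in Aa deciduas. In the time course they ranged from 9956405 to 27899851 at E9.5, from 5288327 to 32820970 at E10.5, from 10339405 to 41626087 at E11.5 and from 9003242 to 35285428 at E12.5. In the uteri they ranged from 16139664 to 19462108. Over 53 pairs of libraries of one group, the chi-square per degree of freedom was between 10.0 and 260, so no pair differed by less than the sampling noise and every library was counted as 1 replicate.

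Counts were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3) after filterByExpr (minimum count 10, minimum total count 15), and p-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. The Y, An and Aa deciduas entered 1 fit of 3 groups, the time course 1 fit of 4 groups and the uteri 1 fit of 2 groups. Deciduas of 45 or 47 weeks were compared with those of 43 weeks with An or Aa as an additive term. The difference of the age effects between deciduas and uteri was tested as an interaction in 1 fit of 5 groups. Log2 CPM used a prior count of 2. Gene lists were tested with camera (preset correlation 0.01, and an estimated one) and fry of limma 3.58.1, with adjustment over the lists. The principal components used the rlog of DESeq2 1.42.0 over the 500 most variable genes of the 28 deciduas. The stage of each E11.5 decidua was read as the nearest point on the path through the 4 day centroids of the young time course, over genes that changed among the days. Single values per decidua were compared by exact permutation tests, two-sided.

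The samples, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined, apart from the tests that the additional observations name as chosen later. Per comparison the rule takes the 10 largest rises and the 10 largest falls among called genes with a mean log2 CPM of at least 3 and the same direction in every library against the mean of the control group. It adds every gene that the study names for the experiment and up to 4 members of each described list, namely the passing members with the largest change and those that the study names. Further members of a list that the text names, to complete a small count or to show a group in another comparison, were chosen after their values were seen. The tables of the study had been read before this rule was written. The lists were written from the study and general knowledge of the tissue.

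Each test was tested on simulated counts drawn from the means, spreads and library sizes of the real samples, with 200 genes changed by known folds. Of the genes changed 2-fold edgeR called 79.1% between aged and young deciduas over 13710 genes, 65.7% between Aa and An, 59.7% between 45- or 47-week and 43-week deciduas over 14037 genes, 50.7% between E12.5 and E11.5 over 13372 genes and 19.4% for the interaction over 15674 genes. The mean placement of simulated profiles drawn on the path of the time course erred by at most 0.00565 days over 13 simulated days and 3772 genes. This is the error of a mean and not of a single decidua. Left-out time-course deciduas of E11.5 had a SD of 0.38 days.

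The alternatives were DESeq2's Wald test, RLE and upper quartile scaling, no filter on low counts, a mean of at least 20 counts, each library left out in turn and the replicate number as a block. Others were the 3 young time-course deciduas of E11.5 added to the young group, 2 groups in place of 3, the counts of An and Aa deciduas of one number added, and the mean of the trophoblast, erythroid or epithelial genes as a covariate. The fetal lists were also removed, and the spread was taken from all 34 libraries. The principal components were repeated with log2 CPM, with 1000 genes and without the fetal lists, and the stage with 500 genes, other distances and other sets of genes. Libraries with more than 17000000 counts were compared apart from the shallower ones. No read-level step was repeated, and the knockout data, in vitro experiments and other measurements of the study were not analysed here.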

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

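The tests of the oestrogen-induced genes at E3.5, of the trophoblast mean in An and in Aa deciduas taken apart, of the trophoblast genes beside the red blood cell genes in An deciduas and of the globins of Aa deciduas beside the time course were chosen after the results were seen, as were all comparisons by depth of library.

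Of 54 groups of samples tested for a single sample far from the others 3 held one, where chance gives 2.7. The decidua of An replicate 5, from a female of 47 weeks, was placed at day 9.87 and the other An deciduas between 10.73 and 10.88. The decidua of Aa replicate 2, from a female of 43 weeks, was placed at day 10.87 and the other Aa deciduas between 10.14 and 10.27. In Aa replicate 4 *Bmp2* stood at 7.95 (log2 of CPM + 1), above 7.37 to 7.50 in the other Aa deciduas.

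The age difference of E11.5 deciduas differed from that of E3.5 uteri in 2321 of 15674 genes (edgeR interaction, 1115 higher and 1206 lower at E11.5), and in 4456 genes without aged uterus replicate 1. That fit shares its spread per gene between deciduas and uteri, though the aged uteri differ more among themselves. Splits with shuffled labels called up to 1565 genes, so the count and the p-values of this fit are uncertain. For *Bmp2*, lower in 3 of 3 aged uteri and higher in aged deciduas, the difference between the age effects was 3.21 ± 0.49 (log2, SE, adjusted p = 0.000214, edgeR). Between Aa and An deciduas 28 genes differed. Of the erythroid genes, which the study does not discuss, 12 were lower in aged deciduas. Of the trophoblast genes, some of which it measures in placentas by RT-qPCR, 25 were lower in Aa deciduas. The oestrogen-induced list, of which it discusses *Ltf* and *Muc1*, stood 2.75 (log2) above the young mean in aged uterus replicate 3, and 2.41 above it without these genes.

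Deciduas of 45 or 47 weeks and of 43 weeks differed in 214 genes, and all libraries of the first were deeper than 17000000 counts and all of the second shallower. If depth were the cause, the young deciduas, which hold 3 libraries of each depth, would differ in these genes by a like amount. Their signed median difference was 0.106 (log2) where the median age difference was 0.597, a ratio of 0.177 (0.137 to 0.214 with 1 young library left out), which argues against depth as the whole cause. Depth, or another difference that goes with it, may still account for part. In the young deciduas 155 of the 214 genes had the same sign, and 61 genes were called once the young difference was subtracted. *Lrrc17* was at 24.5 to 32.0 CPM in the deeper and 0.104 to 0.299 CPM in the shallower young libraries. As CPM are scaled to the size of the library, depth alone would not give this difference. What else differed between the depth classes is not known here and cannot be told apart from age. Maternal age between 43 and 47 weeks stays open as the biological explanation.

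Aged deciduas had less red blood cell RNA than Y deciduas, and Aa deciduas less trophoblast RNA. The calls between aged and young deciduas could thus follow the amount of fetal tissue. The 3 young E11.5 deciduas of the time course also stood below Y. Their erythroid mean was 1.52 ± 0.39 log2 CPM (SD), against 2.35 ± 0.36 in Y, 1.60 ± 0.27 in An and 0.215 ± 0.491 in Aa. Their trophoblast mean was 2.90 ± 0.88, against 4.62 ± 0.85 in Y, 4.35 ± 1.21 in An and 2.70 ± 0.55 in Aa. The 2 young sets thus differed about as much as Y from An (erythroid) or from Aa (trophoblast). With the trophoblast mean as a covariate 87.1% of 919 genes outside the fetal lists stayed called in An deciduas (median log2 size 0.720 before and 0.705 after), which argues against trophoblast RNA there, while 5.65% of 1735 stayed called in Aa deciduas, where the median size went from 0.698 to 0.569 and the median SE from 0.163 to 0.217, and 40.5% of 2069 over An and Aa together (0.551 to 0.508). In Aa deciduas trophoblast RNA thus stays open, since the calls ended both through smaller folds and through larger errors. In An deciduas the trophoblast genes had a median log2 fold change of −0.025 and the erythroid genes −1.16, which argues against less trophoblast tissue as the source of the fall in red blood cell genes. In Aa deciduas 11 of 15 lower red blood cell genes stayed called with the trophoblast mean (median −3.65 before and −3.39 after), and 3 of 5 lay below 2.89 (log2 CPM), the lowest globin mean at E9.5 and E10.5, so that less trophoblast tissue and an earlier stage cannot be told apart from a difference that goes with the abnormal embryo.

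Oestrogen-induced epithelial genes were 0.42, 2.71 and 2.75 (log2) above the young mean in the 3 aged E3.5 uteri, against −0.31 to 0.30 in the young ones. Poor RNA quality is argued against, as the aged uterus with the lowest mitochondrial share (7.80%) had an oestrogen-induced mean 2.41 above the highest young uterus. A larger epithelial share of the tissue cannot be told apart from induction, because the rise exceeded that of the epithelial list by −0.386 in replicate 1 and by 1.16 and 1.26 in replicates 2 and 3, and the 3 animals differ too much to decide. With the epithelial mean as a covariate *Ltf* went from 6.73 to −1.95 ± 1.46 and 8 of the 10 candidate regulators of the study changed sign. That mean was 6.04 to 6.49 log2 CPM in young and 7.03 to 7.78 in aged uteri, so as a covariate it overlaps with age. The changed signs thus cannot tell the make-up of the dissected tissue from age. Maternal age stays open as the biological explanation.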

How the results depend on the processing

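The depth term, the deeper and the shallower libraries alone, the subtraction of the young depth difference, the time course without its replicates 3, the removal of mitochondrial genes, the alternatives of *Csf1* other than DESeq2, RLE and upper quartile scaling, the 9 young deciduas, the trophoblast covariate and single deciduas left out, the score against young deciduas of like depth, the splits kept within An and Aa, the alternatives of the stage between the ages and those of the distance from the path were chosen after the data were seen.

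The counts of called genes stayed within 1.5 times under 11 of 15 alternatives for aged against young deciduas (0 to 2845), 8 of 10 for Aa (0 to 2258) and 7 of 10 for An against young (101 to 1455), 6 of 8 for Aa against An (0 to 127), 7 of 7 at E9.5 (2729 to 3914), 6 of 7 at E10.5 (849 to 1607), 3 of 7 at E12.5 (0 to 713), 4 of 9 at E3.5 (0 to 3376), 5 of 5 for the interaction (2119 to 2918) and 3 of 6 for 45 or 47 against 43 weeks (61 to 922). *Csf1* was lower under all 16 alternatives (−1.27 to −0.30) and called under 14, but not with the erythroid mean as a covariate (−0.30) or in the deeper libraries alone (−0.86). The stage of aged deciduas was earlier under 9 of 9 (−1.12 to −0.687 days), and the principal component value of −0.433 stayed between −0.497 and −0.388. The deregulation score of 45 or 47 against 43 weeks differed by 0.256 over time-course genes (exact permutation test, p = 0.0286), past the threshold that the 162 genes miss (p = 0.050 with the splits kept within An and Aa). The stage of 45 or 47 against 43 weeks, −0.407 days and not past the threshold over all splits, was past it with splits kept within An and Aa (−0.407), with the 500 genes of smallest p (−0.439), without the fetal lists (−0.483), with genes that trend in one direction (−0.442), with genes scaled by their SD (−0.588), with shifted centroids (−0.645) and without time-course replicate 1 (−0.489), and not by correlation (−0.250) or with rlog values (−0.411). The cause was not tested for any of these changes. Of genes changed 2-fold in simulated counts edgeR called none at E3.5 (0 of 67), 19.4% for the interaction, 50.7% to 64.2% in the time course and 59.7% to 79.1% in the E11.5 comparisons. The shallower libraries alone (9023433 to 15274547 counts, 6 aged and 3 Y deciduas) gave 651 calls and the deeper ones alone (4 and 3) 1926, and among aged deciduas depth goes with age.

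DESeq2 called 127 genes between Aa and An, 362 at E12.5, 1787 at E3.5 and 922 between 45 or 47 and 43 weeks. Without a low-count filter edgeR called 63 at E12.5 and 347 between 45 or 47 and 43 weeks. With the 9 young deciduas An differed in 1455 genes. The trophoblast mean as a covariate gave 930 for aged, 112 for Aa and 0 for Aa against An (560 at an unadjusted p under 0.05), and the erythroid mean 0 for aged (1455 unadjusted), 0 for Aa (1033 unadjusted) and 101 for An. The subtraction of the young depth difference 61 between the ages, and the time course without its replicates 3 gave 501 at E12.5. At E3.5 edgeR called 0 with upper quartile scaling (3138 unadjusted), 0 with the epithelial mean (881 unadjusted) and 3376 with the spread of all 34 libraries. Covariates were not run with DESeq2.

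No source ties samples of a number to each other, and in no pair of groups compared here was the correlation over 0.1 for every number. Deviations of same-numbered samples correlated by 0.0455 to 0.0905 between An and Aa, −0.336 to 0.0602 between Y and An, −0.177 to 0.0441 between Y and Aa, and 0.0254 to 0.130 between young and aged uteri, where each of the 3 matched its own number best. In the time course 2 of 3 pairs of E9.5 and E11.5, 1 of 3 of E10.5 and E11.5 and 1 of 3 of E12.5 and E11.5 were above 0.1. Of the days not compared with each other, E9.5 and E12.5 had 3 of 3 above 0.1 (0.111 to 0.253), E9.5 and E10.5 2 of 3 and E10.5 and E12.5 1 of 3, and each of the 3 matched its own number best in the first and the last of these. Replicate 3 is the deepest library on every day, and it correlated with replicate 3 of the other days by 0.149 to 0.322 in every pair of days. The deeper libraries of the time course may thus form a set of their own, which the fits without the block leave out. With the replicate block edgeR called 1325 genes for aged and 562 for An against young, 1607 at E10.5, 713 at E12.5 and 0 at E3.5 (2715 unadjusted).

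Leaving out 1 library, or both of a number, gave 1402 to 2421 genes for aged, 1274 to 2022 for Aa and 536 to 1147 for An against young (557, 591 and 536 without Y replicate 2, Y replicate 3 or An replicate 5), 15 to 120 for Aa against An, 2429 to 3141 at E9.5, and 412 to 1280 at E10.5 (412, 465 and 493 without E10.5 replicate 2, E10.5 replicate 3 or E11.5 replicate 1). It gave 0 to 519 at E12.5 (24 and 519 without E11.5 replicate 1 or 3), 0 to 4192 at E3.5 (4192 without aged uterus replicate 1), 1581 to 4456 for the interaction (4456 without the same uterus) and 2 to 369 between the ages. The value of *Csf1* was −1.20 to −0.90, the stage −1.10 to −0.727 days, that between the ages −0.590 to −0.224 days and the score difference 0.485 to 0.787.

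With the erythroid mean as a covariate the sign turned for *Gas1* (−0.32), *Wnt6* (−1.28), *Id3* (−0.012), *Psg28* (0.76), *Ceacam14* (1.84) and *Hbb-bh1* (1.47) in aged, for *Capn6* (−0.41), *Gas1* (−0.83), *Wnt6* (−2.18), *Col1a1* (−0.22), *Prom1* (0.30), *Ceacam14* (1.30) and *Hbb-bh1* (1.31) in Aa, and for *Hbb-y* (0.10) and *Spnb1* (0.071) in An against young deciduas, none of them called there. With the young depth difference subtracted *Lrrc17* was at −1.81 between the ages. Of the other values of named genes under an alternative, 10876 kept direction and side of the threshold, 1062 kept direction and lost the call, 89 gained one and 43 uncalled ones changed sign. Of the counts of called list members 3674 stayed within 1.5 times and 870 did not, and of 118 list tests past the threshold 9 stayed past it with an estimated correlation.

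Of 100 splits of the deciduas no other called as many genes as the real one for aged (2100, highest other 18), Aa (1780 and 751) and An against young (929 and 235). The same held for the ages (214 and 8) and, with deciduas and uteri both shuffled, for the interaction (2321 and 1565). These splits make chance an unlikely source of the counts against young, if deciduas are independent. For the ages they cannot tell age from depth, which goes with it. For the interaction shuffled labels alone called up to 1565 genes, so the size of that count is uncertain. Between Aa and An 9 of 100 splits called at least the 28 genes of the real one, so chance cannot be excluded. The highest of these called 515, several times the real count, with 5 of the 6 deciduas of 43 weeks on one side, which points to a structure of the samples by age and depth, and the depth term left 30 calls between Aa and An. With 3 against 3 the 10 splits are too few for a share under 0.05 (3048 and highest other 4 at E9.5, 900 and 0 at E10.5, 0 and 0 at E12.5, 1 and 0 at E3.5, by edgeR).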

Differences from the paper's values

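The alternatives counted here were all set before the data were examined.

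The paper gives 162 deregulated genes between young and aged E11.5 deciduas, 78 higher and 84 lower, which had to pass both of its tests. With edgeR alone 2100 genes were called, 1058 higher and 1042 lower. All 33 alternatives differ from these values for both tests as well. Among them DESeq2 called 2530 genes, the trophoblast mean as a covariate left 930 and the erythroid mean 0 (edgeR, 1455 at an unadjusted p under 0.05, not run with DESeq2). The sheet of the paper for genes that passed either of its tests has 2505 rows by its title. The 2100 genes of edgeR and the 2530 of DESeq2 lie within 1.5 times of that number.

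The paper places aged deciduas up to 2 days behind young ones, and the mean delay on the time course was 0.917 days here. All 15 alternatives differ from 2 days, with delays of 0.687 to 1.10 days, and the lower end of 1 day that the paper gives does not differ.

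At E3.5 the sheets of the paper hold 75 genes that passed both of its tests and 1692 that passed either, and edgeR called 1 gene (3160 at an unadjusted p under 0.05). Of 14 alternatives, none falls within reach of 75. DESeq2 with 1787 genes is the one that does not differ from 1692, and the other 13 do, with 3376 genes when the spread was taken from all 34 libraries and 4192 without aged uterus replicate 1.

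For *Areg* at E3.5 the log2 fold change of the paper is −6.07 and that found here −4.16. It is at 0 counts in aged uterus replicates 2 and 3, so fitted values depend on how 0 is treated. Under DESeq2 (−4.22) and the replicate block (−5.39) the values do not differ by more than their error. Without aged uterus replicate 1 the aged group is wholly at 0 counts, and *Areg* was at least 69.1-fold lower (log2 −6.11, against a floor of 3 counts per library), a lower bound with no upper limit, which does not settle whether it differs from the value of the paper. Under the other 11 alternatives the values differ. For *Muc1* the paper has 2.14 and the value here was 2.90. Upper quartile scaling (2.79), a mean of at least 20 counts (2.88), the replicate block (2.46) and leaving out any 1 uterus other than aged uterus replicate 1 (2.40 to 2.96) give values that do not differ. DESeq2, RLE scaling, no low-count filter, the epithelial mean as a covariate, the spread of all 34 libraries and leaving out aged uterus replicate 1 give values that do.

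The paper states that 10 regulators of decidualisation were deregulated in aged E3.5 uteri. All 10 had the direction that it gives, and edgeR called none of them. The legend of Fig. 5b gives t tests per gene, while the p-values of edgeR were adjusted over 14662 genes. The thresholds are thus unlike, and the missing calls do not contradict the paper. DESeq2 called 5 of the 10 (*Foxa2*, *Cdh1*, *Hbegf*, *Hand2* and *Wnt4*). With the spread of all 34 libraries, which are mostly deciduas, edgeR called 8, and without aged uterus replicate 1 it called all 10. *Ltf* and *Muc1* were called under the same 3 settings.

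The paper puts the deciduas of the oldest females nearest to E9.5. It clustered global transcriptomes, with several replicates to a line in Fig. 3d. Here single deciduas were set beside day means over 3772 genes that differed between days, so the methods are unlike. Of the 4 deciduas of 45 or 47 weeks, 1 (An replicate 5) lay nearest to E9.5 and 3 nearest to E10.5, both by distance and by correlation, while the mean stage of these 4 was −0.407 days from that of the 6 deciduas of 43 weeks (exact permutation test, two-sided, p = 0.062 over 210 splits).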

Other observations

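The values per decidua of the yolk sac genes were looked up after the result of their list was seen, and the genes named for shifts along the time course were chosen after their values were seen.

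In aged E11.5 deciduas 3 of 16 progesterone-induced genes were higher and none was lower, both over all genes and adjusted over the list alone (camera adjusted p = 0.0140, and adjusted p = 0.381 with an estimated correlation). Besides *Bmp2* and *Fst* this was *Fkbp5*, a co-chaperone of steroid receptors (log2 fold change 1.06 ± 0.13, SE, adjusted p = 4.41e-05, edgeR, 10 of 10 aged deciduas). Of 11 oestrogen-induced epithelial genes 5 were lower and 2 higher (7 and 2 adjusted over the list alone, camera adjusted p = 9.55e-05, and adjusted p = 0.149 with an estimated correlation), with *Lcn2* (−1.76 ± 0.19) and the mucin *Muc4* (−1.69 ± 0.24) lower in 10 of 10. Of 21 genes of epithelial cells in general 2 were lower and 1 higher (4 and 1 adjusted over the list alone, camera adjusted p = 0.0580, and adjusted p = 0.522 with an estimated correlation). Of 21 genes of cholesterol synthesis and uptake 3 were higher and none lower, also adjusted over the list alone (camera adjusted p = 0.0383, and adjusted p = 0.593 with an estimated correlation). They were the reductase *Dhcr24* (1.80 ± 0.19, adjusted p = 1.49e-05, edgeR), the LDL receptor *Ldlr* (0.38 ± 0.10, lost without Y replicate 2 or Y replicate 3) and *Dhcr7* (0.38 ± 0.12, lost in 13 of the 21 fits that left out a decidua or a replicate number). Angiogenesis genes went both ways, 5 of 20 higher and 6 lower, also adjusted over the list alone (camera adjusted p = 0.816, and adjusted p = 0.914 with an estimated correlation). The semaphorin and VEGF receptor *Nrp1* (0.89 ± 0.16) rose, and endothelin 1 (*Edn1*, −1.27 ± 0.20) and its receptor *Ednra* (−1.54 ± 0.24) fell, each in 10 of 10. Of 23 interferon response genes 4 were higher and 1 lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.0758, and adjusted p = 0.797 with an estimated correlation), such as *Iigp1* (0.85 ± 0.17, adjusted p = 0.00295, edgeR). None of these calls was left with the erythroid mean as a covariate. Since that mean itself differs between young and aged deciduas, the loss does not show that the changes were removed.

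Members of several lists differed in age effect between E11.5 deciduas and E3.5 uteri. The p-values are uncertain here, as the fit shares its spread between the 2 tissues. With an estimated correlation camera called none of these lists as a whole (adjusted p of 0.124 for uNK cells, 0.135 for stroma, 0.125 for matrix and for oestrogen-induced genes, 0.108 for epithelium and 0.379 for cholesterol). Of 24 uNK cell genes 14 had a higher age effect at E11.5 and none a lower one (18 and none adjusted over the list alone), such as *Gzma* (5.42 ± 0.70, adjusted p = 5.36e-05, edgeR). Of 20 stromal genes 15 were higher and none lower (15 and 1 adjusted over the list alone), and of 48 matrix genes 24 were higher and 2 lower (26 and 3 adjusted over the list alone), such as *Vcan* (4.49 ± 0.79). In the other direction went 11 of 22 epithelial genes (15 adjusted over the list alone) and 10 of 16 oestrogen-induced genes, with 1 higher (11 and 2 adjusted over the list alone), such as *Ltf* (−7.64 ± 1.05, adjusted p = 8.37e-05, edgeR) and *Muc4* (−7.13 ± 0.84). Of 21 cholesterol genes 10 were lower and none higher (12 and none adjusted over the list alone). At E3.5 alone, 5 of 17 macrophage genes were lower and 1 higher adjusted over the list alone, and 7 of 14 genes of dendritic cells and MHC class II were lower, while edgeR called none of either over all genes (camera adjusted p = 0.00207 and 0.000392, and adjusted p = 0.505 for both with an estimated correlation).

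Genes of visceral endoderm and yolk sac were high in 1 An decidua. Over the group 5 of 8 were called higher in An than in Y deciduas and none lower (7 and none adjusted over the list alone, camera adjusted p = 0.129, and adjusted p = 0.852 with an estimated correlation). *Afp*, alpha-fetoprotein, was at 476 CPM in An replicate 3, at 22.4 CPM in An replicate 5, at 2.45 to 9.91 CPM in the other An deciduas and at 2.57 to 12.6 CPM in Y deciduas. *Apob* was at 120 and 9.08 CPM in the same 2 deciduas, at 0.464 to 1.29 CPM in the other An deciduas and at 0.486 to 1.77 CPM in Y deciduas. The calls of *Afp* (4.08 ± 1.08), *Apob* (4.88 ± 1.21), *Apoa1* and *Apoa4* were lost without An replicate 3, where they stood at 0.65, 1.69, 1.79 and 1.24.

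A hypothesis tested here was that the age difference of E11.5 deciduas equals a shift along the young time course. Against a shift of 1 day (E10.5 against E11.5) 6 of 14073 genes differed, 1 higher and 5 lower, among them *Igfbp5* (−1.75 ± 0.31, adjusted p = 0.0156, edgeR). The age difference is thus consistent with a shift of about 1 day for most genes, as far as a test that calls few small differences can show. Erythroid genes had a median of −1.59 (log2) relative to this shift, and 1 of 16 was called lower. Against a shift of 2 days (E9.5 against E11.5) 586 genes differed, 380 higher and 206 lower, which argues against that size for the whole pattern. Of 40 cell cycle genes 21 rose less with age than over 2 days, such as *Ccnb1* (−1.83 ± 0.46, adjusted p = 0.0240, edgeR) and *Mki67* (−1.78 ± 0.42, adjusted p = 0.0154, edgeR), and *Hpgd*, which degrades prostaglandins, lay above (3.30 ± 0.46, adjusted p = 0.000179, edgeR). Each difference is the age effect minus the day effect, in 1 fit of young, aged and time-course deciduas.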
